# CSF1R and IL1R1 inhibitors synergistically attenuate the early pathogenesis of traumatic brain injury in mice

**DOI:** 10.1016/j.neurot.2025.e00787

**Published:** 2025-11-07

**Authors:** Sudena Wang, Yong Wang, Jenny Strehle, Isa Wernersbach, Ermis Papakonstantinou, Pawit Somnuke, Katharina Ritter, Matthias Klein, Irmgard Tegeder, Michael K.E. Schäfer

**Keywords:** Traumatic brain injury, CSF1R, IL1R1, Neuroinflammation, Therapy

## Abstract

There is an unmet need in the treatment of traumatic brain injury (TBI), a leading cause of death and disability. Colony stimulating factor 1 receptor (CSF1R) and interleukin 1 receptor type 1 (IL1R1) are critical regulators of TBI-associated neuroinflammation. This study tested the hypothesis that early administration of CSF1R inhibitor PLX3397 plus IL1R1 inhibitor Anakinra alleviates TBI pathogenesis. Adult C57BL/6 mice were subjected to experimental TBI and treated with PLX3397 plus Anakinra, PLX3397 or Anakinra alone, or vehicle for up to five days post injury (5 dpi). Neurological deficits were attenuated by PLX3397 plus Anakinra in male and female mice. Combination therapy, as opposed to monotherapy, also reduced structural brain damage; however, this effect was observed exclusively in male mice. Bulk RNA-sequencing analysis of differentially expressed genes (DEGs) and gene set enrichment analysis (GSEA) revealed anti-neuroinflammatory effects in male mice treated with PLX3397 plus Anakinra, which exceeded the summed effects of monotherapies. Key DEGs included pro-neuroinflammatory markers such as *Cd68* and *Spp1*/osteopontin, as well as genes associated with type I and II interferon responses. Immunofluorescence staining confirmed that PLX3397 plus Anakinra was more effective than monotherapy in attenuating CD68^+^ macrophages/microglia, CD45^+^/CD68^-^ leukocytes, and osteopontin. Again, these effects exceeded the summed effects of monotherapy. The findings demonstrate beneficial synergistic effects of FDA-approved CSF1R and IL1R1 inhibitors and offer novel insights into the mechanisms of early TBI pathogenesis and therapy in a clinically relevant model.

## Introduction

Traumatic brain injury (TBI) is a major cause of death and disability, presenting a significant medical and socioeconomic burden [1]. Current therapeutic options are mostly limited to surgical interventions and symptomatic relief, and only modest effects of various pharmacological treatments have been reported in recent randomized clinical trials [[2], [3], [4], [5]]. TBI pathology combines multiple pathophysiological processes, including cerebral ischemia, blood brain barrier (BBB) disruption, brain edema, mitochondrial dysfunction, oxidative stress, neural cell death, and inflammation [[6], [7], [8], [9]]. Microglia are considered the major drivers of the inflammatory responses, exerting, however, dual effects on the progression of damage following TBI [[10], [11], [12]].

Novel perspectives in investigating microglial function in health and disease emerged through the utilization of pharmacological inhibitors (i.e. PLX3397 and PLX5622) of colony stimulating factor 1 receptor (CSF1R) [[13], [14], [15], [16]]. CSF1R is a transmembrane receptor tyrosine kinase that is expressed in microglia and other myeloid lineage cells. Two endogenous ligands, CSF1/M-CSF and IL-34, have been identified that initiate downstream signaling cascades to regulate proliferation, differentiation and survival [17]. Although rigorous microglia depletion strategies are unlikely to be an adequate translational therapy for TBI [16,18], transient administration of CSF1R inhibitors at acute, subacute, or chronic phases of TBI resulted in beneficial effects [[19], [20], [21]]. Recently, we showed that administering PLX3397 during the first five days post-TBI reduced macrophage/microglia accumulation in injured brain tissue by 50 ​%. Discontinuing treatment at 5 dpi led to long-term beneficial effects at 30 dpi, which were more pronounced in male than in female mice [21]. However, this therapeutic approach was not sufficient to reduce the structural brain damage at 5 dpi, suggesting that CSF1R-independent pathomechanisms were involved and may have impeded therapeutic improvement. Indeed, the observation that gene expression of both IL-1β and IL1R1 remained unaltered, despite substantial reduction of macrophages/microglia, indicated a crucial role of IL1R1 signaling by other cell types in this context [21].

IL1R1 is a receptor for IL-1α, IL-1β, and IL-1ra, primarily activating NF-κB and MAPK pathways, and the expression of key inflammatory mediators [22]. IL1-IL1R1 signaling has been implicated in the activation of innate immunity following TBI, including the production of pro-inflammatory cytokines, recruitment of leukocytes and monocytes, disruption of BBB integrity, and exacerbation of neural cell death [[23], [24], [25], [26], [27], [28]]. Anakinra, is the first IL-1ra drug that competitively prevents association of IL-1α, IL-1β with IL-1R1 [29]. It is approved as Kineret® for treatment of rheumatoid arthritis [30], Still’s disease including systemic juvenile idiopathic arthritis and adult-onset Still’s disease [31], cytokine storm syndromes [32], and COVID-19 disease [33]. Moreover, its safety was demonstrated in a randomized clinical phase II trial in TBI patients, but the study lacked sufficient statistical power to assess patient outcomes [34]. In rodent models of TBI, Anakinra has been shown to provide overall beneficial effects on the inflammatory response, neurological deficits, and structural brain damage [[35], [36], [37], [38]].

Hence, CSF1R and IL1R1 play a pivotal role in inflammatory processes and are promising therapeutic targets in TBI. While CSF1R is predominantly expressed by microglia [39], IL1R1 is also expressed in various other cell types, including neurons, astrocytes, and endothelial cells [24], suggesting that therapeutic approaches targeting these pathways simultaneously may enhance the therapeutic efficacy following TBI. Therefore, we tested the hypothesis that a combination treatment consisting in PLX3397 plus Anakinra improves the outcome of TBI at the behavioral, histological and gene expression level. We subjected cohorts of sex-matched adult C57BL/6JRj mice to the controlled cortical impact (CCI) model of TBI and compared 4 treatment groups i.e. PLX3397 plus Anakinra, PLX3397, Anakinra, vehicle. Mice were monitored for neurological deficits for up to five days post injury (5 dpi), followed by the examination of brain structural damage, transcriptomic changes, and brain tissue inflammation at 5 dpi.

## Material and Methods

### Animals and TBI experiments

Adult, 12-14 week-old male and female C57BL/6JRj mice (Janvier Germany) were housed and maintained in a controlled environment with a 12-h dark/light cycle, temperature of 22 ​± ​1 ​°C, and humidity of 50 ​± ​5 ​%. Food and water were available to them *ad libitum*. All experiments were conducted in accordance with the institutional guidelines of the Johannes Gutenberg University, Mainz, Germany, and were approved by the Animal Care and Ethics Committee of the Landesuntersuchungsamt Rheinland-Pfalz (protocol number G19-1-027) and followed the ARRIVE guidelines. Mice were treated in TBI/sham experiments essentially as described [40]. Anesthesia was induced with 4 ​% isoflurane for 90 ​s and maintained with 2.1 ​% isoflurane throughout the procedure. For analgesia, mice received carprofen (Rymadyl®, Zoetis) which was injected 30 ​min before start. After achieving the desired level of anesthesia, lidocaine-HCl (2 ​%, B.Braun) was injected subcutaneously at the temples, and the mouse head was then fixed in a stereotactic frame (Kopf Instruments). The temperature was maintained at 37 ​°C using feedback heating (Hugo Sachs, MarchHugstetten, Germany). The skin was incised 1 ​cm along the midline and a craniotomy of 4 ​× ​4 ​mm was drilled above the right parietal cortex. The bone fragment was flapped laterally while ensuring that the dura mater remained intact. The cortical impact was induced using a Benchmark™ Stereotaxic Impactor (Leica Biosystems, Wetzlar, Germany) with the following parameters: impactor tip diameter of 3 ​mm, velocity of 6 ​m/s, duration of 200 ​ms, and displacement of 1.5 ​mm. After achieving hemostasis, the skull bone fragment was repositioned into the burr hole and sealed with tissue glue, followed by the suturing of the skin incision. Sham mice received isoflurane anesthesia, underwent skin incision and suturing, but did not undergo craniotomy or impact injury. For recovery, mice were placed in a temperature (36 ​°C) controlled incubator (IC8000, Draeger, Luebeck, Germany) and transferred back to their home cages after 90 ​min. Two animals died during the CCI procedure and were replaced. All animals survived the post-traumatic observation period until 5 dpi.

### Experimental design and pharmacological treatment

A total of 56 mice were randomly divided into 5 experimental groups with equal sex distribution: TBI ​+ ​PLX3397+Anakinra (*n* ​= ​12), TBI ​+ ​PLX3397 (*n* ​= ​12), TBI ​+ ​Anakinra (*n* ​= ​12), TBI ​+ ​vehicle (*n* ​= ​12), and sham ​+ ​vehicle (*n* ​= ​8) (Fig. 1). Mice received either PLX3397 or vehicle chow (Research Diets) *ad libitum*, beginning 90 ​min after the CCI/sham procedure until the study’s endpoint at 5 dpi. Anakinra (100 ​mg/kg, Kineret, Amgen) or placebo (saline) was injected subcutaneously at 5 ​min, and 1, 2, and 3 dpi. Previous studies demonstrated the effectiveness of dietary PLX3397 administration at a food pellet concentration of 290 ​mg/kg [13,21]. Daily food consumption was determined from 1 dpi to 5 dpi, and body weights were recorded at 1, 3, and 5 dpi (Figs. S1 and S2 supplementary material). The researchers who performed the surgeries, drug administration, behavioral testing, data collection, and analyses were blinded to the group identities.

**Fig. 1:**
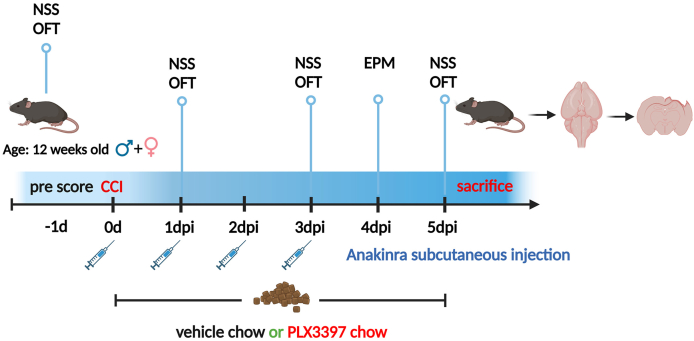
**Experimental design and pharmacological treatment**. NSS and OFT were conducted at 1 day before TBI (-1d), and subsequently at 1, 3 and 5 dpi. EPM was performed at 4 dpi. Mice (equal sex ratio) were administered PLX3397 (290 ​mg/kg body weight) or vehicle chow for a duration of 5 days. Anakinra (100 ​mg/kg body weight) or placebo was injected subcutaneously at 5 ​min, 1, 2, and 3 days following CCI surgery. At 5 dpi, brains were dissected and processed for histological analysis and RNAseq using cryosectioning. This figure was generated using Biorender.

### Evaluation of the neurological severity score (NSS) and behavioral monitoring

To evaluate neurological deficits, behavioral monitoring was performed in the same order as the CCI/sham operations between 9:00 a.m. and 2:00 p.m. Neurological impairments were assessed using the NSS, which measures balance, motor function, and general behavior, one day before TBI and at 1, 3, and 5 dpi essentially as described [41]. The NSS scores from 0 (no impairment) to 12 (severe neurological dysfunction), and pre-injury scores were close to zero, as expected. The general locomotor activity of the mice was evaluated in an open field test (OFT) (40 ​× ​40 ​× ​40 ​cm, 330–350 Lux) using a video tracking system (EthoVisionXT, Noldus, Wageningen, Netherlands) before and after TBI (pre-score, 1, 3, and 5 dpi). Mice were positioned in the center of the arena, their movements was recorded for 3 ​min, and the moving distance was calculated using the EthoVisionXT14 software. The elevated plus maze (EPM) test was utilized to assess anxiety/impulsivity at 4 dpi. A standard EPM maze 50 ​cm above ground with two closed arms with opaque walls and two open arms without walls was used. Mice were initially placed into the central area facing an open arm. Their movement was monitored and recorded continuously for 5 ​min. Using EthoVisionXT14 software, the duration spent in open and closed arms and the frequency of entries into each arm were analyzed.

### Brain sectioning and histopathology

The processing of brain tissue was carried out as described [42]. Mice were subjected to deep anesthesia using 4 ​vol% isoflurane and subsequently decapitated at 5 dpi. Brains were carefully extracted, rapidly frozen in powdered dry ice, and stored at −20 ​°C. A cryotome (HM 560 Cryo-Star, Thermo Fisher Scientific, Walldorf, Germany) was used to cut coronal brain sections, 12 ​μm thick, across 16 consecutive levels at 500 ​μm intervals from Bregma +3.14 ​mm to −4.36 ​mm, which were collected on Superfrost Plus Adhesion Microscope slides (New Erie Scientific LLC, USA). Intermediate sections (60 ​μm, 8 ​× ​4), which were divided along the midline to separate the right and left hemispheres, were obtained from Bregma +0.64 ​mm to −2.86 ​mm. The upper quadrants of sections containing lesioned and perilesional brain (tissue including the cortex, striatum, dorsal hippocampus, and thalamus) were frozen in liquid nitrogen and processed for RNA extraction and RNA sequencing (RNAseq) as previously described in detail [21].

Cresyl violet staining was performed to evaluate the structural brain damage as described [42]. Briefly, brain sections underwent air-drying at room temperature (RT) for 1 ​h, followed by rehydration in 70 ​% ethanol for 2 ​min, staining in cresyl violet solution (10 ​mg/ml, 20 ​% ethanol, Merck) for 10 ​min, rinsing with distilled water, and dehydration using increasing concentrations of ethanol (70 ​%, 96 ​%, and 100 ​%). Hematoxylin-Eosin (H&E) staining was applied to evaluate the area of hematoma as described [21].

Immunofluorescence staining was performed with cryosections, which were air-dried at RT for 30 ​min. The sections were then fixed in 4 ​% paraformaldehyde for 10 ​min, followed by washing in phosphate-buffered saline (1x PBS). A blocking solution consisting of 5 ​% goat serum, 0.5 ​% bovine serum albumin, and 0.1 ​% Triton X-100 in 1x PBS was applied to the sections at RT for 1 ​h. Primary antibodies were added to the blocking solution and incubated overnight at 4 ​°C. The next day, the sections were washed with 1x PBS and incubated with secondary antibodies in the blocking solution for 1.5 ​h at RT. After washing in 1x PBS, the sections were mounted in Immu-Mount (Fisher Scientific). Primary and secondary antibodies and dilutions are listed as supplementary material (Table S1).

### Image acquisition and histopathological analyses

Sections stained with cresyl violet or H&E were visualized using a bright field microscope (Stemi 305, Zeiss). Quantification of lesion volume, hippocampal granule cell layer (GCL) thickness, and Cornu ammonis 1 (CA1) length was conducted using Zen software (RRID: SCR_013672), and the hematoma area was determined utilizing FIJI ImageJ software (RRID: SCR_003070) [21]. Briefly, the volume of brain lesions was determined by identifying regions lacking violet staining in the injured hemisphere across 16 consecutive brain (Bregma +3.14 ​mm to −4.36 ​mm) cryosections and multiplying the area by the distance between two sections (500 ​μm). The relative lesion volume was calculated by dividing the lesion volume by the total ipsilateral hemisphere volume [43]. GCL thickness was evaluated at 5 dpi in the dorsal hippocampus from Bregma levels −2.36 ​mm to −2.86 ​mm on two sections along the suprapyramidal blade [41]. The CA1 length was determined on two sections from Bregma levels −2.36 ​mm to −2.86 ​mm. Values of GCL thickness are expressed as % relative to the contra-lesional hemisphere, and values of CA1 length are expressed as % of preserved CA1 length. Determination of hematoma size was performed with H&E-stained sections (three per animal) from Bregma levels −0.36 ​mm to −1.36 ​mm. Immunofluorescence was acquired with a fluorescence microscope (BZ-X800, Keyence) on three sections from Bregma levels −0.36 ​mm to −1.36 ​mm by investigators blinded to the experimental randomization using equal acquisition parameters for each staining combination. Quantitative assessments were performed with FIJI ImageJ (RRID: SCR_003070) using auto-threshold settings implemented in FIJI followed by the “analyze particle” plugin.

### RNAseq and analysis

Brain sample total RNA was extracted from cryosections containing damaged and surrounding areas (including cortex, striatum, dorsal hippocampus, and thalamus) as previously described in detail [21]. Briefly, total RNA was purified using RNAeasy Kit (Qiagen), and the quantity and quality assessment was checked by Qubit 2.0 and RNA 6000 Nano chip on Agilent’s bioanalyzer, respectively. Next Generation paired-end RNAseq was performed at Novogene (Cambridge, UK) on an Illumina NovaSeq 6000 platform. Sample quality was evaluated using demultiplexed fastq.gz files, and sequenced reads were subjected to adapter trimming and processing via CLC Genomics workbench (CLC, Qiagen, v21.0.5). Results were visualized using CLC expression browser, encompassing the number of mapped reads, target length, source length and position, strand, genes and gene IDs, annotated according to the mm10 assembly. Read counts were normalized and the expression value unit is TPM (in CLC called CPM). Principal component analysis (PCA, Fig. S3) was performed with CLC using Z-score normalization across samples for each gene, genes with zero expression across all samples are removed. Data are deposited GSE228309 (see availability of data and materials).

The results were displayed as Volcano plots (absolute difference >4 between compared groups), VENN diagrams (https://bioinformatics.psb.ugent.be/webtools/Venn/) and gene set enrichment analyses (GSEA) (http://www.gsea-msigdb.org) [44] to assess functional implications of up- or downregulated genes. Differential gene expressions were calculated using ANOVA-like methods, t-tests and fold change, with p values ​< ​0.05, as detailed the figure legends.

### Statistical analysis

GraphPad Prism software (GraphPad Software, version 10.0) was used to analyze the data. Shapiro-Wilk normality test was used to assess the data distribution. Outliers were detected using the Rout’s test, excluded from subsequent analyses, as specified in the figure legends. To compare different treatment groups, parametric data were analyzed using one-way analysis of variance (ANOVA) or Brown-Forsythe and Welch ANOVA tests, depending on the SD variance (F test), while nonparametric data were assessed using the Kruskal‒Wallis test. Two-way ANOVA or mixed effects model, with subsequent Holm-Šídák post hoc test was used to analyze differences between groups in behavioral testing for the between subject factor “treatment” and the within subject factor “time”. Post hoc analyses for parametric and nonparametric data were conducted using the Holm-Šídák, Dunnett T3, or Dunn’s multiple comparison tests, respectively. The sample size was calculated assuming that a 20 ​% change in the analyzed criteria would be relevant. The Type I error probability was set at *α* ​= ​0.05, while the standard power was set at 1 ​− ​*β* ​= ​0.8 (80 ​%), which results in a Type II error probability of *β* ​= ​0.2. The values for individual animals are shown as the mean ​± ​standard error of the mean (SEM). *p* ​< ​0.05 was considered to indicate statistical significance; ∗*p* ​< ​0.05, ∗∗*p* ​< ​0.01, ∗∗∗*p* ​< ​0.001, ∗∗∗∗*p* ​< ​0.0001, ns ​= ​not significant. All p values and F values are reported in the supplementary information (Tables S4-S8).

## Results

### PLX3397 plus Anakinra therapy reduces neurological deficits after TBI

TBI was induced by CCI in adult sex-matched C57BL/6JRj mice and drug treatment started on the day of surgery. While the CSF1R inhibitor PLX3397 was administered via drug-containing chow (290 ​mg/kg) until 5 dpi, treatment with the IL1R1 inhibitor Anakinra was performed using four subcutaneously injections (100 ​mg/kg each), shortly after TBI, at 1, 2, and 3 dpi (Fig. 1). Motor function deficits, anxiety-like and open-field locomotion were assessed (Fig. 2A–J). NSS, with higher scores indicating increased severity, was assessed at 1, 3, and 5 dpi and was consistently lower in both male and female mice receiving the combination therapy of PLX3397 plus Anakinra versus vehicle (Fig. 2A and B). Monotherapy with Anakinra showed similar effects, albeit more pronounced in female mice than in male mice, whereas mice treated with PLX3397 alone had no advantage over vehicle, irrespective of sex (Fig. 2A and B). Locomotor activity of male and female mice in the OFT at 1, 3, and 5 dpi did not differ between CCI-treatment groups (Fig. 2C and D). However, mice treated with vehicle or monotherapy tended to show more TBI-evoked hyperactivity than mice receiving PLX3397 plus Anakinra (Fig. 2C and D). In EPM at 4 dpi, vehicle treated CCI mice spent less time in the closed arms and showed a higher frequency of visits to the open arm as compared to pharmacologic treatments or sham but differences were only significant for the combination PLX3397 plus Anakinra vs. vehicle for both sexes (Fig. 2E–H). The total time in the open arm summed over all time points was not different between treatment groups of male mice (Fig. 2I). However, in female mice, the total open arm time was significantly reduced, almost reaching sham level, when mice were treated with either PLX3397 plus Anakinra or single PLX3397 (Fig. 2J). Overall, the results showed that combined therapy reduced neurological deficits irrespective of sex and was superior to monotherapy with PLX3397. However, Anakinra showed also some behavioral effects in female mice. Combined therapy almost normalized exploratory and anxiety-related behavior compared to vehicle, albeit not consistently for all parameters. The superior therapeutic efficacy of the PLX3397+Anakinra was not accompanied with adverse effects at the behavioral level.

**Fig. 2:**
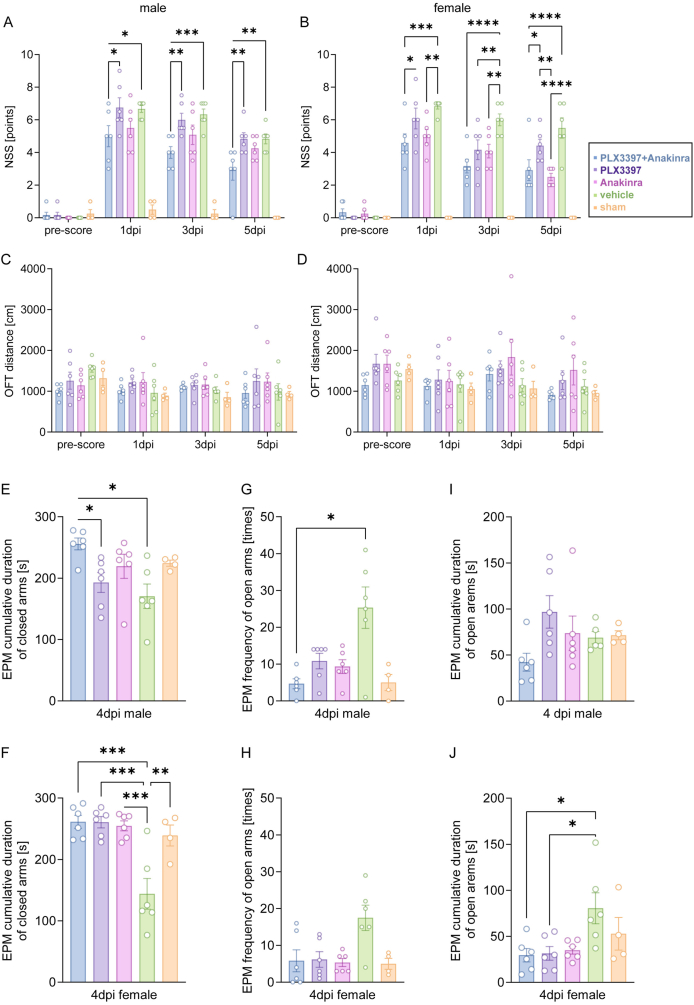
**Combined PLX3397 plus Anakinra therapy reduces neurological deficits after TBI.** (A, B) NSS in male and female mice at 1 day before TBI (pre-score), 1, 3, and 5 dpi. Higher scores indicate greater neurological severity. (C, D) OFT in male and female mice at one day before TBI, 1, 3, and 5 dpi. Longer distances indicate increased locomotor activity. (E–J) EPM in male and female mice at 4 dpi. (E, F) Cumulative time spent in closed arms. Higher latency indicates increased anxiety-related behavior. (G, H) Frequency of open arm entries. Increased frequency indicates impaired anxiety-related behavior. (I, J) Cumulative time spent in open arms. Higher latency indicates impaired anxiety-related behavior. Data points represent individual mice, TBI: *n* ​= ​6 per group, sham: *n* ​= ​4 per group, data are expressed as mean ​± ​SEM. Two outliers (B: sham, I: TBI vehicle) were identified by Rout’s test and excluded. Two-Way ANOVA with mixed-effects model followed by Holm-Šídák multiple comparisons test (A–D). One-way ANOVA and Kruskal‒Wallis test followed by post hoc Holm-Šidák or Dunn’s corrections (E–J), ∗*p* ​< ​0.05, ∗∗*p* ​< ​0.01, ∗∗∗*p* ​< ​0.001, ∗∗∗∗*p* ​< ​0.0001.

### PLX3397 and Anakinra increase hematoma size at 5 dpi

Intracerebral hemorrhages and the subsequent formation of hematoma are pathological hallmarks of TBI, and consistently occur with the CCI model of TBI [45]. The removal of the hematoma largely depends on microglial activity [21]. Hematomas were visualized by H&E staining at 5 dpi (Fig. 3A). They were confined to the ipsilesional hemisphere, and their relative size was calculated across three Bregma levels in each animal. A trend toward increased mean hematoma size was observed for all drug treatment groups compared to vehicle both in male and in female mice (Fig. 3B and C). However, hematoma size did not significantly increase in PLX3397 plus Anakinra treated mice, whereas statistically significant effects were observed following Anakinra monotherapy in male and in female mice, and PLX3397 monotherapy in female mice (Fig. 3B and C).

**Fig. 3:**
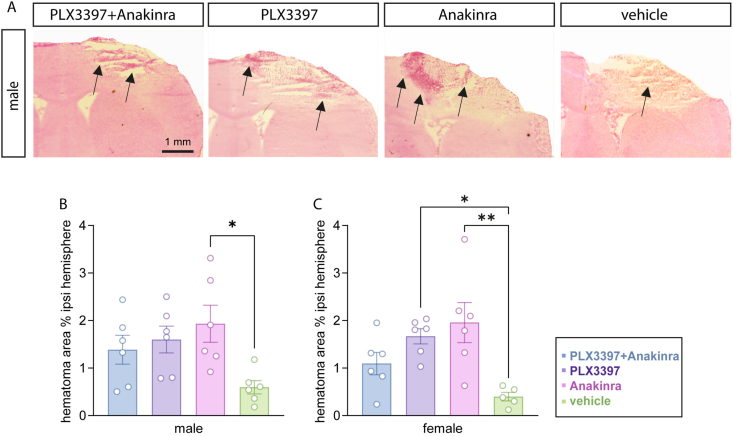
**PLX3397 and Anakinra increase hematoma size at 5 dpi.** (A) H&E staining showing intracerebral hematoma (arrows point to hematoma) in the ipsilesional brain tissue in male mice with TBI (scale: 1 ​mm, Bregma −0.86 ​mm). (B, C) Relative hematoma area (% ipsilesional hemisphere) is increased following Anakinra vs. vehicle treatment in male mice and following PLX3397 and Anakinra monotherapy vs. vehicle in female mice. Data points represent individual mice (*n* ​= ​6 per group), data are expressed as mean ​± ​SEM. One outlier (C: TBI vehicle) was identified by Rout’s test and excluded. One-way ANOVA followed by post hoc Holm-Šidák, ∗*p* ​< ​0.05, ∗∗*p* ​< ​0.01.

### PLX3397 plus Anakinra therapy attenuates structural brain damage in male mice

To examine effects of combined PLX3397 plus Anakinra therapy on structural brain damage, brain lesion size as well as structural integrity of the hippocampal CA1 region and GCL were analyzed in cresyl violet-stained sections (Fig. 4A). Brain lesion volumes were calculated across sixteen Bregma levels (+3.14 ​mm to −4.36 ​mm) at 5 dpi. Combined PLX3397 plus Anakinra therapy resulted in smaller lesion volumes in male mice as compared to all other TBI groups (Fig. 4B). Monotherapy using Anakinra or PLX3397 did not affect brain lesion size as compared to vehicle. Interestingly, the neuron-preserving therapeutic effect of combined PLX3397 plus Anakinra was evident only in male mice and not in female mice (Fig. 4B and C). We next assessed the degree of CA1 region preservation at 5 dpi, which is located beneath the directly injured cortex (Fig. 4D and E). The mean preservation rate of the CA1 region in vehicle treated male mice was about 35.26 ​% (±16.78 ​%, SEM), whereas it was almost 100 ​% (near total preservation) in male mice treated with PLX3397 plus Anakinra (one outlier with 41.9 ​% was recognized as an outlier). Monotherapies with PLX3397 or Anakinra reached preservation rates of 69.19 ​% (±13.53 ​%, SEM) and 78.78 ​% (±14.04 ​%, SEM), respectively, without reaching a statistically significant difference versus vehicle treated male mice (Fig. 4D). In female mice, CA1 preservation rates ranging from 60 to 78 ​% were reached, but without differences between treatment groups (Fig. 4E). Similarly, preservation of the hippocampal GCL was improved after combined PLX3397 plus Anakinra therapy vs. vehicle in male mice, and Anakinra monotherapy also showed protective effects for GCL integrity as compared to vehicle in male mice (Fig. 4F). In female mice, both combined PLX3397 plus Anakinra and monotherapies with Anakinra or PLX3397 mildly increased GCL preservation but without reaching statistical significance (Fig. 4G). Taken together, PLX3397 plus Anakinra reduced structural brain damage and was superior to monotherapy at 5 dpi in male mice. However, female mice did exhibit significant benefits from single administration of PLX3397, Anakinra, or their combination, versus vehicle treatment.

**Fig. 4:**
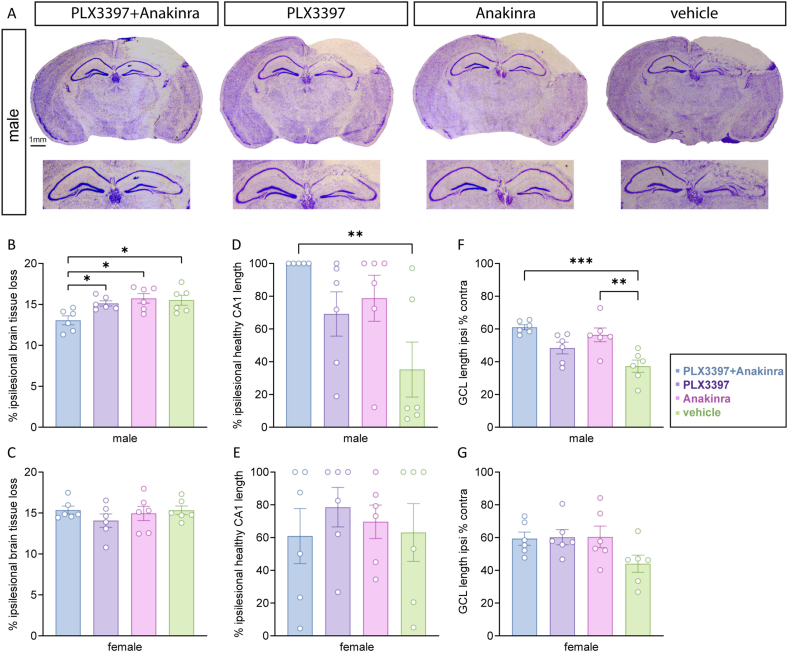
**PLX3397 plus Anakinra attenuates structural brain damage in male mice.** (A) Cresyl violet staining showing coronal brain sections from male mice at 5 dpi (scale: 1 ​mm, Bregma −2.36 ​mm). (B, C) Relative brain tissue loss (% of ipsilesional hemisphere) is attenuated in PLX3397+Anakinra vs. monotherapy or vehicle exclusively in male mice. (D, E) Relative ipsilesional healthy CA1 length (% of total ipsilesional CA1 length) is preserved in PLX3397+Anakinra compared to vehicle exclusively in male mice. (F, G) Relative ipsilesional GCL length (% of contra GCL length) is preserved following combined PLX3397+Anakinra therapy and Anakinra monotherapy compared to vehicle in male mice. Data points represent individual mice (*n* ​= ​6 per group), data are expressed as mean ​± ​SEM. One outlier (D: TBI PLX3397+Anakinra) was identified by Rout’s test and excluded. One-way ANOVA and Kruskal‒Wallis test followed by post hoc Holm-Šidák or Dunn’s corrections, ∗*p* ​< ​0.05, ∗∗*p* ​< ​0.01, ∗∗∗*p* ​< ​0.001.

### Transcriptomic profiling demonstrates synergistic efficacy of PLX3397 plus Anakinra therapy

Male mice had a stronger benefit in brain tissue protection than female mice, this led us to focus on male animals in subsequent analyses. To characterize the beneficial effects of combined PLX3397 plus Anakinra at the molecular level, we employed RNAseq of brain samples collected at 5 dpi. 

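RNA was extracted from cryosections of the upper quadrant holding the lesion and the tissue around it (cortex, striatum, dorsal hippocampus and thalamus) and sequenced in paired-end mode. The 24 libraries came from 24 male mice at 5 dpi, with 1 library per mouse. Vehicle, PLX3397, Anakinra and PLX3397+Anakinra were each given to 5 mice with TBI, and 4 mice were sham-operated. PLX3397 inhibits the receptor CSF1R and was given in chow, and Anakinra blocks the receptor IL1R1 and was injected subcutaneously. The sample labels name cortex only as the tissue. The striatal gene Ppp1r1b was nevertheless abundant in every group, with group means between 651 and 772 TPM (transcripts scaled by gene length and to a common library total). The authors mapped the reads to mm10 in CLC Genomics Workbench and deposited these TPM. The table used here lists 36333 genes, and each library sums to 1000000. Neither read counts nor library totals are in the deposited tables, and the paper and its supplement state none, so the depth is unknown and no counting interval can be given. Between 22160 and 23249 genes per library were above 0. A relative depth was estimated from genes seen in at most 8 libraries, assuming that their smallest values stand for single reads. It ranged from 0.96 to 1.42 relative to vehicle mouse J01B, with medians of 1.09 in vehicle, 1.11 in PLX3397, 1.13 in Anakinra, 1.06 in PLX3397+Anakinra and 1.06 in sham. This estimate rests on the 38.7% to 54.7% of 84 to 124 such genes that gave one common ratio.

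From the TPM, log2(TPM + 1) was computed for the 17267 genes with a mean of at least 0.5 TPM over the 24 libraries. All libraries entered one limma model with a mean per group and a trend of the variance on expression. A gene was called a DEG when its unadjusted p was below 0.05, the ratio of the group mean TPM was above 2 and their difference was above 4 TPM. These are the criteria of Fig. 5, with limma's test in place of the methods' t-test. Benjamini-Hochberg adjusted p-values over the 17267 genes are given beside them. The rules were tested on 100 simulated data sets built from the residuals of these libraries, with 200 genes changed. The changed genes all lay well above the filter of 0.5 TPM in vehicle mice. Of the genes changed at least 2 times, 99.8% reached an adjusted p below 0.05. Genes changed 1.5 times were called DEGs in only 0.12% of cases, since the fold limit excludes them. On average 2.84 unchanged genes were called.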

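TPM were converted to Z-scores for each gene, and the 8011 genes at 0 in all 24 libraries were left out, as the methods describe, which left 28322 genes. The first principal component held 24.5% of the variance and the second 8.46%. On the first component, sham mice scored 158.4 ± 3.4 (SD, n = 4) and vehicle mice -65 ± 44 (SD, n = 5). Scores were -63.3 ± 23.6 (SD, n = 5) with Anakinra, -11.8 ± 32.6 (SD, n = 5) with PLX3397 and 13.3 ± 24.7 (SD, n = 5) with PLX3397+Anakinra. On the second component the SD within each group was at least 36.7, and the group means lay between -19.5 and 27.9.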

Principal component analysis showed clustering of treatment groups. 

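Group centroids on the first pair of components were compared by exact two-sided permutation of the mice, for 10 pairs of groups. Sham mice were farther from each TBI group than any other grouping of the same mice allowed (distances 145.7 to 225.7, adjusted exact p = 0.0159). The centroids of PLX3397 and PLX3397+Anakinra were 30.9 apart (exact p = 0.54), and those of vehicle and Anakinra 47.4 apart (exact p = 0.19, adjusted p = 0.238). Neither distance exceeded the spread between mice. PLX3397+Anakinra was separated from Anakinra (distance 81.5, adjusted exact p = 0.0159) and from vehicle (distance 80.6, adjusted exact p = 0.0397). PLX3397 alone was separated neither from vehicle (distance 53.2, adjusted exact p = 0.256) nor from Anakinra (distance 69.1, adjusted exact p = 0.068). With all dimensions in place of 2, vehicle and Anakinra were separated (distance 108.9, adjusted p = 0.0265 by the same exact test), as were vehicle and PLX3397 (distance 122.0, adjusted p = 0.00992) and PLX3397 and Anakinra (distance 117.2, adjusted p = 0.00992).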

Overlapping clustering was observed between PLX3397+Anakinra and PLX3397 monotherapy on the one hand, and Anakinra monotherapy and TBI vehicle on the other hand, all of which were clearly separated from sham mice. In addition, treatment-specific effects on transcriptomic profiles were evident from gene heatmaps including significantly regulated genes and Top 100 regulated genes (Figs. S3-S5).

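Genes in which 1 TBI group differed from each of the other 4 groups in a single direction were counted to describe group-specific expression. At unadjusted p there were 558 such genes for vehicle, 242 for Anakinra, 22 for PLX3397 and 19 for PLX3397+Anakinra. After adjustment 8 remained for vehicle (4933439C10Rik, Apoc2, Cd24a, Igfbp4, Igfbp6, Mmp8, Sepp1 and Wfdc17), 1 for Anakinra (Mmp12) and 0 for PLX3397 and for PLX3397+Anakinra. These genes were selected after their values were seen. The vehicle mice are the only ones whose animal numbers carry the letter B. If this letter marks a batch, it cannot be separated from vehicle treatment, because every mouse with it received vehicle.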

Next, DEGs between the different groups were calculated and visualized as volcano scatter plots (Fig. 5A–E, Fig. S6, supplementary data). The number of DEGs was obviously higher in PLX3397 plus Anakinra versus vehicle as compared to PLX3397 versus vehicle, and DEGs were scarce for Anakinra versus vehicle (Fig. 5A–C). Hence, the comparisons between TBI groups versus vehicle showed an increasing number of downregulated DEGs in PLX3397 plus Anakinra ​≫ ​PLX3397 ​> ​Anakinra. 

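In PLX3397+Anakinra versus vehicle, 285 genes met the 3 criteria, all of them also at adjusted p below 0.05. PLX3397 versus vehicle gave 176 DEGs, of which 175 passed after adjustment. Anakinra versus vehicle gave 31 DEGs, and only 3 of them (Crabp1, Ctsk and Mmp12) passed after adjustment. Over all 17267 genes tested, the values of the 5 treated and the 5 vehicle mice did not overlap in 1849 genes with the combination, 1190 with PLX3397 and 443 with Anakinra, where chance gives 0.794% of genes. With a difference above 1 TPM in place of 4, the comparisons gave 450, 270 and 64 DEGs. With each mouse left out in turn, the counts stayed between 275 and 304 for the combination and between 156 and 209 for PLX3397. For Anakinra they ranged from 18 without vehicle mouse J17B to 44 without vehicle mouse J19B.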

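Among these DEGs, 268 were down-regulated and 17 up-regulated in PLX3397+Anakinra versus vehicle, 161 were down- and 15 up-regulated with PLX3397, and 3 were down- and 28 up-regulated with Anakinra. The median log2 fold change of all DEGs of a comparison was -1.34 for the combination, -1.11 for PLX3397 and 1.19 for Anakinra. The largest decreases with the combination, among genes without overlap between the groups, were those of Arg1, Pf4 and Ms4a7. Arg1 (arginase 1; chromosome 10 of GRCm38, 24915207 to 24927470) fell from 42.8 ± 22.0 TPM (SD, n = 5) in vehicle mice to 4.03 ± 0.945 TPM (SD, n = 5), a log2 fold change of -3.01 (standard error 0.27, adjusted p = 8.5e-09). Pf4 (platelet factor 4; chromosome 5, 90772435 to 90773383) fell from 63.1 ± 20.1 to 7.55 ± 2.36 TPM (SD, n = 5 each), and Ms4a7 (chromosome 19, 11321039 to 11336146) from 16.4 ± 3.19 to 2.11 ± 0.845 TPM (SD, n = 5 each). With PLX3397 alone the largest decreases were those of the hemoglobin genes Hbb-bt (log2 fold change -1.95) and Hbb-bs (log2 fold change -1.90) and of Mrc1 (log2 fold change -1.82), with adjusted p of 6e-06, 6.8e-07 and 2.9e-09. The largest increases without overlap were those of H19 (log2 fold change 2.66, adjusted p = 0.00041), Col1a1 and Lrrc17 with the combination and of Crabp1 (log2 fold change 1.12, adjusted p = 0.00058) with PLX3397. With Anakinra they were those of Col3a1, Col1a1 and Col1a2. The 3 genes down-regulated with Anakinra were Arg1, Lcn2 and Gm33272, and none of them passed after adjustment (adjusted p = 0.059, 0.15 and 0.266). The last gene was named after its values were seen.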

Comparisons between PLX3397+Anakinra versus monotherapy further revealed DEGs exclusively downregulated with the combination versus PLX3397 (15 genes) and the combination versus Anakinra (261 genes) (Fig. 5D and E). This analysis suggested unique transcriptomic effects of PLX3397+Anakinra therapy.

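PLX3397+Anakinra versus PLX3397 gave 17 DEGs, of which 16 were down-regulated, and 9 passed after adjustment. These 9 were Apoc2, Arg1, F13a1, Lilr4b, Lyz2, Ms4a7, Pf4, Spp1 and Wfdc17, listed after their values were seen. The single up-regulated gene, Gm5741, also named after its values were seen, did not pass after adjustment (log2 fold change 0.88, adjusted p = 0.39). The largest decreases without overlap between the groups were those of Arg1 (log2 fold change -1.89, standard error 0.27, adjusted p = 0.00077), Pf4 (log2 fold change -1.88, standard error 0.22, adjusted p = 5.7e-05) and F13a1. F13a1 encodes the A subunit of coagulation factor XIII and lies on chromosome 13 of GRCm38 from 36867178 to 37050244. Its expression was 12.2 ± 3.16 TPM (SD, n = 5) with PLX3397 and 3.57 ± 0.556 TPM (SD, n = 5) with the combination. PLX3397+Anakinra versus Anakinra gave 271 DEGs, 268 down- and 3 up-regulated, and 266 passed after adjustment. Its largest decreases were those of Pf4 (log2 fold change -2.52), Cbr2 (log2 fold change -2.20) and Ccl8 (log2 fold change -2.16). With each mouse left out in turn, the number of down-regulated DEGs stayed between 12 and 21 against PLX3397 and between 245 and 285 against Anakinra.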

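Without the limits on fold and difference, 26 genes passed at adjusted p in PLX3397+Anakinra versus PLX3397, 25 of them lower with the combination. In PLX3397+Anakinra versus Anakinra this number was 2206, with 1399 genes lower and 807 higher.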

**Fig. 5:**
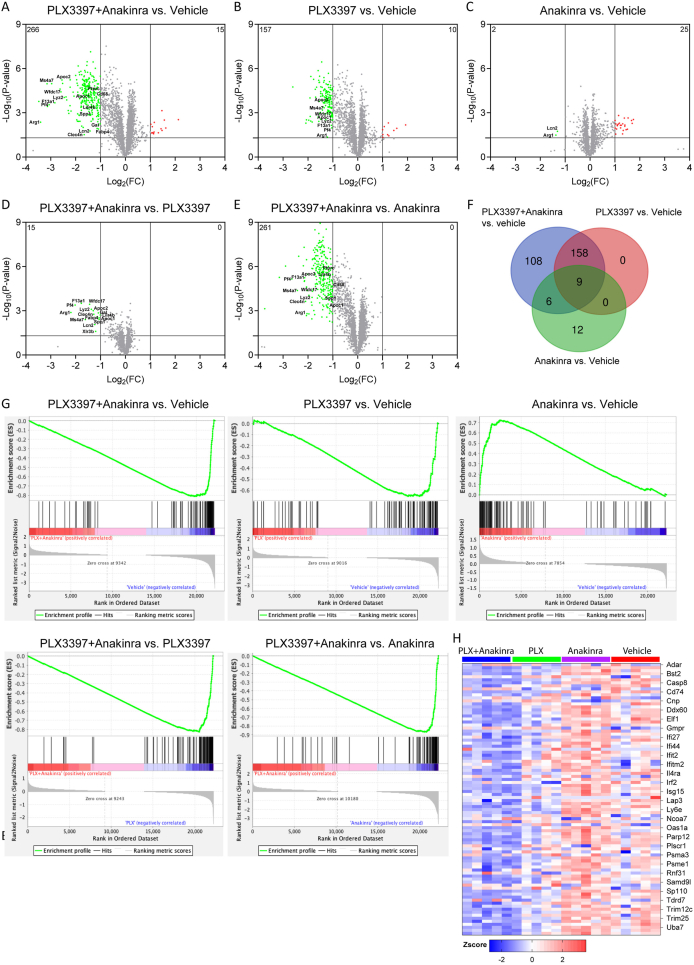
**Transcriptomic profiling demonstrates synergistic efficacy of PLX3397 plus Anakinra therapy.** (A–E) Volcano plots show DEGs (criterion: absolute difference >4, fold change >2, *p* ​< ​0.05) in PLX3397+Anakinra and monotherapy versus vehicle, as well as PLX3397+Anakinra versus monotherapy (*n* ​= ​5 per group). The X-axis represents the log2-transformed fold change (log2 FC) and the Y-axis represents the negative log10-transformed *p*-value. Significantly up- or down-regulated DEGs (red dots ​= ​upregulated, green dots ​= ​downregulated) and non-significantly regulated genes (gray dots) are indicated. (F) VENN diagram of DEGs in PLX3397+Anakinra, PLX3397, and Anakinra treatment groups versus vehicle. (G) Enrichment plots, generated using GSEA 4.1.0, show the hallmark “IFNα response” related gene sets in PLX3397+Anakinra and monotherapy versus vehicle, as well as PLX3397+Anakinra versus monotherapy. The green line chart represents the gene enrichment score (ES) and the peak represents maximum enrichment. The vertical black bars represent individual genes of the gene set. The bottom part shows the change in all genes, red indicates high expression and blue indicates low expression. (H) Heatmap showing relative expression levels (Zscores) of 90 genes belonging to hallmark “IFNα response”, red to blue color indicates high to low expression.

Accordingly, a VENN diagram revealed unique and shared up- or downregulated DEGs between treatment groups and vehicle, and demonstrated marked differences in the number of DEGs (PLX3397 plus Anakinra versus vehicle: 281 genes; PLX3397 versus vehicle: 167 genes; Anakinra versus vehicle: 27 genes, Fig. 5F, Tables S2.1 – S32.5, supplementary data). This analysis further confirmed more pronounced transcriptomic changes following combination therapy than with either PLX3397 or Anakinra monotherapy, and also versus the summed monotherapy-DEGs (167 ​+ ​27 ​< ​281). 

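Of the DEGs of the 3 comparisons with vehicle, 108 were called with PLX3397+Anakinra only, 160 with the combination and PLX3397, 5 with the combination and Anakinra (Col10a1, Col1a2, Eln, Gm5741 and Lcn2), and 12 in all 3 comparisons. Of these named genes, Gm5741 was named after its values were seen. PLX3397 and Anakinra shared 0 further genes. The 108 genes called with the combination only are the 108 genes of Table S2.4, and the 160 shared with PLX3397 hold all 158 genes of Table S2.2. All 9 genes of Table S2.1 were called in the 3 comparisons. Of the 6 genes of Table S2.3, 3 were called with the combination and Anakinra only. Because the comparisons share the same 5 vehicle mice, overlap was also simulated without any drug effect, in 100 draws. The simulated combination had 2.22 DEGs on average and at most 14, and it shared 0.38 on average and at most 3 with simulated PLX3397. Across all genes, the log2 fold changes of PLX3397+Anakinra and PLX3397 versus vehicle had a Pearson r of 0.883, against 0.492 on average and at most 0.721 in the simulation. Genes are not independent replicates, so this r describes the profile only. With a difference above 1 TPM, 190 genes were called with the combination only.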

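Counting DEGs compares how many genes pass the limits, and the sizes of the changes were compared directly as an interaction. This is the log2 fold change of PLX3397+Anakinra versus PLX3397 minus that of Anakinra versus vehicle, and it is 0 when the log2 fold changes of the single drugs add up to that of the combination. At adjusted p, 0 of the 17267 genes had an interaction in limma (smallest adjusted p = 0.153), and 1395 did at unadjusted p, where independent genes give 863 by chance. With only the 4 TBI groups in the model, 1358 genes had an interaction at unadjusted p. Residuals shuffled over these mice gave a median of 619 and at most 2786. Of 100 shuffles, the real order included, 15 gave at least 1358. Without PLX3397 mouse J01, 9 genes passed after adjustment. In the simulated data an interaction of 2 times was found in 98.5% of genes. Only genes well above the filter on expression were changed there, and the percentage is an average over genes. It therefore does not exclude interactions of this size in genes of low expression or large spread. Observed interactions reached -2.05 among the genes of Table S2.3 and did not pass. The 3 smallest adjusted p-values with a negative sign belonged to the interferon-stimulated genes Ifi44, Cxcl10 and Ifit1 (interaction -1.01, -1.16 and -1.09), and those with a positive sign to Rfx2, Gm41639 and Gm38927 (interaction 0.61, 0.62 and 1.07).

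The 281 genes of Tables S2.1 to S2.4, which the paper called on these same mice, had a median log2 fold change of -1.35 with the combination. The median of the summed monotherapies was -1.07, and the median interaction was -0.25 (adjusted p = 0.109 by fry, a set test of limma, over 3 sets). The 266 down-regulated genes among them had a median of -1.36 with the combination and -1.10 as a sum, with a median interaction of -0.24 (adjusted p = 0.109 by fry). The 15 up-regulated genes had medians of 1.56 with the combination and 2.88 as a sum, with a median interaction of -1.37 (adjusted p = 0.0486 by fry) and all 15 below 0. The genes of all 3 sets were called against the same 5 vehicle mice, whose mean the sum counts 2 times, so the selection itself shifts their interaction. When the changes were added on the TPM scale, relative to the vehicle mean, the combination differed from the sum by a median of -0.03 over the 281 genes. From the larger number of DEGs with the combination than with both monotherapies summed, the paper concludes that the transcriptomic change is more pronounced with the combination.

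**Figure D1:**
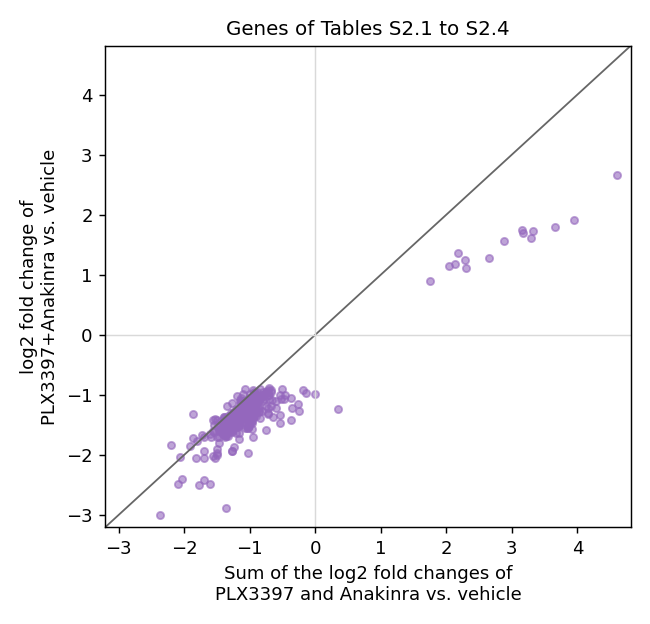
Log2 fold change of PLX3397+Anakinra versus vehicle (vertical axis) against the sum of the log2 fold changes of PLX3397 and of Anakinra versus vehicle (horizontal axis). Each point is one of the 281 genes of Tables S2.1 to S2.4, and the line marks an equal change; 242 genes have a sum that is smaller in size than the combination.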

Notably, 108 DEGs were exclusively found in the comparison PLX3397 plus Anakinra versus vehicle. 

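All of the 108 genes called only with the combination were down-regulated, with a median log2 fold change of -1.17 with PLX3397+Anakinra, -0.76 with PLX3397 and -0.12 with Anakinra versus vehicle. PLX3397 alone changed 106 of the 108 in the same direction, 100 of them at adjusted p and 98 by more than 1.5 times. They were not called with PLX3397 alone because 100 of them stayed under the fold limit, 32 under the limit on the difference and 4 above the limit on p, and 76 missed the fold limit only. Directly compared, 9 of the 108 differed between PLX3397+Anakinra and PLX3397 at adjusted p in limma and 83 at unadjusted p, with a median log2 fold change of -0.42. With each mouse left out in turn, between 81 and 135 genes were called with the combination only.

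**Figure D2:**
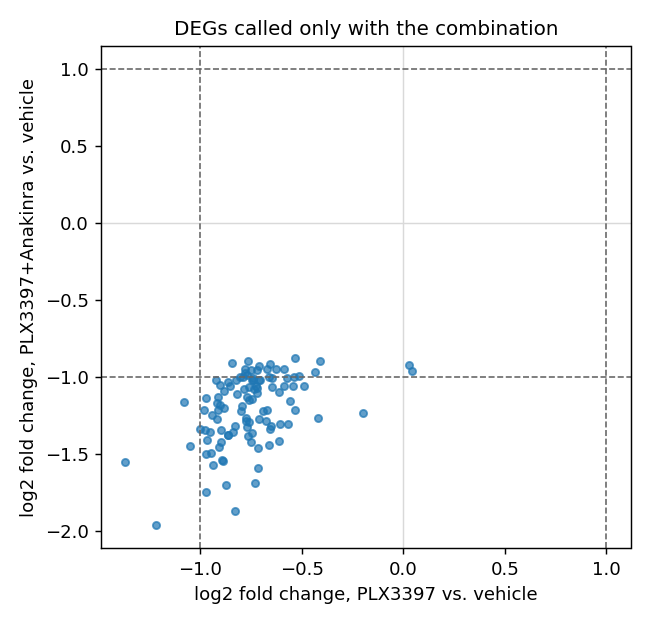
Log2 fold change versus vehicle with PLX3397 alone (horizontal axis) and with PLX3397+Anakinra (vertical axis) for the 108 genes called only with the combination. Each point is 1 gene, and the dashed lines mark a change of 2 times; 106 of the 108 genes lie left of 0 on the horizontal axis.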

There were no exclusive DEGs for PLX3397 because all “PLX3397-dependent” DEGs were shared with the combination. 

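PLX3397 alone called 4 genes that the combination did not, Gm13308, Gm21541, Gm31003 and LOC108169013, all of them predicted genes. They were named after their values were seen. Gm31003 and LOC108169013 were also lower with the combination versus vehicle at adjusted p (log2 fold change -1.28 and -0.86, adjusted p = 3.37e-07 and 0.0199). Gm13308 and Gm21541 were higher with PLX3397 (log2 fold change 1.83 and 0.98), and Gm21541 did not pass after adjustment (adjusted p = 0.14). Their log2 fold changes with the combination were 0.20 and 0.07. The count was 2 with genes of at least 5 TPM only, 17 with a difference above 1 TPM, and 8 without PLX3397 mouse J02.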

Comparison of Anakinra monotherapy and vehicle showed 12 DEGs exclusively regulated by Anakinra (Table S2.1 – S2.5, supplementary data).

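Anakinra alone called 14 genes, 13 up- and 1 down-regulated, of which 11 are in Table S2.5 and 2 passed after adjustment. The remaining gene of that table, Col10a1 (log2 fold change 1.53 with Anakinra), was called with the combination too (log2 fold change 1.40, standard error 0.42, adjusted p = 0.022). All 12 genes of Table S2.5 were also above vehicle on average with PLX3397 and with PLX3397+Anakinra. Their median log2 fold change was 1.13 with Anakinra, 0.86 with PLX3397 and 0.83 with PLX3397+Anakinra. The number called by Anakinra alone depended on single mice, from 6 without Anakinra mouse J05 to 26 without Anakinra mouse J06. Mmp12 (matrix metalloproteinase 12; chromosome 9 of GRCm38, 7344397 to 7360461) was 8.46 ± 2.59 TPM (SD, n = 5) with Anakinra and 3.95 ± 1.17 TPM (SD, n = 5) in vehicle mice, a log2 fold change of 0.92 (standard error 0.18, adjusted p = 0.035). It was 4.05 ± 0.718 TPM with PLX3397 and 5.15 ± 1.33 TPM with the combination (SD, n = 5 each).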

STRING-pathway analysis was used to identify gene ontology (GO) terms and pathways associated with DEGs identified by volcano plots and those identified by the VENN diagram (Tables S2 and S3, supplementary data). Both types of analysis showed that the majority of DEGs for PLX3397 plus Anakinra versus vehicle or monotherapy, were downregulated and associated with GO terms related to immune system processes and immune response. In contrast, Anakinra versus vehicle revealed more up-regulated DEGs, which were associated with ECM organization and collagen synthesis (Tables S2.1 – S2.5, supplementary data).

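Down-regulated genes made up 94.0% of the DEGs of PLX3397+Anakinra versus vehicle, 94.1% of those versus PLX3397 and 98.9% of those versus Anakinra. Their GO annotation was taken from the deposited table, which carries GO terms for 15855 of the 17267 genes tested. Fisher's exact test (two-sided, 70 tests adjusted together) compared them with annotated genes expressed highly enough to pass every criterion. It treats genes as independent, so its p-values do not measure the spread between mice. Of 265 annotated down-regulated genes versus vehicle, 64 (24.2%) carried the term immune system process, against 2.59% of 13008 background genes (adjusted exact p = 6.7e-43). Immune response was carried by 32 of the 265 genes (12.1%, background 0.83%, adjusted exact p = 9.35e-28). Innate immune response was carried by 46 of them (17.4%, background 2.23%, adjusted exact p = 3.61e-27). A gene was thus counted only where its annotation names the term itself. Genes under more specific terms were left out, so these percentages can understate membership. Versus PLX3397, 4 of 15 annotated genes were in immune system process (adjusted exact p = 0.00133). With PLX3397 alone versus vehicle, 34 of 157 annotated down-regulated genes (21.7%) carried this term too (adjusted exact p = 3.22e-21).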

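Of the 28 up-regulated DEGs of Anakinra versus vehicle, 8 carried the GO term extracellular matrix organization (28.6%, against 0.906% of 13023 background genes, adjusted p = 4.46e-10 by the same exact test). Collagen fibril organization was carried by 7 of the 28 (adjusted exact p = 5e-12). Matrix genes vary together between mice (estimated correlation 0.764 in the list of 36 below), so these p-values overstate the evidence. The up-regulated DEGs of the other comparisons with vehicle held genes of these terms too. Extracellular matrix organization was carried by 7 of 17 with PLX3397+Anakinra (adjusted exact p = 3.59e-10) and by 4 of 13 annotated genes with PLX3397 (adjusted exact p = 1.57e-05). Col3a1 (chromosome 1 of GRCm38, 45311538 to 45349706) was 103 ± 83.7 TPM (SD, n = 5) in vehicle mice and 271 ± 61.9 TPM (SD, n = 5) with Anakinra, a log2 fold change of 2.18 (standard error 0.56, unadjusted p = 0.00067, adjusted p = 0.099). Col1a1 (chromosome 11, 94936224 to 94953042) was 122 ± 94.8 TPM in vehicle mice, 334 ± 118 TPM with Anakinra, 250 ± 93.3 TPM with PLX3397 and 271 ± 66.2 TPM with the combination (SD, n = 5 each).

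A list of 36 collagen and matrix genes, 10 of them in Table S2, had median log2 fold changes of 0.99 with Anakinra, 0.71 with PLX3397 and 0.79 with the combination. With Anakinra, 2 of them passed in limma over all genes and 33 when adjusted over the list alone, all higher. The list passed by fry with Anakinra (adjusted p = 0.0102), but neither with PLX3397 (adjusted p = 0.081) nor with the combination (adjusted p = 0.058). A score per mouse, the mean of log2(TPM + 1) over the list minus its mean over all mice, was -0.28 ± 0.73 (SD, n = 5) with vehicle and 0.68 ± 0.25 (SD, n = 5) with Anakinra (exact permutation test, p = 0.00794, the smallest p that 5 against 5 mice allow). The vehicle mean rests on 2 mice with low scores, J17B at -1.20 and J20B at -0.93, while the other vehicle mice were at 0.10, 0.34 and 0.30. Anakinra and PLX3397+Anakinra did not differ (exact p = 0.325). In the 67 tested genes of the Reactome set Collagen formation, the median log2 fold change with Anakinra was 0.16, and 0.09 without vehicle mouse J17B (in all mice adjusted p = 1.7e-12 by camera with a preset correlation, 0.0642 by fry and 0.156 by camera with the correlation estimated). At adjusted p, 2 of these genes were higher over all genes tested in limma, and 25 were higher and 3 lower when adjusted over the list alone. The median was 0.09 in PLX3397+Anakinra and 0.07 in PLX3397 versus vehicle, 0.01 in PLX3397+Anakinra versus PLX3397 and -0.12 versus Anakinra.

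**Figure D3:**
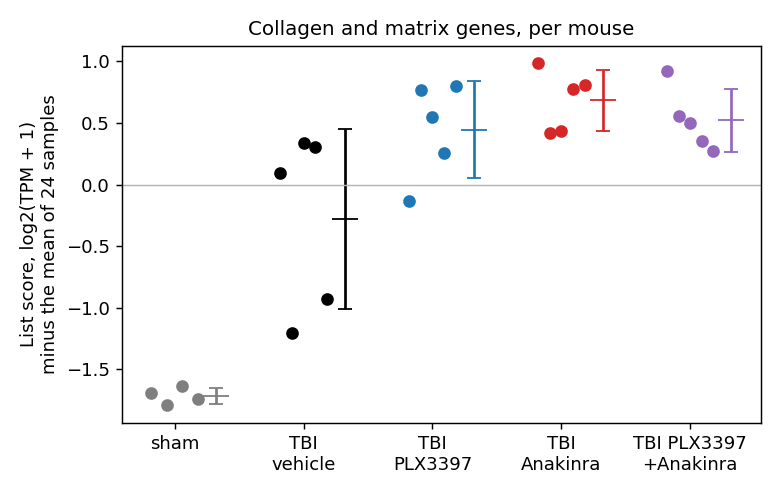
Score of 36 collagen and matrix genes for each mouse (vertical axis, log2(TPM + 1) relative to the mean of 24 mice) in the 5 groups. Points are mice, and bars beside them give the mean and SD; vehicle mice J17B and J20B lie at -1.20 and -0.93.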

Furthermore, these effects were also evident when calculating the number of DEGs between all TBI groups vs. sham mice. Combined PLX3397 plus Anakinra therapy reduced strikingly the number of up-regulated DEGs in response to TBI vehicle by 44 ​% (from 856 to 478 DEGs). 

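Versus sham, 882 genes were up- and 27 down-regulated in vehicle mice, and 490 were up- and 10 down-regulated with PLX3397+Anakinra, a decrease of 44.4% in up-regulated DEGs. Of the 882 genes, 442 were also called up-regulated with the combination, which called 48 further genes. Genes that left the list did not return to the level of sham mice in most cases, since 851 of the 882 were still higher than in sham at adjusted p. Their median log2 fold change versus sham was 1.70 in vehicle mice and 1.07 with the combination, close to the fold limit of 2 times. With each mouse left out in turn, the decrease stayed between 41.5% and 48.9%. These comparisons have 4 sham mice.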

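PLX3397 versus sham gave 618 up-regulated DEGs, 29.9% fewer than vehicle, and Anakinra versus sham gave 905, which is 2.61% more. Of the 882 genes up-regulated in vehicle mice, 565 were called with PLX3397 and 812 with Anakinra, and their median log2 fold changes versus sham were 1.25 and 1.77. The decrease with PLX3397 ranged from 24.3% to 35.5% with each mouse left out. The change with Anakinra ranged from a decrease of 5.53% without vehicle mouse J17B to an increase of 8.12% without vehicle mouse J18B.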

PLX3397 reduced the number of up-regulated DEGs by 28 ​% (from 856 to 620 DEGs) whereas Anakinra rather increased the number of DEGs by 3.4 ​% (from 856 to 885 DEGs) (Fig. S6, supplementary data).

GSEA was used to calculate enrichments based on all annotated transcripts, providing an expanded overview of GO associations of BP, MF and CC as well as hallmark genes [44]. We examined GO associations (GOBP, GOMF, and GOCC) and hallmark gene sets. Again, among the significantly downregulated GO terms in mice with PLX3397 plus Anakinra in comparison to mice treated with vehicle, PLX3397 or Anakinra monotherapy were predominantly associated with immune and inflammation processes (Fig. S7, supplementary data).

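The GO sets of the enrichment analysis were not available, so lists fixed beforehand and Reactome sets were tested. A list of 20 genes of activated phagocytes, 11 of them in Table S2, had a median log2 fold change of -1.23 in PLX3397+Anakinra versus vehicle (adjusted p = 4.15e-07 by fry, over 95 tests of further lists). The median was -0.35 versus PLX3397 (adjusted p = 0.00723 by fry) and -1.10 versus Anakinra (adjusted p = 2.58e-06 by fry). With the correlation estimated in camera, none of these 3 passed (adjusted p = 0.0737 each). The score of this list was lower in each of the 5 mice with the combination than in every mouse with PLX3397 (-0.22 ± 0.18 and 0.33 ± 0.23, SD, n = 5 each; exact permutation test, p = 0.00794). Versus PLX3397, 4 of the 20 genes were lower at adjusted p over all genes and 15 when adjusted over the list alone. A list of 8 tested monocyte and neutrophil genes had medians of -0.70 versus vehicle, -0.46 versus PLX3397 (-0.26 without PLX3397 mouse J20) and -0.81 versus Anakinra. With only genes of at least 5 TPM, the median versus PLX3397 was -0.29 and did not pass by fry. The 444 tested genes of the Reactome set Innate Immune System had medians of -0.03, -0.01 and -0.01, with 256 of 444 genes lower versus vehicle. The set passed by fry versus vehicle (adjusted p = 1.35e-06) and versus Anakinra (adjusted p = 5.78e-06), but not versus PLX3397 (adjusted p = 0.233).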

Notably, enrichment plots and heatmaps for “interferon alpha response (IFNα)” or “interferon gamma (IFNγ) response” clearly showed the downregulation of IFN-I/II response hallmark genes in PLX3397 plus Anakinra versus all other treatment groups (Fig. 5G, H, Fig. S8, supplementary data). In contrast, Anakinra alone versus vehicle associated with up-regulation of both IFN-I/II response hallmark genes (Fig. 5G, H, Fig. S8, supplementary data).

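In a list of 91 interferon-stimulated genes, 86 were tested and 11 of these are in Table S2. Their median log2 fold change with PLX3397+Anakinra was -0.47 versus vehicle, -0.25 versus PLX3397 and -0.72 versus Anakinra, and 81, 83 and 84 of the 86 genes were lower. Adjusted p-values over 20 list tests were 2.13e-28, 1.58e-36 and 3.02e-60 by camera with a preset correlation of 0.01. In the simulated data this setting called an unchanged interferon list in 61 of 100 cases, compared with 8 of 100 for fry. By fry the adjusted p-values were 0.000117, 0.0361 and 8.49e-07, and by camera with the correlation estimated (0.488) they were 0.102, 0.0609 and 0.0131. All 3 decreases thus passed by fry, and only that versus Anakinra passed with the estimated correlation. Versus vehicle, 65 genes were lower and 1 higher at adjusted p over all genes, and 70 and 1 when adjusted over the list alone. Versus PLX3397, 0 genes passed over all genes in limma and 28 when adjusted over the list alone. Versus Anakinra, 77 genes were lower over all genes and 80 when adjusted over the list alone. With PLX3397 alone versus vehicle, the median was -0.18 (-0.11 without PLX3397 mouse J01), with 73 of 86 genes lower (adjusted p = 0.0481 by fry and 0.366 by camera with the correlation estimated). Here 23 genes were lower and 2 higher over all genes, and 34 and 2 when adjusted over the list alone. Per mouse, the score of the list was -0.16 ± 0.13 (SD, n = 5) with the combination and 0.12 ± 0.24 (SD, n = 5) with PLX3397 (exact permutation test, p = 0.0635), a difference within the spread between mice. The 72 tested genes of the Reactome set Interferon gamma signaling had medians of -0.37 versus vehicle, -0.16 versus PLX3397 and -0.48 versus Anakinra (adjusted p = 6.41e-07, 0.0335 and 4.15e-07 by fry).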

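With Anakinra alone, the median log2 fold change of the interferon-stimulated genes versus vehicle was 0.22, and 81 of 86 genes were higher. At adjusted p, 0 genes passed over all genes and 19 when adjusted over the list alone. The list passed by camera with the preset correlation (adjusted p = 3.74e-24), but neither by fry (adjusted p = 0.0506) nor with the correlation estimated (adjusted p = 0.129). The score per mouse was 0.62 ± 0.11 (SD, n = 5) with Anakinra and 0.38 ± 0.16 (SD, n = 5) with vehicle (exact permutation test, p = 0.0159), and 4 of the 5 mice with Anakinra were above every vehicle mouse. Vehicle mouse J17B had the lowest score of its group, 0.11, and without it the median was 0.17. Cxcl10 (chromosome 5 of GRCm38, 92346638 to 92348889) was 28.1 ± 4.35 TPM in vehicle mice and 43.4 ± 5.27 TPM with Anakinra (SD, n = 5 each), a log2 fold change of 0.61 (standard error 0.16, adjusted p = 0.11). In the Reactome set Interferon gamma signaling, the median with Anakinra was 0.01 (adjusted p = 0.595 by fry).

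**Figure D4:**
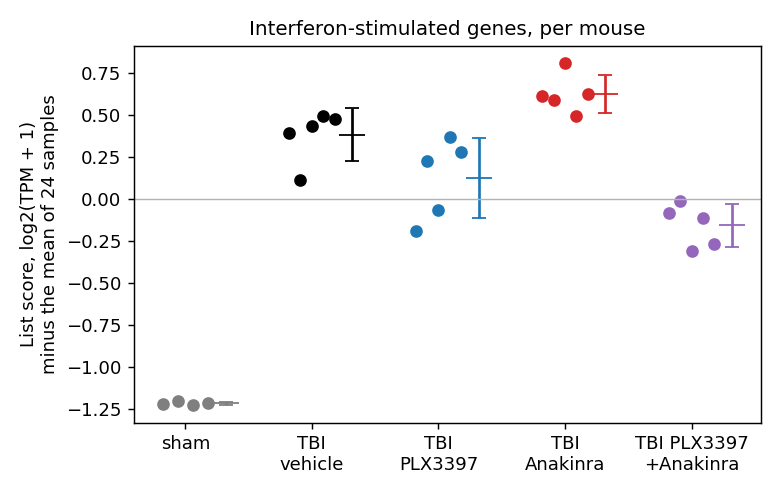
Score of 86 interferon-stimulated genes for each mouse (vertical axis, log2(TPM + 1) relative to the mean of 24 mice) in the 5 groups. Points are mice, and bars beside them give the mean and SD; the mean is 0.62 with Anakinra, 0.38 with vehicle and -0.16 with PLX3397+Anakinra.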

While down-regulated DEGs supported anti-inflammatory effects of PLX3397 plus Anakinra, we also examined GO associations of up-regulated DEGs. Neuronal-, neurotransmission-, and synapse-associated GO terms were increased for mice receiving the combination of PLX3397 plus Anakinra versus mice treated with vehicle, PLX3397 or Anakinra monotherapy (Fig. S9, supplementary data).

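The 170 tested genes of the Reactome set Transmission across Chemical Synapses had median log2 fold changes with PLX3397+Anakinra of 0.11 versus vehicle, 0.04 versus PLX3397 and 0.14 versus Anakinra. In these comparisons 128, 127 and 144 genes were higher. All 3 passed by camera with the preset correlation (adjusted p = 8.1e-06, 0.00305 and 1.61e-06). By fry only the comparison with Anakinra passed (adjusted p = 0.0506, 0.462 and 0.0361), and with the correlation estimated none did (adjusted p = 0.389, 0.558 and 0.366). At adjusted p over all genes, 41 genes were higher and 9 lower versus vehicle, and 48 and 9 when adjusted over the list alone. Versus PLX3397, 0 genes passed in limma by either adjustment. The median was 0.08 with PLX3397 alone (adjusted p = 0.248 by fry) and -0.01 with Anakinra alone (adjusted p = 0.84 by fry) versus vehicle. Per mouse, the score was 0.02 ± 0.04 (SD, n = 5) with the combination and -0.06 ± 0.08 (SD, n = 5) with vehicle (exact permutation test, p = 0.0952). A separate list of 40 neuronal and synaptic genes had a median of 0.20 versus vehicle, 0.05 versus PLX3397 and 0.20 versus Anakinra (adjusted p = 0.00817, 0.454 and 0.00588 by fry), and of -0.56 in vehicle versus sham.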

Given the crucial role of microglia as a therapeutic target and in the inflammatory response to TBI, we screened for microglia-associated genes (out of a total of 4546 DEGs, as calculated by ANOVA) significantly regulated in our model of TBI using text mining (10x Genomics CellMarker 2.0, https://117.50.127.228/CellMarker/index.html). 

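An F-test over the 5 groups in limma gave 8960 of 17267 genes at adjusted p below 0.05, and 9902 at unadjusted p. Leaving out each mouse in turn gave between 8186 and 9031 genes. The deposited table limited to a subset of genes also carries p-values of the authors' own tests, whose groups it does not name. In its first p column, 9438 of 19796 genes are below 0.05, and 8083 after Benjamini-Hochberg adjustment. In the second, 3661 of 19977 are below 0.05, and 1442 after adjustment. An F statistic computed here on log2(TPM + 1) over the 5 groups was within 1% of the authors' first F value in 58.2% of genes, and one over the 4 TBI groups was within 1% of the second in 63.4%.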

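A list of 30 microglial genes, fixed beforehand, was tested because the genes found by text mining are given as a figure only. Of these 30 genes, 27 are in Table S2, so the list is no independent evidence. Their median log2 fold change was 2.17 in vehicle versus sham, -1.28 in PLX3397 versus vehicle and -1.43 in PLX3397+Anakinra versus vehicle, and every one of the 30 genes was lower with either treatment. Both decreases passed by fry (adjusted p = 9.23e-11 and 2.6e-11) and with the correlation estimated (adjusted p = 0.000663 and 0.000942). Anakinra alone gave a median of -0.03 (adjusted p = 0.84 by fry). Directly compared, PLX3397+Anakinra was lower than PLX3397 in 22 of 30 genes, with a median of -0.11 (-0.04 without PLX3397 mouse J02). This passed by camera with the preset correlation (adjusted p = 4.59e-08) but neither by fry (adjusted p = 0.227) nor with the correlation estimated (adjusted p = 0.268). The score per mouse was -0.49 ± 0.14 with the combination and -0.34 ± 0.22 with PLX3397 (SD, n = 5 each; exact permutation test, p = 0.262), a difference within the spread between mice. At adjusted p, 1 of the 30 genes was lower than with PLX3397, and 10 when adjusted over the list alone. P2ry12 (chromosome 3 of GRCm38, 59216271 to 59262985) was 54.8 ± 7.02 TPM in vehicle mice, 16.1 ± 4.14 TPM with PLX3397 and 16.7 ± 3.86 TPM with the combination (SD, n = 5 each). The drug target Csf1r (chromosome 18, 61105572 to 61131139) was 226 ± 22.9, 89.1 ± 18.9 and 77.5 ± 5.67 TPM in the same groups (SD, n = 5 each).

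**Figure D5:**
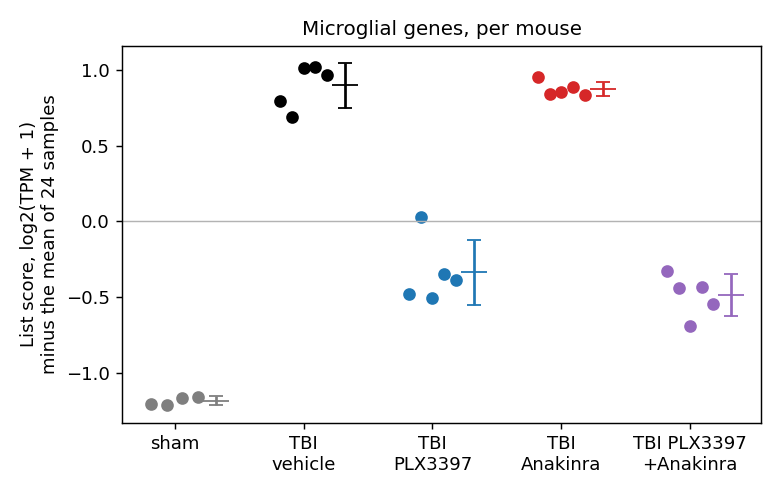
Score of 30 microglial genes for each mouse (vertical axis, log2(TPM + 1) relative to the mean of 24 mice) in the 5 groups. Points are mice, and bars beside them give the mean and SD; mice given PLX3397, alone or in combination, reach at most 0.03, and the other TBI mice at least 0.69.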

We identified 126 microglia-associated genes (Fig. 6) and their expression was strongly reduced with PLX3397 monotherapy and even stronger with the combination PLX3397 plus Anakinra versus TBI vehicle. This analysis revealed that an inhibited microglial response to TBI strongly contributed to the therapeutic efficacy of PLX3397 plus Anakinra.

**Fig. 6:**
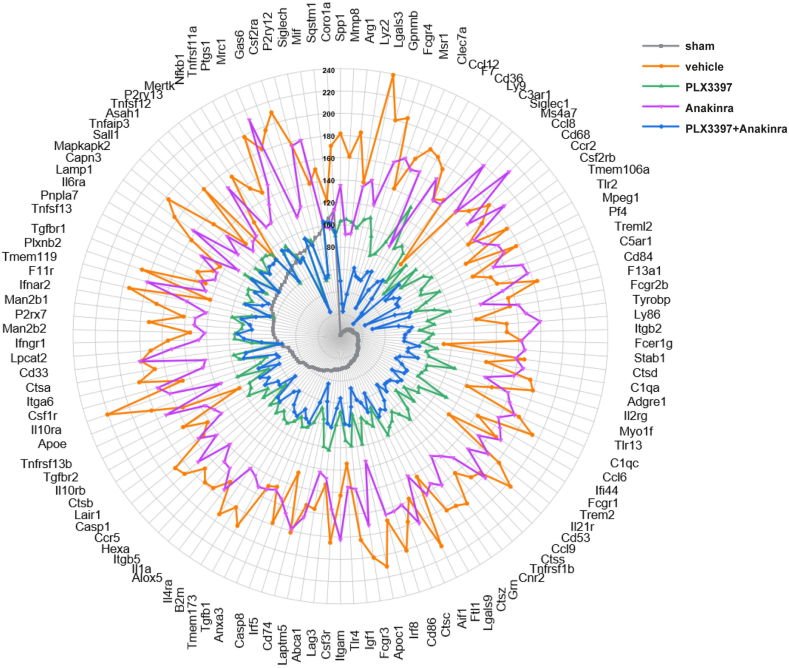
**PLX3397 plus Anakinra down-regulates microglia-associated genes.** Radar plot showing averaged gene expression of individual microglia-associated DEGs (identified by text mining using 10x Genomics CellMarker 2.0, http://117.50.127.228/CellMarker/index.html) in TBI treatment groups and sham. Expression values are relative to the overall average (= common mean) of individual genes. The strongest increase across TBI groups was found for Lgals3 in vehicle TBI (about 240 ​% of the common mean).

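Lgals3 (galectin-3; chromosome 14 of GRCm38, 47373860 to 47386167) was 1.57 ± 0.397 TPM (SD, n = 4) in sham and 142 ± 35.8 TPM (SD, n = 5) in vehicle mice, a log2 fold change of 5.77 (standard error 0.18, adjusted p = 6.4e-18). Relative to the mean of the 24 mice, it reached 162% in vehicle, 145% with Anakinra, 108% with PLX3397 and 63.4% with PLX3397+Anakinra. Relative to the mean of the 5 group means, vehicle reached 169%. Among 50 genes of the microglial and activated phagocyte lists, Lgals3 ranked 25 by its percentage in vehicle, and Arg1 ranked 1 with 251%. Lgals3 was 94.3 ± 20.1 TPM with PLX3397 and 55.3 ± 6.99 TPM with the combination (SD, n = 5 each), a log2 fold change of -0.74 (standard error 0.17, unadjusted p = 0.00026, adjusted p = 0.1).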

### PLX3397 plus Anakinra therapy attenuates brain tissue infiltration by activated microglia and leukocytes

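Cd68 (a lysosomal protein of phagocytes; chromosome 11 of GRCm38, 69664213 to 69666170) was 15.9 ± 1.29 TPM (SD, n = 4) in sham mice and 287 ± 44.7 TPM (SD, n = 5) in vehicle mice. It fell to 151 ± 27.9 TPM with PLX3397 and to 118 ± 18.8 TPM with PLX3397+Anakinra, and was 256 ± 28.2 TPM with Anakinra (SD, n = 5 each). Versus vehicle, its log2 fold change was -1.27 with the combination (standard error 0.12, adjusted p = 1.8e-08), -0.92 with PLX3397 (standard error 0.12, adjusted p = 6.1e-06) and -0.15 with Anakinra (adjusted p = 0.62). Between PLX3397+Anakinra and PLX3397 it was -0.35 (unadjusted p = 0.0071, adjusted p = 0.4). Spp1 (chromosome 5, 104435111 to 104441053) was 17.6 ± 1.57 TPM (SD, n = 4) in sham mice and 3737 ± 1230 TPM (SD, n = 5) in vehicle mice. It was 2055 ± 551 TPM with PLX3397, 2694 ± 513 TPM with Anakinra and 989 ± 225 TPM with PLX3397+Anakinra (SD, n = 5 each). Versus vehicle, its log2 fold change was -1.87 with the combination (standard error 0.20, adjusted p = 1.7e-07), -0.83 with PLX3397 (standard error 0.20, adjusted p = 0.0091) and -0.42 with Anakinra (adjusted p = 0.41). Spp1 was lower in each mouse with the combination than in every mouse with PLX3397 (log2 fold change -1.04, adjusted p = 0.029). This adjusted p was 0.0776 without the filter on expression and 0.0514 with the compared groups only in the model. The interaction was -0.20 for Cd68 (adjusted p = 0.76) and -0.63 for Spp1 (adjusted p = 0.59).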

Among the down-regulated microglia-associated genes following PLX3397+Anakinra therapy were *Cd68* and *Spp1* (encoding for osteopontin, OPN). These genes were recently reported to be significantly up-regulated in our model of TBI at 5 dpi [42]. In addition, *Ptprc* (encoding for CD45), a pan-marker of leukocytes was significantly down-regulated in the PLX3397+Anakinra versus vehicle group (Fig. 5A). 

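Ptprc (chromosome 1 of GRCm38, 138062859 to 138175756) was 14.6 ± 2.26 TPM in vehicle mice and 4.70 ± 1.11 TPM with PLX3397+Anakinra (SD, n = 5 each), a log2 fold change of -1.46 (standard error 0.12, adjusted p = 3.1e-09). Every mouse with the combination was below every vehicle mouse. PLX3397 alone gave 7.31 ± 1.15 TPM (SD, n = 5; log2 fold change -0.91, adjusted p = 1.1e-05) and Anakinra alone 13.6 ± 1.08 TPM (SD, n = 5; log2 fold change -0.08, adjusted p = 0.83). Sham mice had 1.54 ± 0.312 TPM (SD, n = 4). Between PLX3397+Anakinra and PLX3397 the log2 fold change was -0.55 (unadjusted p = 0.00015, adjusted p = 0.083), and it ranged from -0.65 to -0.48 with each mouse left out.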

Brain sections from male mice at 5 dpi were immunostained with antibodies specific to CD68, OPN, GFAP or CD45 to simultaneously examine, macrophages/microglia, astrocytes, and peripheral immune cells in the injured brain tissue (Fig. 7). First, immunofluorescence revealed robust activation of CD68^+^ microglia and GFAP^+^ astrocytes at perilesional sites, and their numbers were clearly increased following TBI compared to sham animals, as expected (Fig. S10, supplementary data). While the numbers of astrocytes were not affected by our treatment approach, mice treated with PLX3397+Anakinra exhibited lower numbers of CD68^+^ microglia compared to those from monotherapy or vehicle treated mice in the perilesional brain tissue (Fig. 7A–C). Furthermore, we observed diminished numbers of CD45^+^/CD68^-^ leukocytes after combined PLX3397 plus Anakinra compared to PLX3397 or vehicle treatment (Fig. 7A–D). In addition, cell counts of OPN^+^ cells revealed a clear reduction at perilesional sites in the PLX3397 plus Anakinra group versus monotherapy and vehicle (Fig. 7E and F). The same effect was observed for small OPN^+^ puncta, likely resembling a pool of soluble OPN deposited in the injured brain tissue (Fig. 7E–G).

**Fig. 7:**
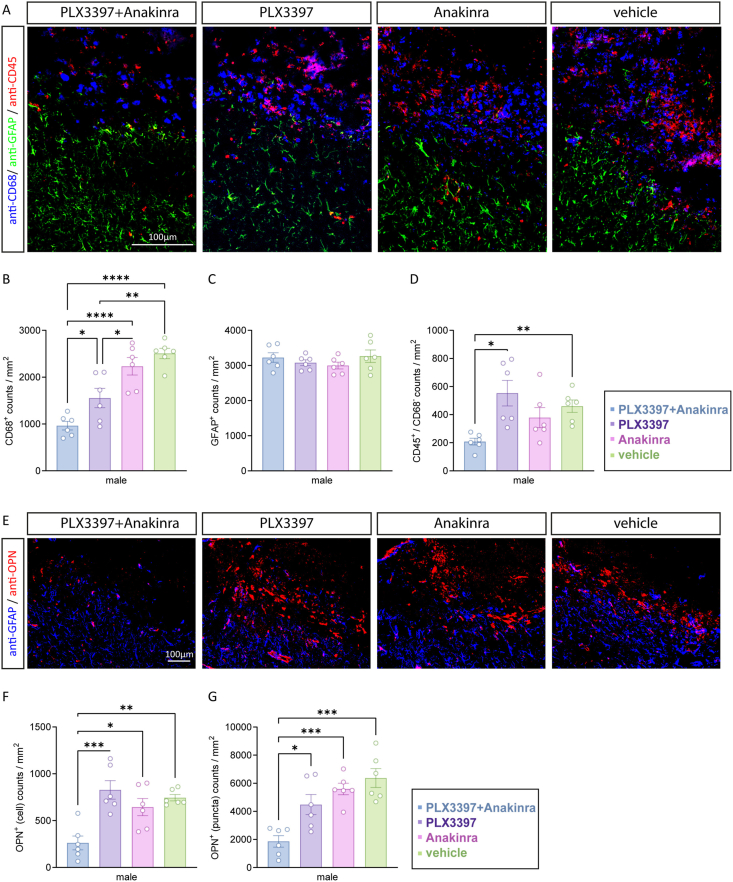
**PLX3397 plus Anakinra attenuates CD68^+^, CD45^+^ and osteopontin**^+^**cells brain tissue infiltration in male mice.** (A) Triple immunostaining of the ipsilesional cortex (scale: 100 ​μm, Bregma −0.86 ​mm) using anti-CD68/CD45/GFAP antibodies showing activation of microglia, leukocytes and astrocytes. (B–D) Column plots showing CD68^+^, GFAP^+^, and CD45^+^/CD68^-^ cell counts in mice treated with PLX3397+Anakinra compared to PLX3397 monotherapy, Anakinra monotherapy or vehicle. (E) Representative images of immunostained ipsilesional cortex (scale: 100 ​μm, Bregma −0.86 ​mm) using anti-osteopontin showing TBI-induced accumulation of OPN^+^ cells and OPN^+^ puncta. Sections were counterstained with anti-GFAP to identify perilesional brain regions. (F, G) Column plots showing reduced OPN^+^ cell counts and OPN^+^ puncta counts in PLX3397+Anakinra compared to monotherapy or vehicle mice. Data points represent individual mice (*n* ​= ​6 per group), data are expressed as mean ​± ​SEM. One-way ANOVA and Brown-Forsythe ANOVA test followed by post hoc Holm-Šidák or Dunnett T3 corrections, ∗*p* ​< ​0.05, ∗∗*p* ​< ​0.01, ∗∗∗*p* ​< ​0.001, ∗∗∗∗*p* ​< ​0.0001.

## Discussion

Previous results from our laboratory have shown that early post-traumatic treatment with the CSF1R inhibitor PLX3397 attenuated the proliferation and accumulation of microglia/macrophages by approximately 50 ​% at 5 days after experimental TBI, but without reduction of the structural brain damage at this time point [21]. Considering that potentially neurotoxic pathways such as IL1-IL1R1 signaling are also mediated by other cell types, we now investigated whether combined inhibition of CSF1R plus IL1R1 provided additional therapeutic benefit. Indeed, the results show that the combination of PLX3397 plus Anakinra was superior to either treatment alone and improved the outcome compared with vehicle at the behavioral, morphologic and molecular level. The only aspect that remained beyond therapeutic reach was the hematoma. However, compared to monotherapies, which tended to increase hematoma volume, the combination of PLX3397 plus Anakinra was more similar to vehicle, indicating no worsening occurred. [46,47]. Nevertheless, these observations should be approached with caution, as hematomas are not evenly distributed across the injured brain, and we assessed hematoma size in a limited number of sections. To further explore this issue, a more comprehensive study is warranted, using for example various MRI modalities to quantify hematomas, alongside cerebral edema, which offers predictive value for injury severity and functional outcome in animal models of TBI [47,48].

Overall, male mice had a stronger benefit in brain tissue protection than female mice. This led us to focus on male animals in subsequent analyses, including RNAseq and immunofluorescence analyses. Indeed, sex-specific differences in the response to CSF1R inhibition by PLX3397 have been recently reported with male mice showing a more pronounced depletion of microglia following a two- or three-week treatment with PLX3397 [49,50]. Body weight and food consumption had little influence on the distribution of PLX3397 in these studies, as brain concentrations were similar in male and female mice [49,50]. In contrast, long-term treatment over two to twenty-two months resulted in higher PLX3397 concentrations in the brain of male mice compared to female mice in a model of Alzheimer’s Disease [51]. While we found little evidence in a previous study for sex-specific PLX3397 effects after 5 days of treatment post TBI, PLX3397 decreased expression of few microglial marker in male, but not in female sham mice [21]. To our knowledge, sex-specific effects of Anakinra in mice have not been reported, and this was also not notably observed in the present study. The sex-specific effects in our study may be related to an overall stronger neuroinflammatory response in male versus female mice in the CCI model of TBI, which also correlated with the size of brain lesions [52]. Sex steroid hormones are thought to be at least partially responsible for such effects, since both pharmacological manipulation of their synthesis or ovariectomy affects microglial and astrocyte activation and other pathogenic processes during the acute phase in the CCI model of TBI [53,54].

Interestingly, sexual dimorphism has been associated with the early activation of microglia and infiltration of pro-inflammatory myeloid cells during the initial days following brain injury in male mice, but not in female mice [55]. Since IL-1/IL1R1 signaling facilitates the *trans*-endothelial migration of leukocytes, including myeloid cells [56,57], and CSF1R signaling regulates proliferation and survival of microglia in acute TBI [21], it is conceivable that similar mechanisms account for the here observed stronger therapeutic responsiveness of male mice in our study. Along this line, infiltrating leukocytes have been shown to be involved in the neuroinflammatory response in models of acute traumatic or ischemic brain injuries and indicated a role in the amplification of inflammatory signaling via crosstalk with brain resident cells, particularly with microglia [[58], [59], [60], [61], [62], [63], [64]]. In addition, IL1-IL1R1 signaling both in endothelial cells and astrocytes may affect leukocyte recruitment and inflammatory amplification [56,65,66]. Furthermore, PLX3397 and Anakinra are also inhibitors of systemic immune responses [13,[67], [68], [69]]. Systemic effects are likely contributing to the results of our study, as the attenuation of TBI-induced systemic inflammatory responses may also reduce brain infiltration. This reduction may, in turn, decrease the mutual stimulation of leukocytes, microglia, and potentially other cell types. Consequently, it will be important to assess the role of systemic immunosuppression, in addition to the drug effects observed in the brain tissue, in future studies.

Our results showing superior efficiency of combined treatment with PLX3397 plus Anakinra versus single drug in reducing structural brain damage, CD68^+^ macrophages/microglia, and CD45^+^/CD68^-^ leukocytes at injury sites suggested a synergistic mode of action of PLX3397 and Anakinra. We performed bulk RNAseq, GO enrichment analysis of DEGs and GSEA to test this hypothesis. Indeed, the transcriptomic response to the PLX3397 plus Anakinra, represented as the number of DEGs, exceeded the sum of the responses to monotherapy with PLX3397 or Anakinra. DEGs in the PLX3397 plus Anakinra versus vehicle or versus monotherapy groups were mostly down-regulated and associated with GOBP terms like “immune response” (GO:0006955), “regulation of immune system process” (GO:0002682) and “cytokine production” (GO:0001816). Moreover, GSEA revealed opposing drug effects on the IFN-I/II responses. While PLX3397 treatment inhibited this response, Anakinra led to its upregulation. For the combination of PLX3397 and Anakinra, the PLX3397-dependent downregulation predominated and the Anakinra-only effect was overruled. In fact, the combination therapy more effectively reduced the IFN-I/II responses than PLX3397 alone, although the individual drugs had opposing effects. This suggests that the outcome with the combination treatment is not a simple additive effect but rather a synergistic neuroprotective and anti-inflammatory mechanism. Therefore, we propose that synergistic brain tissue protection by PLX3397 plus Anakinra is, at least in part, attributable to a reduction of the pathologic interaction between leukocytes and microglia and the associated amplification of inflammatory signaling.

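Whether the responses of the interferon-stimulated genes add up was tested as an interaction, on the 86 genes of the list fixed beforehand. Anakinra changed their median by 0.22 on the log2 scale without PLX3397 and by -0.25 in mice given PLX3397. The median interaction was -0.49, with 83 of 86 genes below 0 (adjusted p = 0.00548 by fry, over the interactions of 4 lists). It was also -0.49 in the 75 genes that are not in Table S2 (adjusted p = 0.00137 by fry, over both sets). With the correlation between genes estimated, the unadjusted p of camera was 0.00281. Without single mice, the median ranged from -0.57 to -0.42. When the score per mouse was used, the interaction was -0.52 (exact permutation of Anakinra within mice with and without PLX3397, p = 0.00195). This permutation assumes that Anakinra has no effect in either stratum. Of 100 groupings with Anakinra reassigned in this way, the real one included, 1 gave a median as far from 0. No single gene passed after adjustment over all genes in limma, and 69 did when adjusted over the list alone. The interactions of the other 3 lists were -0.13 for microglial genes, 0.05 for synaptic genes and -0.16 for collagen formation genes, and none passed (adjusted p = 0.383, 0.383 and 0.282 by fry).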

This hypothesis is supported by several findings in models of TBI. For example, infiltrating monocytes/macrophages have been demonstrated to influence the activation of microglia, thereby promoting IFN-I responses and neuroprotective effects were observed when this microglial response was reduced [70]. Furthermore, signaling via cyclic GMP-AMP-synthase-Stimulator of Interferon Genes (cGAS-STING) has been demonstrated to regulate early IFN-I-driven inflammatory and detrimental crosstalk of peripheral immune cell infiltration and microglia in TBI [71]. The significant role of the IFN-I pathway and its upstream regulation has been established across various experimental models of TBI, encompassing different age groups and post-traumatic time points [[72], [73], [74], [75], [76], [77], [78], [79], [80]]. The substantial evidence supporting the critical role of IFN-I signaling, combined with our findings that IFN-I responses contribute to the synergistic effects of PLX3397 plus Anakinra therapy, support the potential value of pharmacologically targeting this pathway in TBI.

It is important to acknowledge that the results of the present study are context-specific for the CCI model of TBI. While CCI is a widely used model, it does not fully replicate the complexity and heterogeneity of human TBI [81,82]. Furthermore, initiating PLX3397 and Anakinra administration shortly after TBI - with the first Anakinra injection given 5 ​min and PLX3397 administration with food after the TBI or sham procedure - does not reflect a clinical scenario. The focus on the early phase of TBI is another major limitation and our study does not provide predictions for the subacute and late outcomes which may depend on sex, age, injury model, brain regions, pre-injury conditions, and post-injury time [21,[83], [84], [85]]. It is evident that future studies need to investigate lasting benefits or treatment associated risks, which do not reveal within the first days of treatment. It will be necessary to evaluate the relevance of PLX3397 plus Anakinra treatment for cognitive outcomes, as clinical studies on TBI have found persistent cognitive deficits [86,87]. In rodent models, such deficits can be studied using a battery of behavioral tests suitable for assessing long-term cognitive and hippocampal-dependent abnormalities, such as spatial learning and memory, fear conditioning, and novel object recognition [[88], [89], [90]].

In addition, a recently published transcriptomic single-cell atlas demonstrated that microglia display the highest degree of heterogeneity across murine TBI models, sex, brain region, and time points [84]. These findings contribute to the existing body of research indicating that distinct brain regions exhibit varied responses to TBI due to differences in their proximity to the injury site, patterns of neuronal damage, and immune response [[91], [92], [93], [94], [95]]. For example, the hippocampal CA1 region, which was mostly preserved in our study following treatment with PLX3397 and Anakinra, is particularly vulnerable to pro-apoptotic processes induced by TBI (Tehranian et al., 2008). Therefore, the neuroprotective effects of PLX3397 plus Anakinra support a significant role of neuroinflammation-driven secondary brain injury progression in the CCI model of TBI, which may be amenable to immune-targeting treatments. As a next step, it will be crucial to evaluate treatment effects on the longitudinal and regional changes of microglial subpopulations in phenotypes and functions [[96], [97], [98]] as well as other neural and immune cell types. Recent integration of single cell data across two time points (1 and 7 dpi) and in two brain regions (cortex and hippocampus) has shed light on the complex cellular and molecular processes following TBI [94]. This spatiotemporal systems approach may prove particularly valuable in characterizing therapeutic effects.

Since we focused our RNAseq pathway analysis and immunofluorescence studies on male mice, we might have missed special beneficial effects of the combinatorial PLX3397 plus Anakinra treatment in female mice. Finally, we did not investigate in this study whether the use of PLX3397 and/or Anakinra, either as combined therapy or monotherapy, induces systemic immune suppression. It remains to be determined if such treatment would curtail the pathologic amplifying and detrimental interactions between leukocytes and microglia.

## Conclusion

The translation of experimental TBI and its treatments to the clinical setting is still limited, also including drug repurposing [99,100]. This study demonstrates that CSF1R and IL1R1 inhibitors synergistically mitigate early brain damage, neurological deficits, and neuroinflammation following TBI. Our findings suggest that PLX3397 (Pexidartinib) and Anakinra has a potential for drug repurposing in TBI and support the view that multi-target drug combinations are superior to single drug treatment [101,102]. However, further research is required to evaluate long-term effects, as well as to examine sex-specific responses in more detail and subtle side effects which were not monitored in the current study.

## Ethics approval

All experiments were conducted in accordance with the institutional guidelines of the Johannes Gutenberg University, Mainz, Germany, and were approved by the Animal Care and Ethics Committee of the Landesuntersuchungsamt Rheinland-Pfalz (protocol number G19-1-027) and followed the ARRIVE guidelines.

## Consent for publication

Not applicable.

## Availability of data and materials

Source data are available upon reasonable request. RNAseq data have been deposited as GEO dataset with the provisional accession number GSE228309. https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE228309.

The following secure token has been created to allow review of record GSE228309 while it remains in private status: ivefcakavncnjcl.

To review GEO accession GSE228309: Go to: https://emea01.safelinks.protection.outlook.com/?url=https%3A%2F%2Fwww.ncbi.nlm.nih.gov%2Fgeo%2Fquery%2Facc.cgi%3Facc%3DGSE228309&amp;data=05%7C02%7C%7C68235eea66954e7b977708dd85abbcf5%7C84df9e7fe9f640afb435aaaaaaaaaaaa%7C1%7C0%7C638813694837236335%7CUnknown%7CTWFpbGZsb3d8eyJFbXB0eU1hcGkiOnRydWUsIlYiOiIwLjAuMDAwMCIsIlAiOiJXaW4zMiIsIkFOIjoiTWFpbCIsIldUIjoyfQ%3D%3D%7C0%7C%7C%7C&amp;sdata=S786XcNntfcl5aIM0lfmOOO9fXfeMtAmOvYMB6GNEDs%3D&amp;reserved=0.

Enter token ivefcakavncnjcl into the box.

## Author contributions

S.W., Y.W., J.S. I.W., E.P., P.S., K.R., M.K., I.T. performed experiments and/or data analysis. J.S., K.R., I.T., and M.S. conceived study design, animal testing protocols, and experiments. S.W., Y.W., I.T. and M.S. wrote the manuscript. All authors approved the final manuscript.

## Funding

This study was supported by the Deutsche Forschungsgemeinschaft (SCHA1261/4 ​− ​3 to MKES and CRC1080, C02 to IT) and the Chinese Scholarship Council (to SW).

## Declaration of competing interests

The authors declare that they have no competing interests.

## References

[1] Dewan M.C., Rattani A., Gupta S., Baticulon R.E., Hung Y.C., Punchak M. (2018). Estimating the global incidence of traumatic brain injury. J Neurosurg.

[2] Ritter K., Somnuke P., Hu L., Griemert E.V., Schäfer M.K.E. (2024). Current state of neuroprotective therapy using antibiotics in human traumatic brain injury and animal models. BMC Neurosci.

[3] Syzdykbayev M., Kazymov M., Aubakirov M., Kurmangazina A., Kairkhanov E., Kazangapov R. (2024). A modern approach to the treatment of traumatic brain injury. Medicines.

[4] Wright D.W., Yeatts S.D., Silbergleit R., Palesch Y.Y., Hertzberg V.S., Frankel M. (2014). Very early administration of progesterone for acute traumatic brain injury. N Engl J Med.

[5] Nichol A., French C., Little L., Haddad S., Presneill J., Arabi Y. (2015). Erythropoietin in traumatic brain injury (EPO-TBI): a double-blind randomised controlled trial. Lancet.

[6] Werner C., Engelhard K. (2007). Pathophysiology of traumatic brain injury. Br J Anaesth.

[7] Schäfer M.K., Pfeiffer A., Jaeckel M., Pouya A., Dolga A.M., Methner A. (2014). Regulators of mitochondrial Ca(2+) homeostasis in cerebral ischemia. Cell Tissue Res.

[8] Akamatsu Y., Hanafy K.A. (2020). Cell death and recovery in traumatic brain injury. Neurotherapeutics.

[9] Abdul-Muneer P.M., Chandra N., Haorah J. (2015). Interactions of oxidative stress and neurovascular inflammation in the pathogenesis of traumatic brain injury. Mol Neurobiol.

[10] Donat C.K., Scott G., Gentleman S.M., Sastre M. (2017). Microglial activation in traumatic brain injury. Front Aging Neurosci.

[11] Morganti-Kossmann M.C., Semple B.D., Hellewell S.C., Bye N., Ziebell J.M. (2019). The complexity of neuroinflammation consequent to traumatic brain injury: from research evidence to potential treatments. Acta Neuropathol.

[12] Obukohwo O.M., Oreoluwa O.A., Andrew U.O., Williams U.E. (2024). Microglia-mediated neuroinflammation in traumatic brain injury: a review. Mol Biol Rep.

[13] Elmore M.R., Najafi A.R., Koike M.A., Dagher N.N., Spangenberg E.E., Rice R.A. (2014). Colony-stimulating factor 1 receptor signaling is necessary for microglia viability, unmasking a microglia progenitor cell in the adult brain. Neuron.

[14] Green K.N., Crapser J.D., Hohsfield L.A. (2020). To kill a microglia: a case for CSF1R inhibitors. Trends Immunol.

[15] Han J., Zhu K., Zhang X.M., Harris R.A. (2019). Enforced microglial depletion and repopulation as a promising strategy for the treatment of neurological disorders. Glia.

[16] Weyer M.P., Strehle J., Schäfer M.K.E., Tegeder I. (2024). Repurposing of pexidartinib for microglia depletion and renewal. Pharmacol Therapeut.

[17] Stanley E.R., Chitu V. (2014). CSF-1 receptor signaling in Myeloid cells. Cold Spring Harbor Perspect Biol.

[18] Boland R., Kokiko-Cochran O.N. (2024). Deplete and repeat: microglial CSF1R inhibition and traumatic brain injury. Front Cell Neurosci.

[19] Henry R.J., Ritzel R.M., Barrett J.P., Doran S.J., Jiao Y., Leach J.B. (2020). Microglial depletion with CSF1R inhibitor during chronic phase of experimental traumatic brain injury reduces neurodegeneration and neurological deficits. J Neurosci: Off J Soc Neurosci.

[20] Bray C.E., Witcher K.G., Adekunle-Adegbite D., Ouvina M., Witzel M., Hans E. (2022). Chronic cortical inflammation, cognitive impairment and immune reactivity associated with diffuse brain injury are ameliorated by forced turnover of microglia. J Neurosci: Off J Soc Neurosci.

[21] Wang Y., Wernersbach I., Strehle J., Li S., Appel D., Klein M. (2022). Early posttraumatic CSF1R inhibition via PLX3397 leads to time- and sex-dependent effects on inflammation and neuronal maintenance after traumatic brain injury in mice. Brain Behav Immun.

[22] Weber A., Wasiliew P., Kracht M. (2010). Interleukin-1 (IL-1) pathway. Sci Signal.

[23] Thome J.G., Reeder E.L., Collins S.M., Gopalan P., Robson M.J. (2019). Contributions of Interleukin-1 receptor signaling in traumatic brain injury. Front Behav Neurosci.

[24] Bodnar C.N., Watson J.B., Higgins E.K., Quan N., Bachstetter A.D. (2021). Inflammatory regulation of CNS barriers after traumatic brain injury: a tale directed by Interleukin-1. Front Immunol.

[25] Ozen I., Ruscher K., Nilsson R., Flygt J., Clausen F., Marklund N. (2020). Interleukin-1 beta neutralization attenuates traumatic brain injury-induced microglia activation and neuronal changes in the globus pallidus. Int J Mol Sci.

[26] Lin H.W., Basu A., Druckman C., Cicchese M., Krady J.K., Levison S.W. (2006). Astrogliosis is delayed in type 1 interleukin-1 receptor-null mice following a penetrating brain injury. J Neuroinflammation.

[27] Flygt J., Ruscher K., Norberg A., Mir A., Gram H., Clausen F. (2018). Neutralization of Interleukin-1β following diffuse traumatic brain injury in the mouse attenuates the loss of mature oligodendrocytes. J Neurotrauma.

[28] Lindblad C., Rostami E., Helmy A. (2023). Interleukin-1 receptor antagonist as therapy for traumatic brain injury. Neurotherapeutics.

[29] Arnold D.D., Yalamanoglu A., Boyman O. (2022). Systematic review of safety and efficacy of IL-1-Targeted biologics in treating immune-mediated disorders. Front Immunol.

[30] Fleischmann R.M., Schechtman J., Bennett R., Handel M.L., Burmester G.R., Tesser J. (2003). Anakinra, a recombinant human interleukin-1 receptor antagonist (r-metHuIL-1ra), in patients with rheumatoid arthritis: a large, international, multicenter, placebo-controlled trial. Arthritis Rheum.

[31] Maniscalco V., Abu-Rumeileh S., Mastrolia M.V., Marrani E., Maccora I., Pagnini I. (2020). The off-label use of anakinra in pediatric systemic autoinflammatory diseases. Ther Adv Musculoskelet Dis.

[32] Mehta P., Cron R.Q., Hartwell J., Manson J.J., Tattersall R.S. (2020). Silencing the cytokine storm: the use of intravenous anakinra in haemophagocytic lymphohistiocytosis or macrophage activation syndrome. Lancet Rheumatol.

[33] Mohamed Hussein A.A.R., Sayad R., Abdelshafi A., Hammam I.A., Kedwany A.M., Elkholy S.A. (2023). A meta analysis on the utility of Anakinra in severe COVID-19 disease. Cytokine.

[34] Helmy A., Guilfoyle M.R., Carpenter K.L., Pickard J.D., Menon D.K., Hutchinson P.J. (2014). Recombinant human interleukin-1 receptor antagonist in severe traumatic brain injury: a phase II randomized control trial. J Cerebr Blood Flow Metabol.

[35] Perez-Polo J.R., Rea H.C., Johnson K.M., Parsley M.A., Unabia G.C., Xu G.Y. (2016). Inflammatory cytokine receptor blockade in a rodent model of mild traumatic brain injury. J Neurosci Res.

[36] Newell E.A., Todd B.P., Mahoney J., Pieper A.A., Ferguson P.J., Bassuk A.G. (2018). Combined blockade of Interleukin-1α and -1β signaling protects mice from cognitive dysfunction after traumatic brain injury. eNeuro.

[37] Sun M., Brady R.D., Wright D.K., Kim H.A., Zhang S.R., Sobey C.G. (2017). Treatment with an interleukin-1 receptor antagonist mitigates neuroinflammation and brain damage after polytrauma. Brain Behav Immun.

[38] Evans L.P., Woll A.W., Wu S., Todd B.P., Hehr N., Hedberg-Buenz A. (2020). Modulation of post-traumatic immune response using the IL-1 receptor antagonist anakinra for improved visual outcomes. J Neurotrauma.

[39] Erblich B., Zhu L., Etgen A.M., Dobrenis K., Pollard J.W. (2011). Absence of colony stimulation factor-1 receptor results in loss of microglia, disrupted brain development and olfactory deficits. PLoS One.

[40] Ritter K., Jung K., Dolderer C., Appel D., Oswald C.C., Ritz U. (2021). Early reciprocal effects in a murine model of traumatic brain injury and femoral fracture. Mediat Inflamm.

[41] Hummel R., Ulbrich S., Appel D., Li S., Hirnet T., Zander S. (2020). Administration of all-trans retinoic acid after experimental traumatic brain injury is brain protective. Br J Pharmacol.

[42] Wang S., Weyer M.P., Hummel R., Wilken-Schmitz A., Tegeder I., Schäfer M.K.E. (2024). Selective neuronal expression of progranulin is sufficient to provide neuroprotective and anti-inflammatory effects after traumatic brain injury. J Neuroinflammation.

[43] Villapol S., Yaszemski A.K., Logan T.T., Sánchez-Lemus E., Saavedra J.M., Symes A.J. (2012). Candesartan, an angiotensin II AT1-Receptor blocker and PPAR-γ agonist, reduces lesion volume and improves motor and memory function after traumatic brain injury in mice. Neuropsychopharmacology.

[44] Subramanian A., Tamayo P., Mootha V.K., Mukherjee S., Ebert B.L., Gillette M.A. (2005). Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proc Natl Acad Sci U S A.

[45] Joo H., Bae J., Park J.-W., Lee B.-J., Lee B.D., Bu Y. (2021). Modified protocol to enable the study of hemorrhage and hematoma in a traumatic brain injury mouse model. Front Neurol.

[46] Kamali A., Dieckhaus L.A., Peters E.C., Preszler C.A., Witte R.S., Pires P.W. (2023). Ultrasound, photoacoustic, and magnetic resonance imaging to study hyperacute pathophysiology of traumatic and vascular brain injury. J Neuroimag.

[47] Badaut J., Adami A., Huang L., Obenaus A. (2020). Noninvasive magnetic resonance imaging stratifies injury severity in a rodent model of male juvenile traumatic brain injury. J Neurosci Res.

[48] Zusman B.E., Wu Y., Kochanek P.M., Vagni V.E., Janesko-Feldman K., Gerzanich V. (2023). Precision effects of glibenclamide on MRI endophenotypes in clinically relevant Murine Traumatic Brain injury. Crit Care Med.

[49] Le L.H.D., Eliseeva S., Plunk E., Kara-Pabani K., Li H., Yarovinsky F. (2025). The microglial response to inhibition of Colony-stimulating-factor-1 receptor by PLX3397 differs by sex in adult mice. Cell Rep.

[50] Easley-Neal C., Foreman O., Sharma N., Zarrin A.A., Weimer R.M. (2019). CSF1R ligands IL-34 and CSF1 are differentially required for Microglia development and maintenance in white and gray matter brain regions. Front Immunol.

[51] Johnson N.R., Yuan P., Castillo E., Lopez T.P., Yue W., Bond A. (2023). CSF1R inhibitors induce a sex-specific resilient microglial phenotype and functional rescue in a tauopathy mouse model. Nat Commun.

[52] Villapol S., Loane D.J., Burns M.P. (2017). Sexual dimorphism in the inflammatory response to traumatic brain injury. Glia.

[53] Gölz C., Kirchhoff F.P., Westerhorstmann J., Schmidt M., Hirnet T., Rune G.M. (2019). Sex hormones modulate pathogenic processes in experimental traumatic brain injury. J Neurochem.

[54] Clevenger A.C., Kim H., Salcedo E., Yonchek J.C., Rodgers K.M., Orfila J.E. (2018). Endogenous sex steroids dampen neuroinflammation and improve outcome of traumatic brain injury in mice. J Mol Neurosci.

[55] Doran S.J., Ritzel R.M., Glaser E.P., Henry R.J., Faden A.I., Loane D.J. (2019). Sex differences in acute neuroinflammation after experimental traumatic Brain injury are mediated by infiltrating Myeloid cells. J Neurotrauma.

[56] Liu X., Nemeth D.P., McKim D.B., Zhu L., DiSabato D.J., Berdysz O. (2019). Cell-Type-Specific interleukin 1 receptor 1 signaling in the brain regulates distinct neuroimmune activities. Immunity.

[57] Ching S., He L., Lai W., Quan N. (2005). IL-1 type I receptor plays a key role in mediating the recruitment of leukocytes into the central nervous system. Brain Behav Immun.

[58] Passaro A.P., Lebos A.L., Yao Y., Stice S.L. (2021). Immune response in neurological pathology: emerging role of central and peripheral immune crosstalk. Front Immunol.

[59] Shichita T., Sugiyama Y., Ooboshi H., Sugimori H., Nakagawa R., Takada I. (2009). Pivotal role of cerebral interleukin-17-producing gammadeltaT cells in the delayed phase of ischemic brain injury. Nat Med.

[60] Dong T., Zhi L., Bhayana B., Wu M.X. (2016). Cortisol-induced immune suppression by a blockade of lymphocyte egress in traumatic brain injury. J Neuroinflammation.

[61] Kleinschnitz C., Schwab N., Kraft P., Hagedorn I., Dreykluft A., Schwarz T. (2010). Early detrimental T-cell effects in experimental cerebral ischemia are neither related to adaptive immunity nor thrombus formation. Blood.

[62] Krämer T.J., Hack N., Brühl T.J., Menzel L., Hummel R., Griemert E.V. (2019). Depletion of regulatory T cells increases T cell brain infiltration, reactive astrogliosis, and interferon-γ gene expression in acute experimental traumatic brain injury. J Neuroinflammation.

[63] Gan Y., Liu Q., Wu W., Yin J.X., Bai X.F., Shen R. (2014). Ischemic neurons recruit natural killer cells that accelerate brain infarction. Proc Natl Acad Sci USA.

[64] Cho K.S., Lee E.J., Kim J.N., Choi J.W., Kim H.Y., Han S.H. (2015). Proteinase 3 induces neuronal cell death through microglial activation. Neurochem Res.

[65] Krasnow S.M., Knoll J.G., Verghese S.C., Levasseur P.R., Marks D.L. (2017). Amplification and propagation of interleukin-1β signaling by murine brain endothelial and glial cells. J Neuroinflammation.

[66] Vincent J.C., Garnett C.N., Watson J.B., Higgins E.K., Macheda T., Sanders L. (2023). IL-1R1 signaling in TBI: assessing chronic impacts and neuroinflammatory dynamics in a mouse model of mild closed-head injury. J Neuroinflammation.

[67] Claeys W., Verhaege D., Van Imschoot G., Van Wonterghem E., Van Acker L., Amelinck L. (2023). Limitations of PLX3397 as a microglial investigational tool: peripheral and off-target effects dictate the response to inflammation. Front Immunol.

[68] Lévesque S.A., Paré A., Mailhot B., Bellver-Landete V., Kébir H., Lécuyer M.-A. (2016). Myeloid cell transmigration across the CNS vasculature triggers IL-1β–driven neuroinflammation during autoimmune encephalomyelitis in mice. J Exp Med.

[69] Sjöström E.O., Culot M., Leickt L., Åstrand M., Nordling E., Gosselet F. (2021). Transport study of interleukin-1 inhibitors using a human *in vitro* model of the blood-brain barrier. Brain Behav Immun Health.

[70] Somebang K., Rudolph J., Imhof I., Li L., Niemi E.C., Shigenaga J. (2021). CCR2 deficiency alters activation of microglia subsets in traumatic brain injury. Cell Rep.

[71] Fritsch L.E., Kelly C., Leonard J., de Jager C., Wei X., Brindley S. (2024). STING-Dependent signaling in microglia or peripheral immune cells orchestrates the early inflammatory response and influences brain injury outcome. J Neurosci.

[72] Roselli F., Chandrasekar A., Morganti-Kossmann M.C. (2018). Interferons in traumatic brain and spinal cord injury: current evidence for translational application. Front Neurol.

[73] Todd B.P., Luo Z., Gilkes N., Chimenti M.S., Peterson Z., Mix M.R. (2023). Selective neuroimmune modulation by type I interferon drives neuropathology and neurologic dysfunction following traumatic brain injury. Acta Neuropatho Commun.

[74] Barrett J.P., Henry R.J., Shirey K.A., Doran S.J., Makarevich O.D., Ritzel R.M. (2020). Interferon-β plays a detrimental role in experimental traumatic brain injury by enhancing neuroinflammation that drives chronic neurodegeneration. J Neurosci.

[75] Todd B.P., Chimenti M.S., Luo Z., Ferguson P.J., Bassuk A.G., Newell E.A. (2021). Traumatic brain injury results in unique microglial and astrocyte transcriptomes enriched for type I interferon response. J Neuroinflammation.

[76] Witcher K.G., Bray C.E., Chunchai T., Zhao F., O’Neil S.M., Gordillo A.J. (2021). Traumatic brain injury causes chronic cortical inflammation and neuronal dysfunction mediated by Microglia. J Neurosci.

[77] Fritsch L.E., Ju J., Gudenschwager Basso E.K., Soliman E., Paul S., Chen J. (2022). Type I interferon response is mediated by NLRX1-cGAS-STING signaling in brain injury. Front Mol Neurosci.

[78] Abdullah A., Zhang M., Frugier T., Bedoui S., Taylor J.M., Crack P.J. (2018). STING-mediated type-I interferons contribute to the neuroinflammatory process and detrimental effects following traumatic brain injury. J Neuroinflammation.

[79] Karve I.P., Zhang M., Habgood M., Frugier T., Brody K.M., Sashindranath M. (2016). Ablation of Type-1 IFN signaling in hematopoietic cells confers protection following traumatic brain injury. eNeuro.

[80] Wangler L.M., Bray C.E., Packer J.M., Tapp Z.M., Davis A.C., O’Neil S.M. (2022). Amplified gliosis and interferon-associated inflammation in the aging brain following diffuse traumatic brain injury. J Neurosci.

[81] Petersen A., Soderstrom M., Saha B., Sharma P. (2021). Animal models of traumatic brain injury: a review of pathophysiology to biomarkers and treatments. Exp Brain Res.

[82] Xiong Y., Mahmood A., Chopp M. (2013). Animal models of traumatic brain injury. Nat Rev Neurosci.

[83] Newell E.A., Todd B.P., Luo Z., Evans L.P., Ferguson P.J., Bassuk A.G. (2020). A mouse model for juvenile, lateral fluid percussion brain injury reveals sex-dependent differences in neuroinflammation and functional recovery. J Neurotrauma.

[84] Jha R.M., Rajasundaram D., Sneiderman C., Schlegel B.T., O’Brien C., Xiong Z. (2024). A single-cell atlas deconstructs heterogeneity across multiple models in murine traumatic brain injury and identifies novel cell-specific targets. Neuron.

[85] Macheda T., Andres M.R., Sanders L., Roberts K.N., Shahidehpour R.K., Morganti J.M. (2024). Old age exacerbates white matter neuroinflammation and cognitive deficits following closed-head injury, particularly in female mice. Neurotrauma Rep.

[86] Walker K.R., Tesco G. (2013). Molecular mechanisms of cognitive dysfunction following traumatic brain injury. Front Aging Neurosci.

[87] Lennon M.J., Brooker H., Creese B., Thayanandan T., Rigney G., Aarsland D. (2023). Lifetime traumatic brain injury and cognitive domain deficits in late life: the PROTECT-TBI cohort study. J Neurotrauma.

[88] Campos-Pires R., Hirnet T., Valeo F., Ong B.E., Radyushkin K., Aldhoun J. (2019). Xenon improves long-term cognitive function, reduces neuronal loss and chronic neuroinflammation, and improves survival after traumatic brain injury in mice. Br J Anaesth.

[89] Pöttker B., Stöber F., Hummel R., Angenstein F., Radyushkin K., Goldschmidt J. (2017). Traumatic brain injury causes long-term behavioral changes related to region-specific increases of cerebral blood flow. Brain Struct Funct.

[90] Griffiths D.R., Law L.M., Young C., Fuentes A., Truran S., Karamanova N. (2022). Chronic cognitive and cerebrovascular function after mild traumatic brain injury in rats. J Neurotrauma.

[91] Attilio P.J., Snapper D.M., Rusnak M., Isaac A., Soltis A.R., Wilkerson M.D. (2021). Transcriptomic analysis of mouse brain after traumatic brain injury reveals that the angiotensin receptor blocker candesartan acts through novel pathways. Front Neurosci.

[92] Lipponen A., Paananen J., Puhakka N., Pitkänen A. (2016). Analysis of post-traumatic brain injury gene expression signature reveals tubulins, Nfe2l2, Nfkb, Cd44, and S100a4 as treatment targets. Sci Rep.

[93] Lipponen A., El-Osta A., Kaspi A., Ziemann M., Khurana I., Kn H. (2018). Transcription factors Tp73, Cebpd, Pax6, and Spi1 rather than DNA methylation regulate chronic transcriptomics changes after experimental traumatic brain injury. Acta Neuropathol Commun.

[94] Arneson D., Zhang G., Ahn I.S., Ying Z., Diamante G., Cely I. (2022). Systems spatiotemporal dynamics of traumatic brain injury at single-cell resolution reveals humanin as a therapeutic target. Cell Mol Life Sci.

[95] Ciechanowska A., Ciapała K., Pawlik K., Oggioni M., Mercurio D., De Simoni M.G. (2020). Initiators of classical and Lectin complement pathways are differently engaged after traumatic brain injury-time-dependent changes in the cortex, striatum, thalamus and hippocampus in a mouse model. Int J Mol Sci.

[96] Gottlieb A., Toledano-Furman N., Prabhakara K.S., Kumar A., Caplan H.W., Bedi S. (2022). Time dependent analysis of rat microglial surface markers in traumatic brain injury reveals dynamics of distinct cell subpopulations. Sci Rep.

[97] Makinde H.M., Just T.B., Gadhvi G.T., Winter D.R., Schwulst S.J. (2020). Microglia adopt longitudinal transcriptional changes after traumatic brain injury. J Surg Res.

[98] Kumar A., Alvarez-Croda D.M., Stoica B.A., Faden A.I., Loane D.J. (2016). Microglial/macrophage polarization dynamics following traumatic brain injury. J Neurotrauma.

[99] Puntambekar S.S., Saber M., Lamb B.T., Kokiko-Cochran O.N. (2018). Cellular players that shape evolving pathology and neurodegeneration following traumatic brain injury. Brain Behav Immun.

[100] Ghiam M.K., Patel S.D., Hoffer A., Selman W.R., Hoffer B.J., Hoffer M.E. (2021). Drug repurposing in the treatment of traumatic brain injury. Front Neurosci.

[101] Margulies S., Anderson G., Atif F., Badaut J., Clark R., Empey P. (2016). Combination therapies for traumatic brain injury: retrospective considerations. J Neurotrauma.

[102] Somayaji M.R., Przekwas A.J., Gupta R.K. (2018). Combination therapy for multi-target manipulation of secondary brain injury mechanisms. Curr Neuropharmacol.

# Supplementary material for: CSF1R and IL1R1 inhibitors synergistically attenuate the early pathogenesis of traumatic brain injury in mice
**Source:** Neurotherapeutics. 2025 Nov 7;23(1):e00787. doi: 10.1016/j.neurot.2025.e00787
**Supplement:** Multimedia component 1

**Fig. S1: Food consumption**

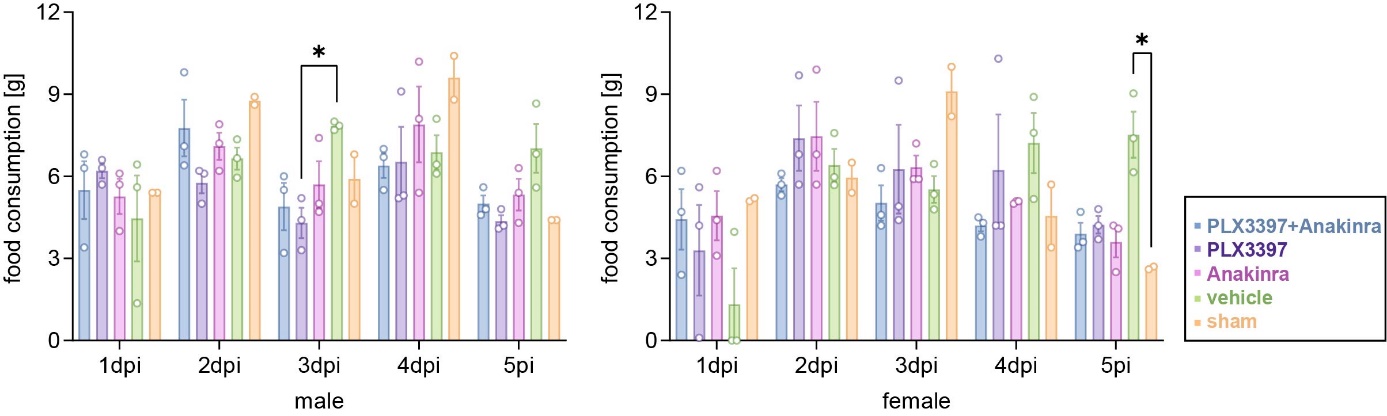

Fig. S1: Food consumption in male and female mice from 5d survival after TBI/sham. Data points represent individual cages (two animals per cage), TBI: n=3 cages per group, sham: n=2 cages per group, and data are expressed as mean ± SEM. Two-Way ANOVA followed by Holm-Šídák multiple comparisons test, **p* < 0.05.

**Fig. S2: Body weights**

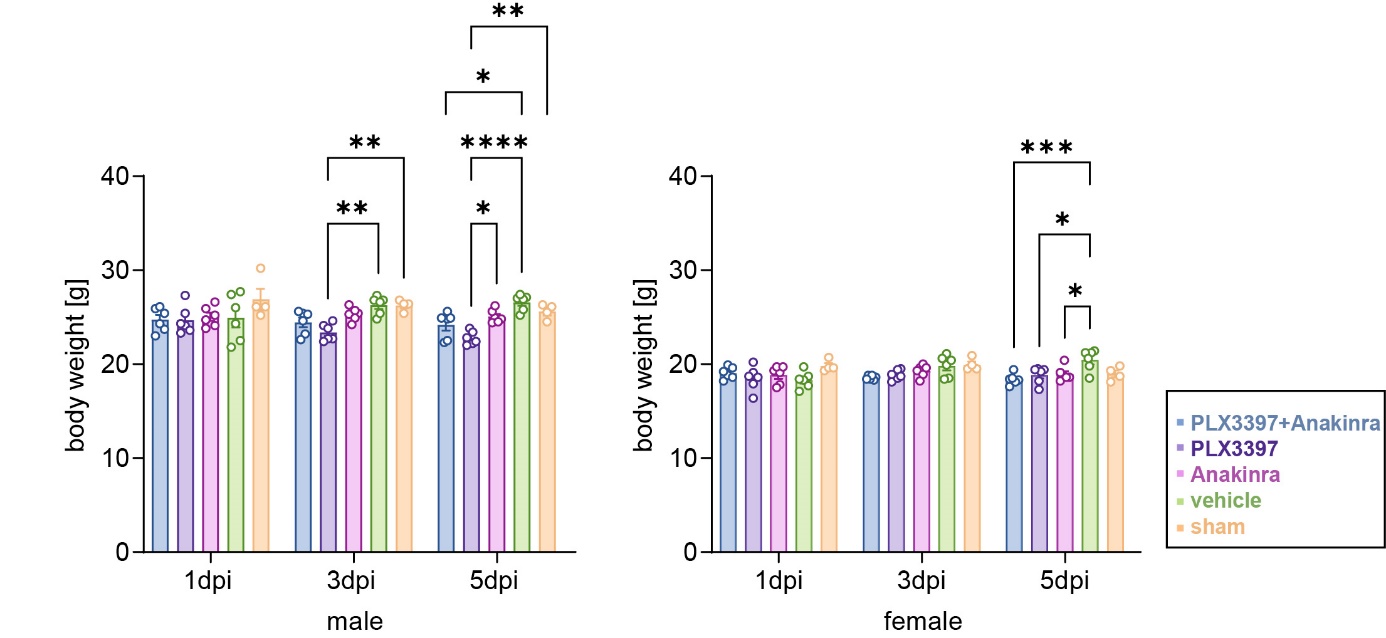

Fig. S2: Body weight of male and female mice over 5 days after TBI/sham. Male mice treated with PLX3397 plus Anakinra exhibited a reduced body weight compared to vehicle at 5 dpi. PLX3397 monotherapy showed reduced body weight at 3 dpi compared to vehicle or sham, and at 5 dpi compared to Anakinra, vehicle, and sham. Female mice treated with vehicle exhibited an increased body weight compared to other TBI treatment groups at 5 dpi. Data points represent individual mice, TBI: n=6 per group, sham: n=4 per group, and data are expressed as mean ± SEM. Two-Way ANOVA followed by Holm-Šídák multiple comparisons test, **p* < 0.05, ***p* < 0.01, ****p* < 0.001, *****p* < 0.0001.

**Fig. S3: Principal component analysis of male mice**

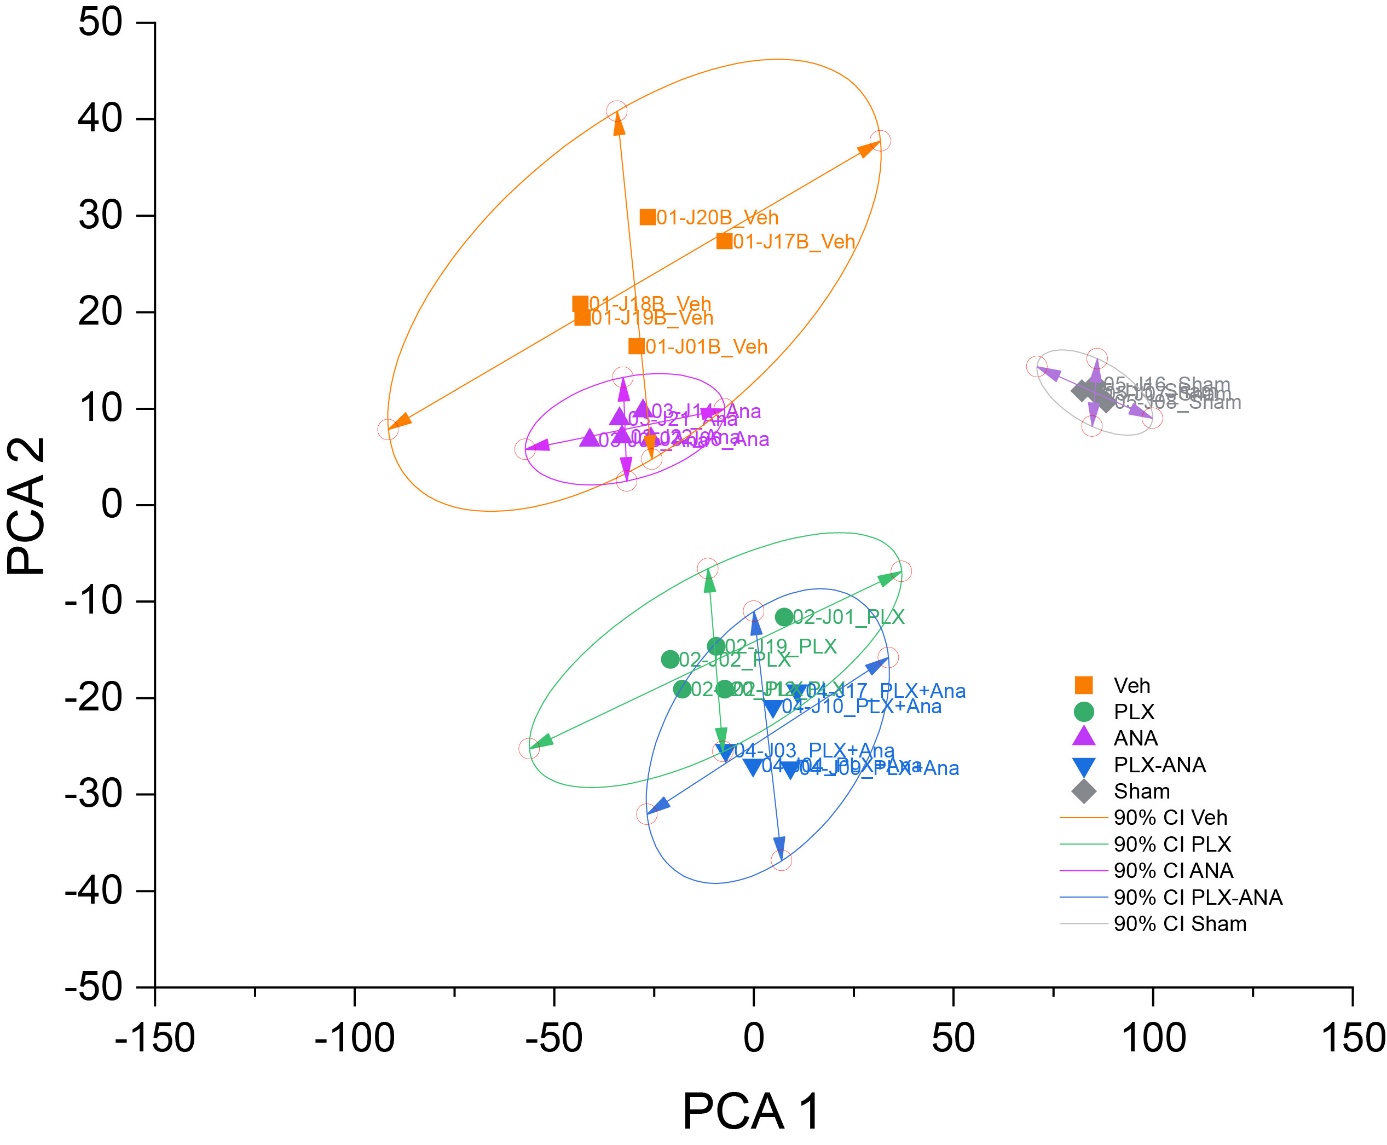

Fig. S3: Principal component analysis (PCA) of male mice RNA-sequencing data to visualize variation between individual mice and experimental groups. Data points represent individual mice (n=4-5 per group), experimental groups are circled to visualize clustering.

**Fig. S4: Heatmap showing significantly regulated genes of experimental groups**

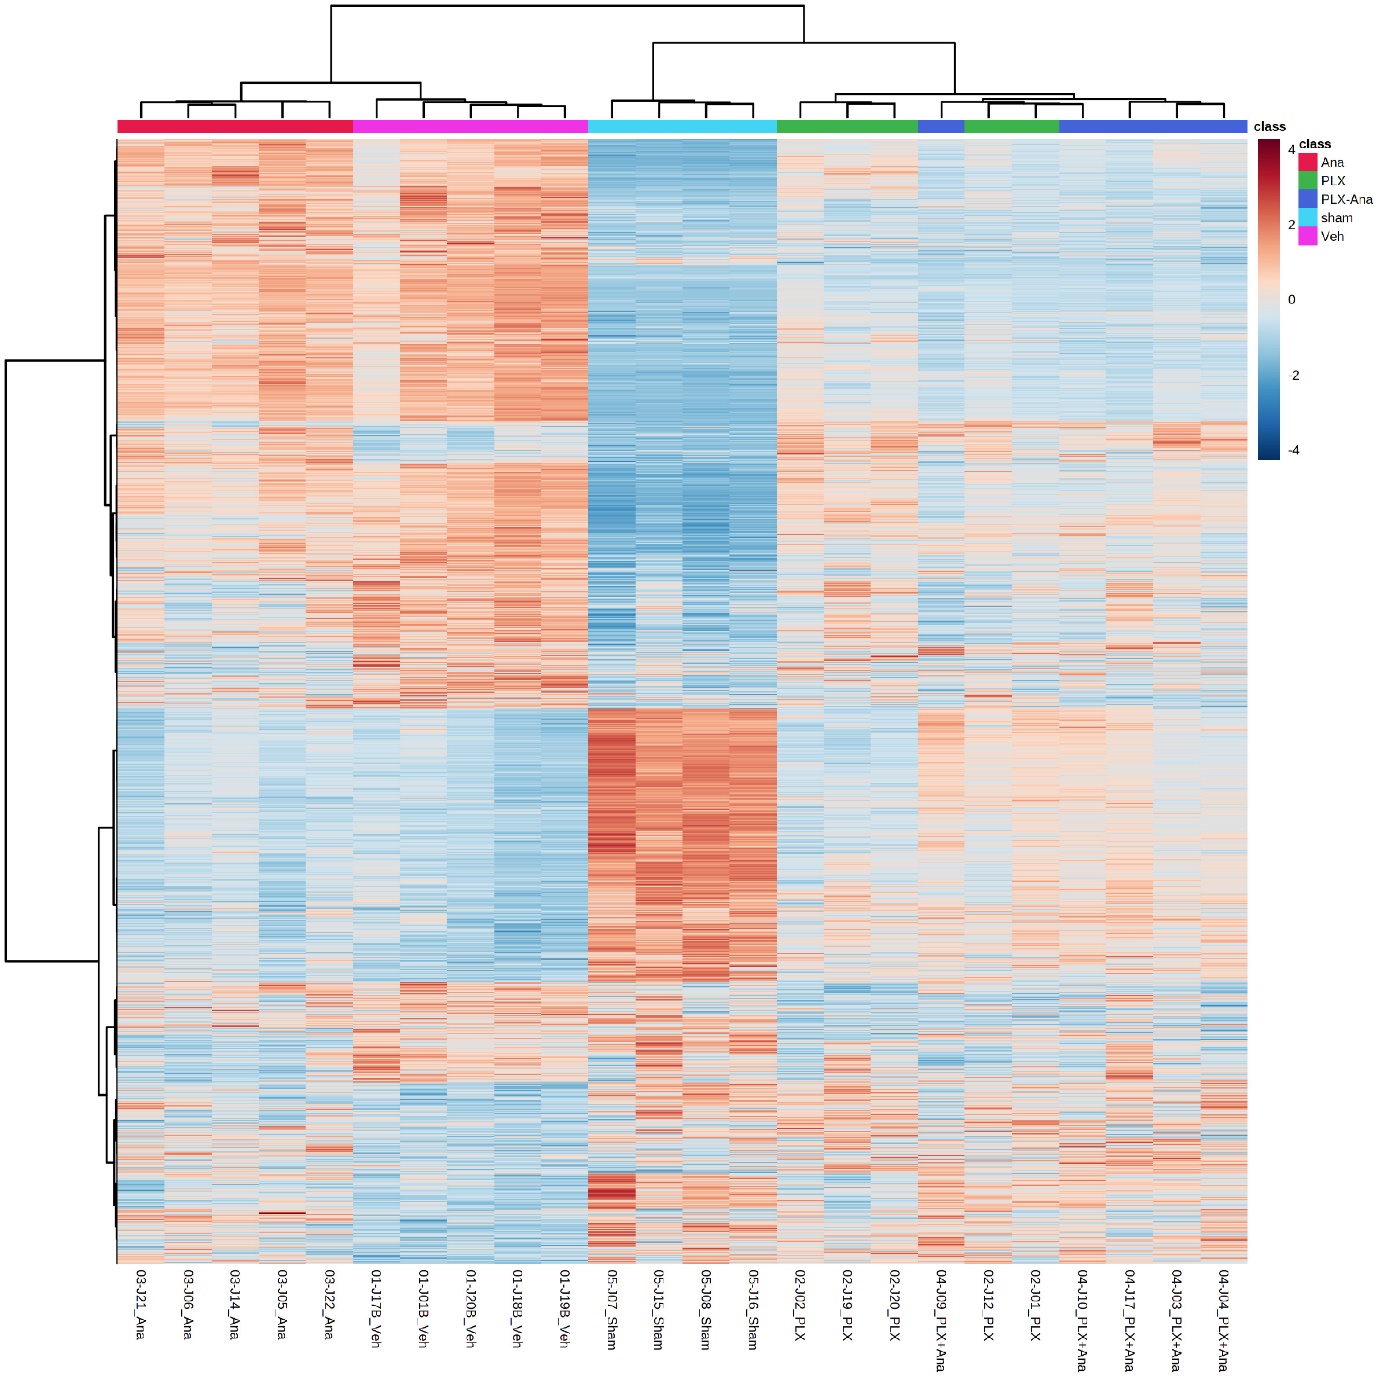

Fig. S4: Heatmap showing significantly regulated genes based on ANOVA of male experimental groups (n=4-5 per group). Hierarchical clustering of genes is shown (Eulidean-distance metrics, Ward-method) red to blue color indicates high to low relative expression.

**Fig. S5: Heatmap showing Top 100 significantly regulated genes in TBI groups**

**
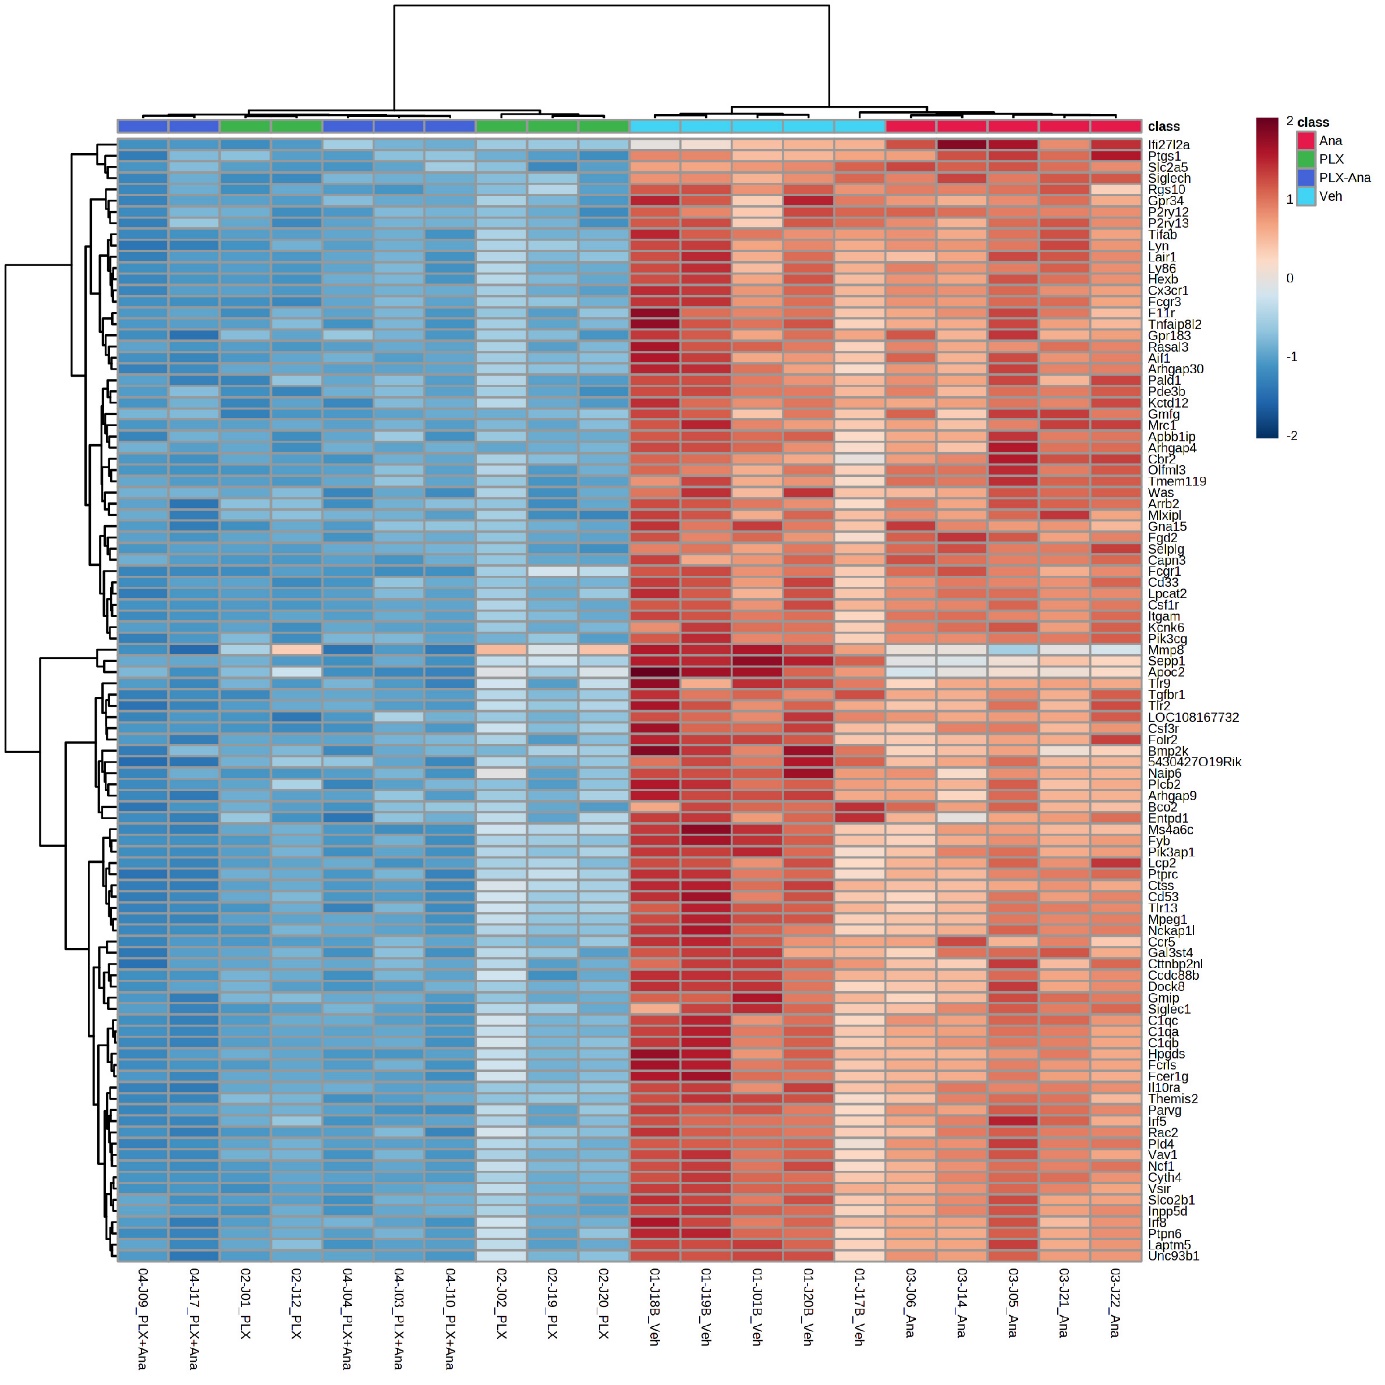
**

Fig. S5: Heatmap showing Top 100 significantly regulated genes based on ANOVA of male TBI groups of male mice (n=5 per group). Hierarchical clustering of genes is shown (Eulidean-distance metrics, Ward-method) red to blue color indicates high to low relative expression.

**Fig. S6: Volcano plots showing DEGs in TBI groups versus sham**

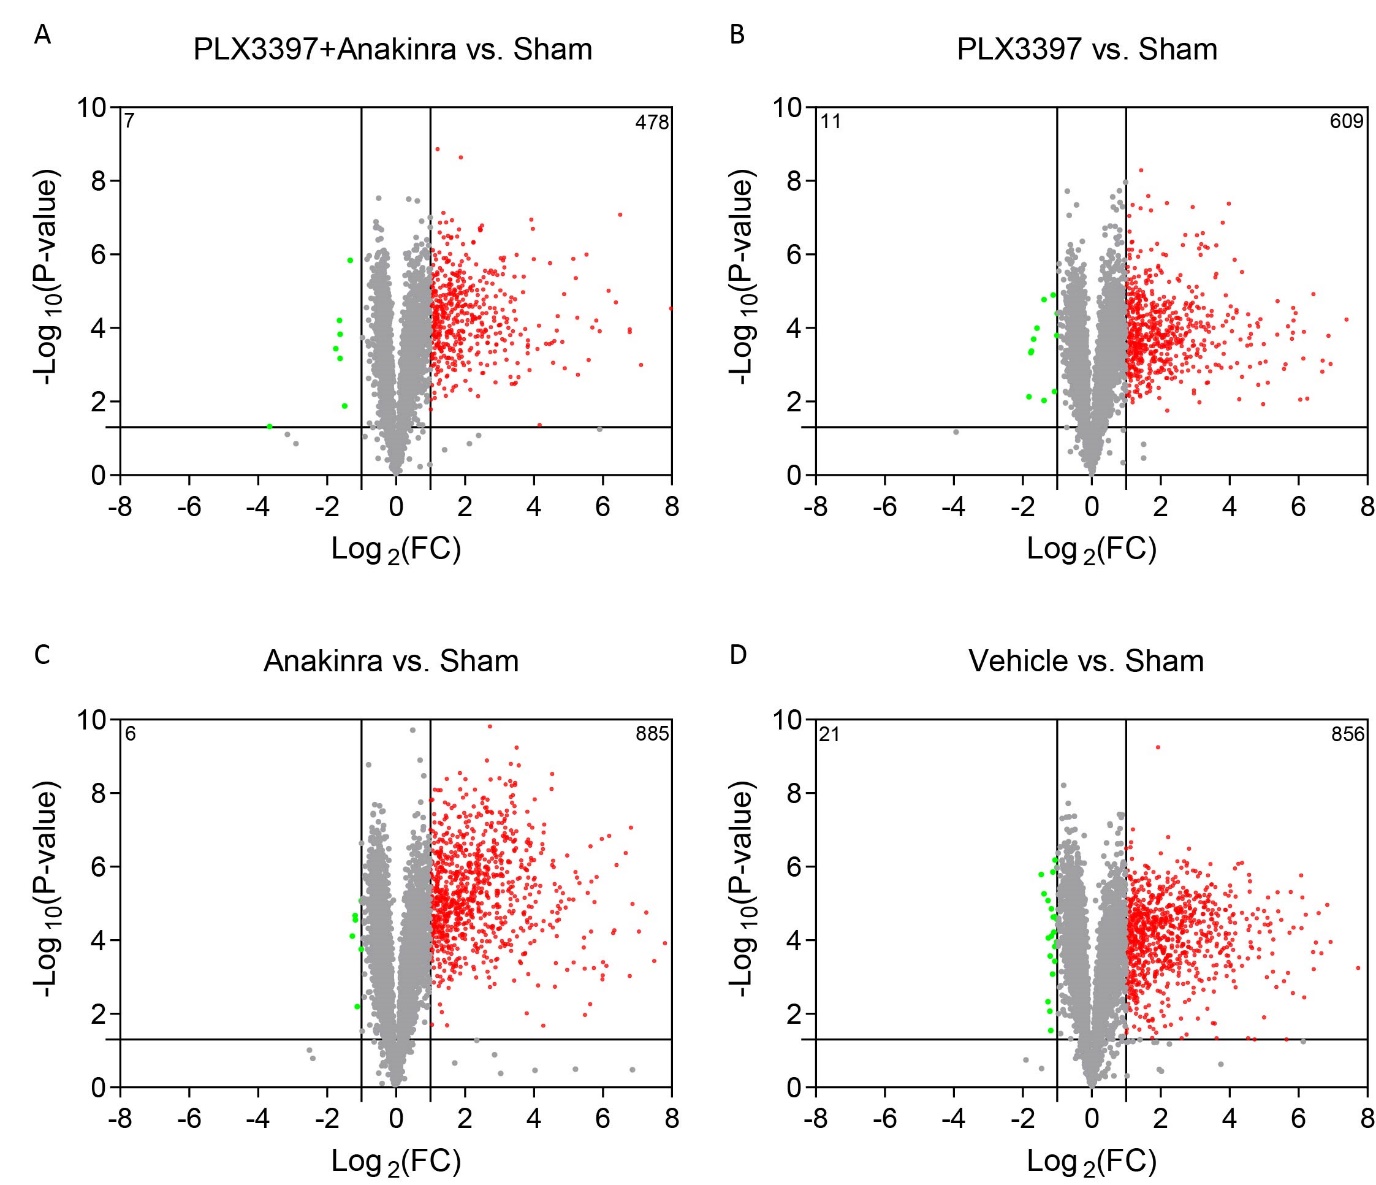

Fig. S6: (A-D) Volcano plots showing DEGs in TBI groups versus sham (n=5 per group) with the criterion: absolute difference > 4, fold change > 2, p < 0.05. The X-axis represents the log2-transformed fold change (log2 FC) and the Y-axis represents the negative log10-transformed *p*-value. In all four comparisons, significantly up- or down-regulated DEGs (red dots = upregulated, green dots = downregulated) and non-significantly regulated genes (grey dots) are indicated.

**Fig. S7: Enrichment plots of immune and inflammation-associated processes**

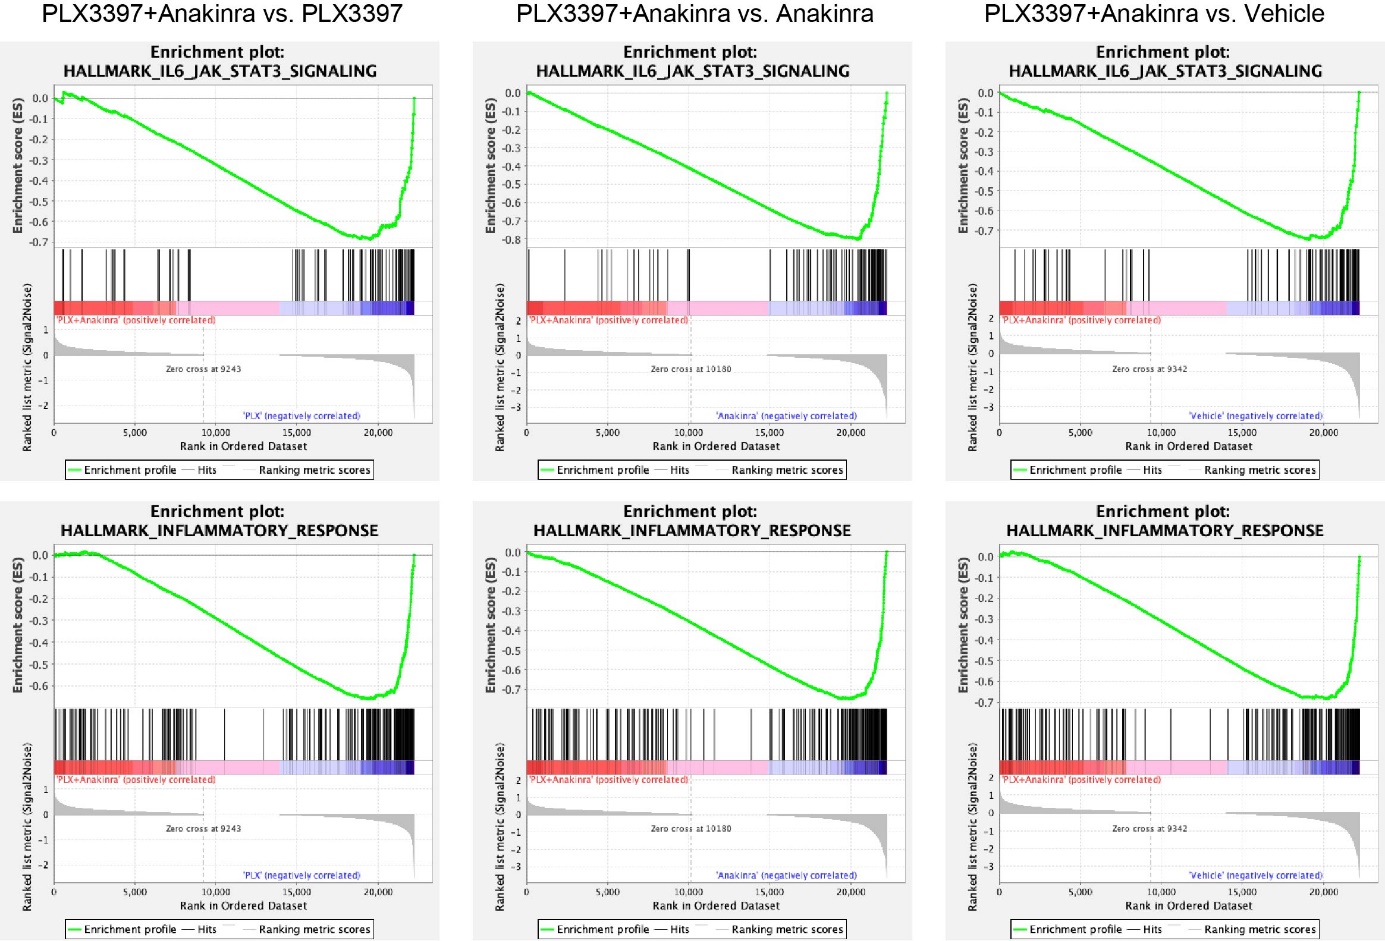

Fig. S7: Enrichment plots, generated using GSEA 4.1.0, show the immune and inflammation-associated hallmark gene sets in combination of PLX3397 plus Anakinra versus mice treated with PLX3397, Anakinra monotherapy or vehicle (n=5 per group). The green line chart represents the gene ES and the peak represents maximum enrichment. The vertical black bars represent individual genes of the gene set.

**Fig. S8: Enrichment plots of hallmark-IFNγ response-related gene sets**

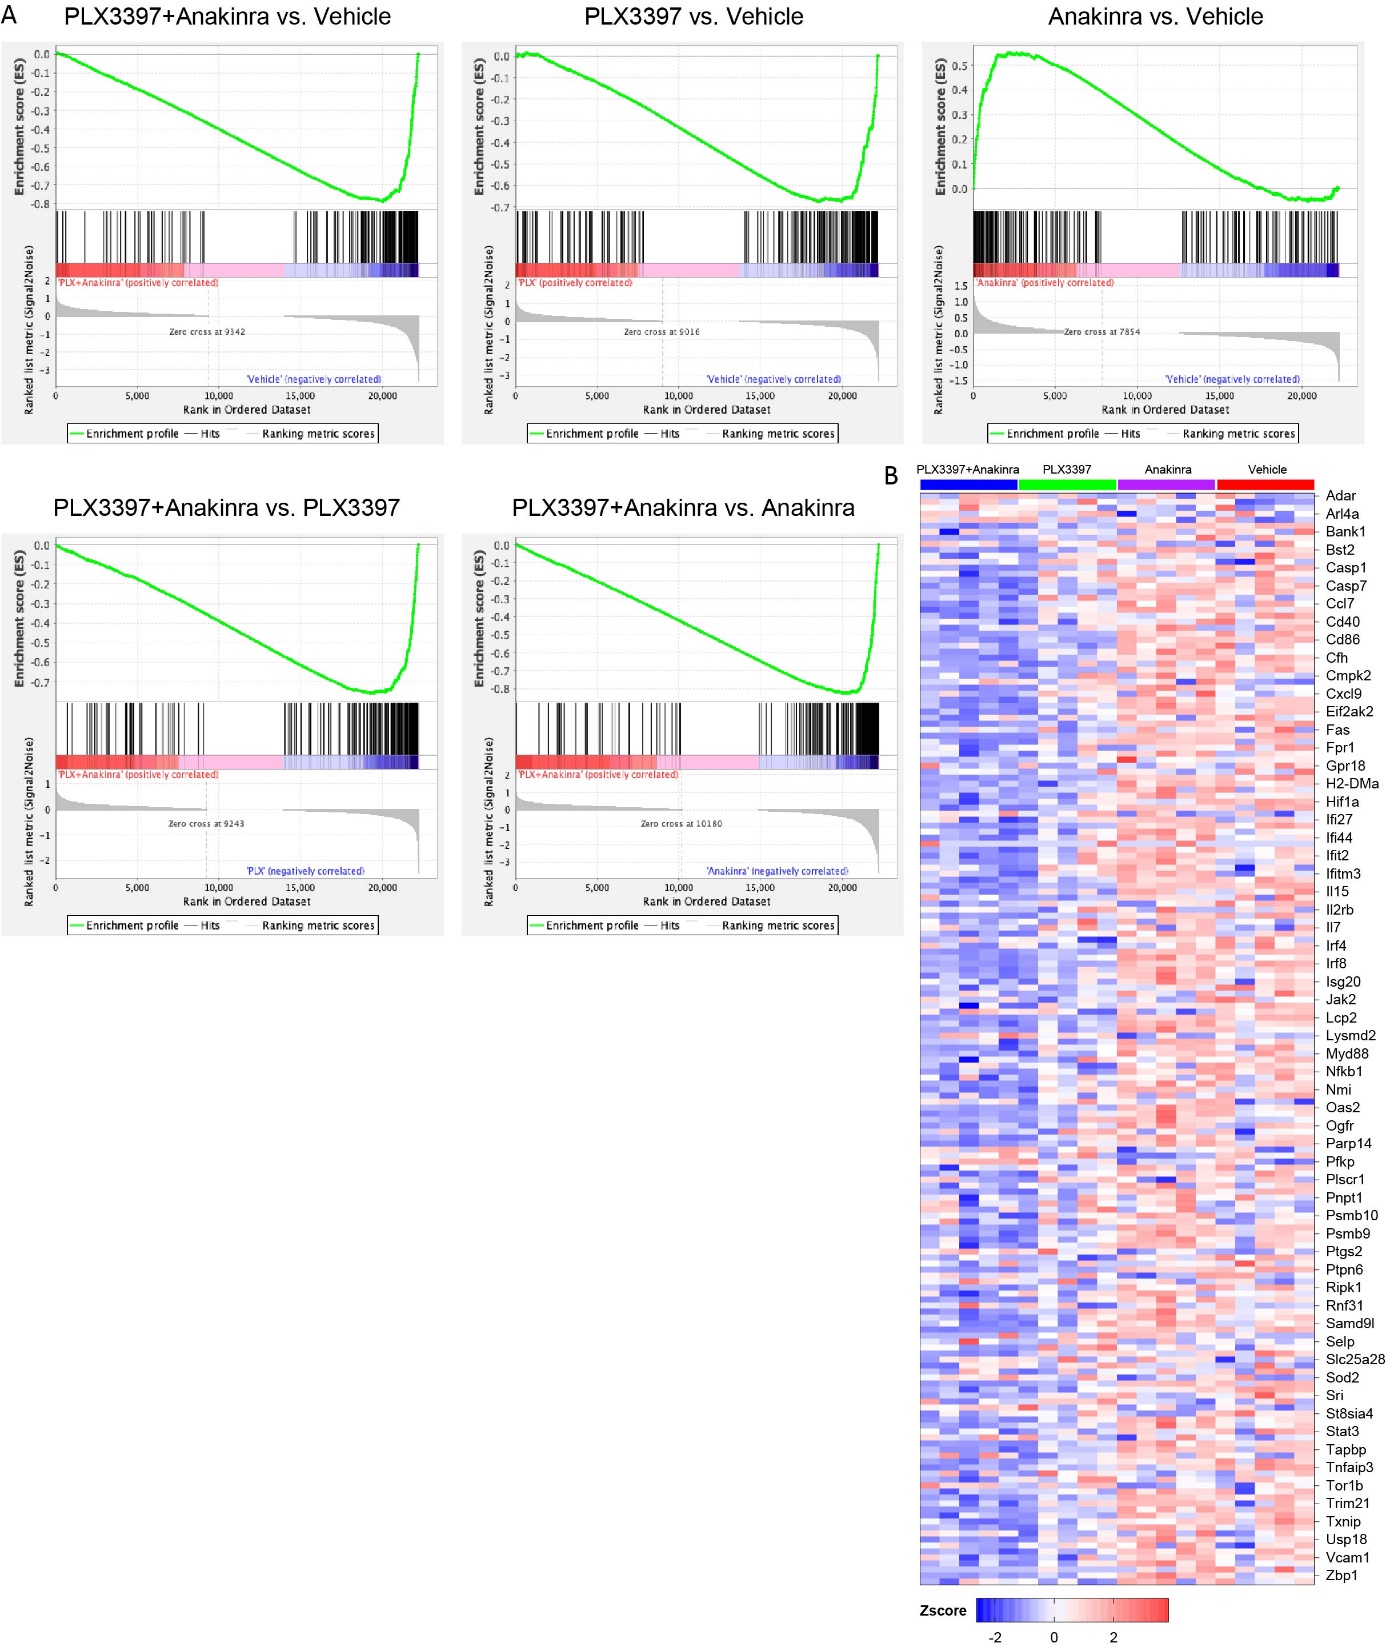

Fig. S8: (A) Enrichment plots, generated using GSEA 4.1.0, show the hallmark-IFNγ response-related gene sets in TBI groups versus vehicle (n=5 per group). The green line chart represents the gene ES and the peak represents maximum enrichment. The vertical black bars represent individual genes of the gene set. (B) Heatmap showing relative expression levels (Zscores) of 182 genes belonging to hallmark “IFNγ response”, red to blue color indicates high to low expression.

**Fig. S9: Enrichment plots of neurotransmission- or synapse-related GOBPs**

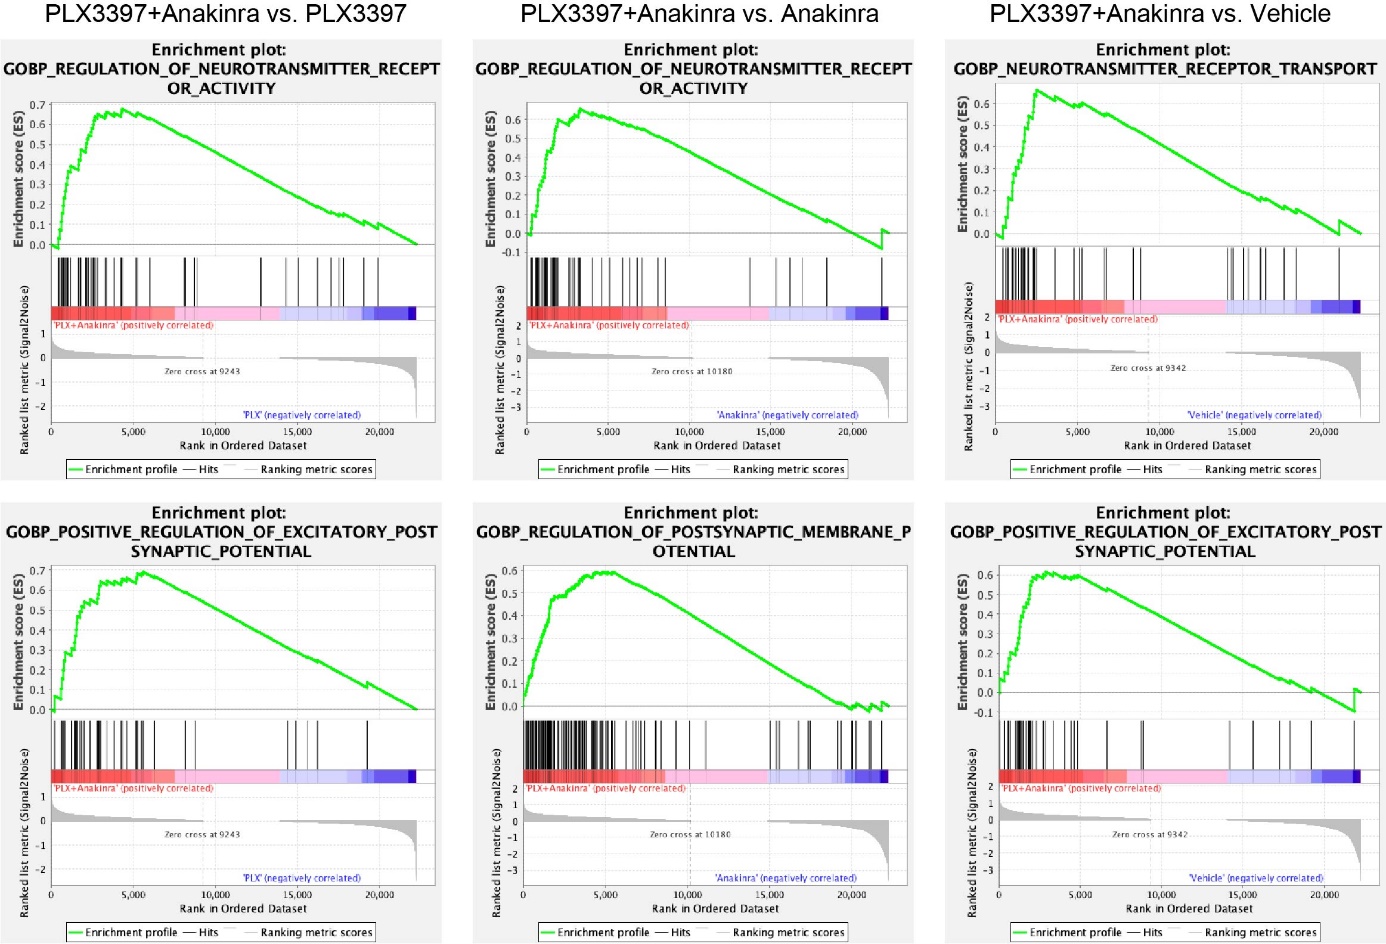

Fig. S9: Enrichment plots, generated using GSEA 4.1.0, show the neurotransmission- or synapse-related GOBPs in combination of PLX3397 plus Anakinra versus mice treated with vehicle, PLX3397 or Anakinra monotherapy (n=5 per group). The green line chart represents the gene ES and the peak represents maximum enrichment. The vertical black bars represent individual genes of the gene set.

**Fig. S10: Immunofluorescence staining of CD68^+^, GFAP^+^, and CD45^+^ cells in CCI vs. sham mice**

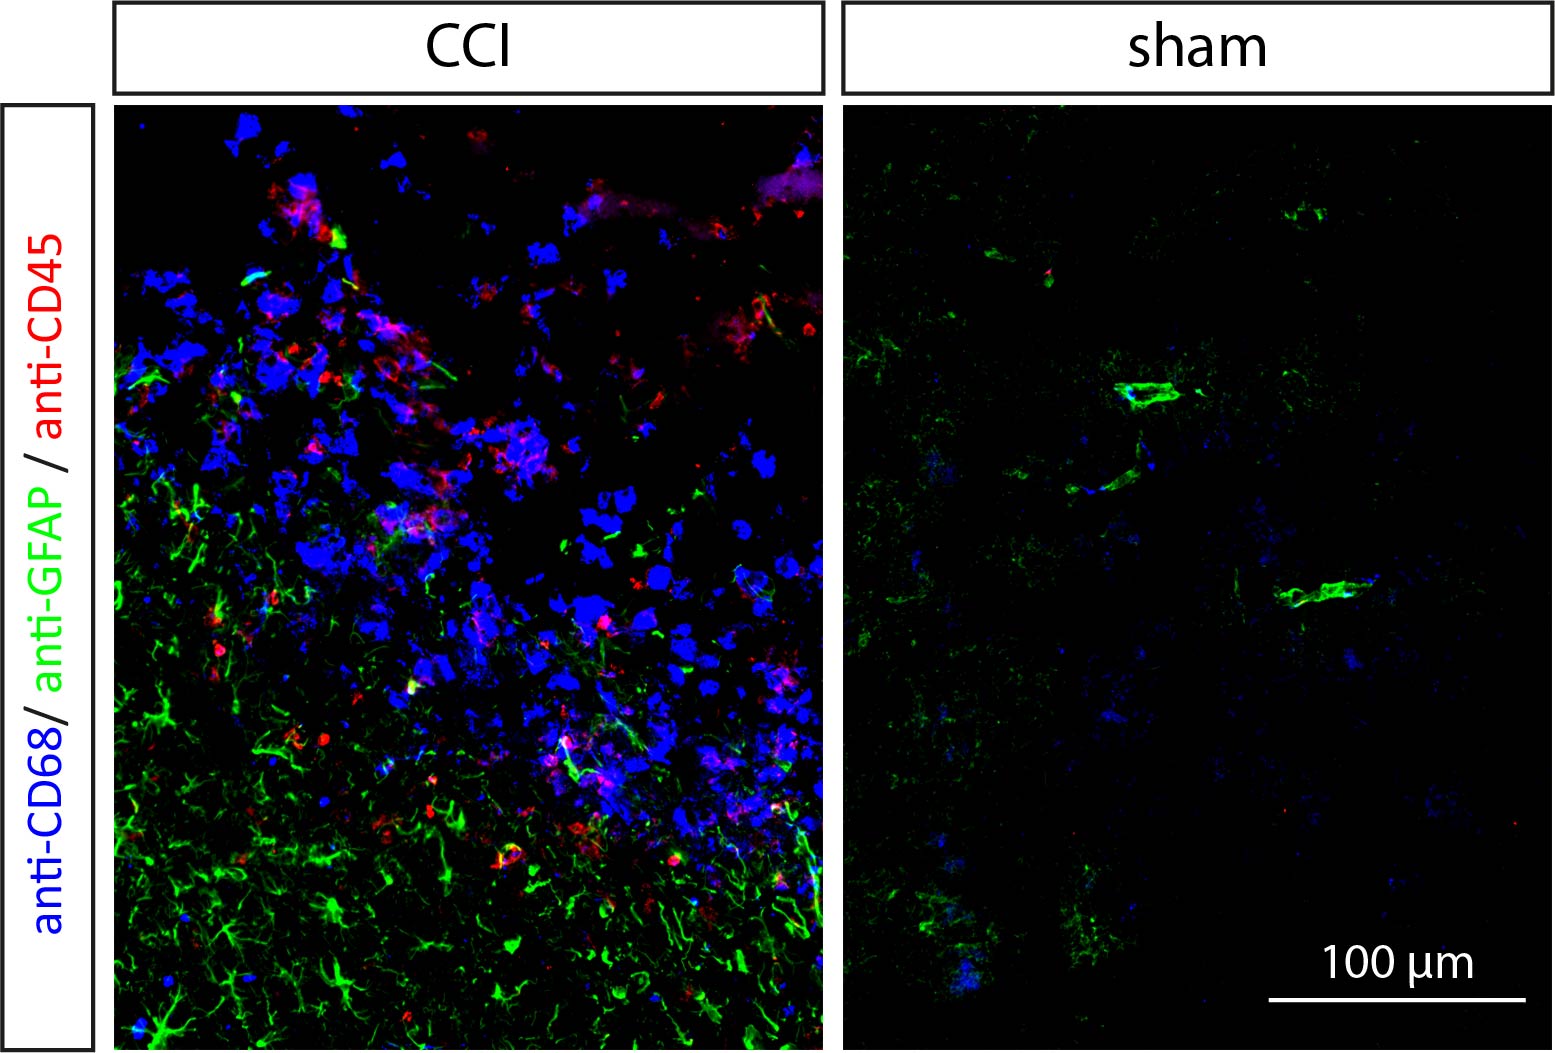

Fig. S10: Triple immunostaining in CCI vs. sham mice of the ipsilesional cortex at 5 dpi using antibodies specific to CD68, GFAP, or CD45 to visualize microglia, astrocytes and leukocytes, respectively (scale: 100 µm, Bregma -0.86 mm).

**Table S1: Antibodies**

| Primary antibodies | | | | | |
| --- | --- | --- | --- | --- | --- |
| Primary antibody | Host | | IHC, dilution | Manufacturer | RRID |
| CD68 BV421 | Rat | | 1:250 | BD Horizon | AB_2744447 |
| GFAP | Rabbit | | 1:1000 | Agilent Dako | AB_10013382 |
| CD45 | Rat | | 1: 500 | eBioscience | AB_467252 |
| Osteopontin | Rabbit | | 1:250 | Proteintech | AB_2783651 |
| Secondary antibodies | | | | | |
| Fluorophore | Host | Species | IHC, dilution | Manufacturer | RRID |
| Alexa 568 | Goat | Rat | 1:500 | Invitrogen/Life Technologies | AB_2534121 |
| Alexa 568 | Donkey | Rabbit | 1:500 |  | AB_2534017 |
| Alexa 633 | Goat | Rabbit | 1:500 |  | AB_2535731 |

**Table S2: Gene list of Venn diagram with related STRING-DB permalink**

PLX3397+Anakinra / PLX3397 / Anakinra vs. vehicle (criterion: absolute difference > 4, fold change > 2, *p*-value < 0.05)

**S2.1: PLX3397+Anakinra / PLX3397 / Anakinra: 9 genes**

| Postn | Mfap4 | Lum | H19 | Col5a2 | Col12a1 | Aspn | Crabp1 | Arg1 |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |

STRING-DB: <https://version-12-0.string-db.org/cgi/network?networkId=bmBXczhb5QjF>

**
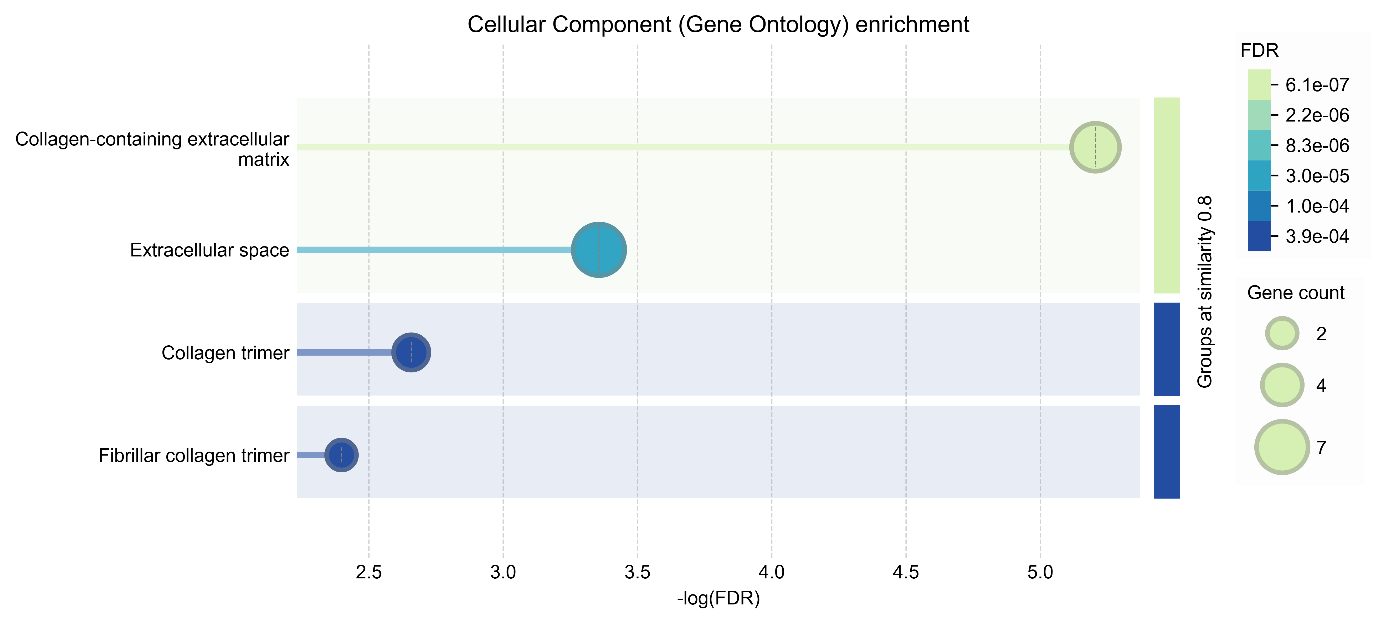
**

**S2.2: PLX3397+Anakinra / PLX3397: 158 genes**

| P2ry6 | Ctss | Ccl6 | Cd74 | Siglech | Tgfb1 | Fcgr3 | Ms4a6c | Bcl2a1b | Alox5ap |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Gal3st4 | AB124611 | Lpxn | Hcls1 | C1qb | Cybb | Fcrls | Lat2 | H2-Ab1 | Kcnk6 |
| Ifi30 | Selplg | Irf5 | Ang | Apoc2 | Snx20 | Ccl9 | Cbr2 | Gna15 | Arl11 |
| Ly86 | Laptm5 | Havcr2 | Ch25h | Gpr34 | Myo1f | H2-Eb1 | Ikzf1 | Samsn1 | Hbb-bs |
| Tmem119 | Ms4a6d | Pik3ap1 | C1qa | Arhgap30 | Ncf4 | Tlr2 | Tlr13 | Hexb | Susd3 |
| Stab1 | H2-Aa | Dock8 | Itgbl1 | C5ar1 | Bin2 | Vav1 | Arhgap9 | Rab32 | Dock2 |
| Plcg2 | Unc93b1 | Cyth4 | Rac2 | Hba-a1 | P2ry13 | Hmha1 | Lrrc25 | Inpp5d | Hbb-bt |
| Itgb2 | Tifab | Nfam1 | Grn | Arhgap4 | Apoc1 | Gpr65 | Pld4 | Fcgr2b | Mgp |
| Cx3cr1 | Gpr84 | Olfml3 | Cd52 | Parvg | Gpsm3 | Sash3 | Syk | Capn3 | Alas2 |
| Folr2 | Ptpn6 | Cmtm7 | Aif1 | Cd33 | Tlr7 | Hk2 | Fes | Hba-a2 | Fcer1g |
| Crybb1 | Lcp2 | Ltc4s | Btk | Cd86 | Ptpn18 | Csf3r | Lair1 | Hpgds | Fgd2 |
| Naip5 | Fcgr1 | Abcc3 | Ccr5 | P2ry12 | Pf4 | Pycard | Ncf2 | Il10ra | Ms4a6b |
| Ucp2 | Nckap1l | Ifi27l2a | Msr1 | Ms4a4a | Apbb1ip | Tbxas1 | Slco2b1 | Tnfaip8l2 | Adgre1 |
| Fyb | Irf8 | Vsir | Mpeg1 | Gcnt1 | Ugt1a7c | Ms4a7 | Hk3 | Wfdc17 | F13a1 |
| Fermt3 | Lcp1 | Was | Mrc1 | Itgam | Lyl1 | Lyz2 | Clec7a | Rasal3 | Cd37 |
| Csf1r | Il21r | Siglec1 | C1qc | Hck | Cd84 | Ncf1 | Spi1 |  |  |

STRING-DB: <https://version-12-0.string-db.org/cgi/network?networkId=bz6SnhrMmCuu>

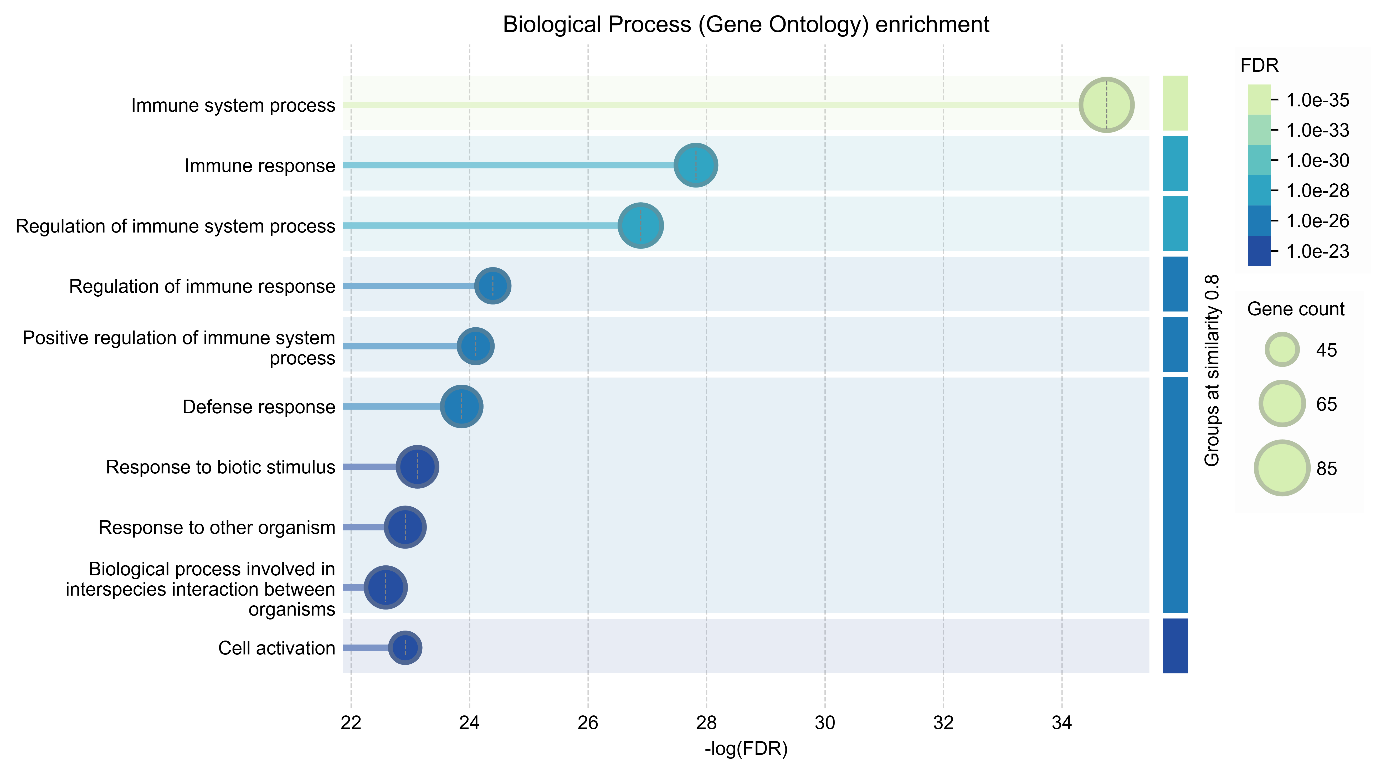

**S2.3: PLX3397+Anakinra / Anakinra: 6 genes**

| Eln | Lcn2 | Col3a1 | Col1a2 | Lrrc17 | Col1a1 |  |  |  |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |

STRING-DB: <https://version-12-0.string-db.org/cgi/network?networkId=bVx6iJ9L9ZIR>

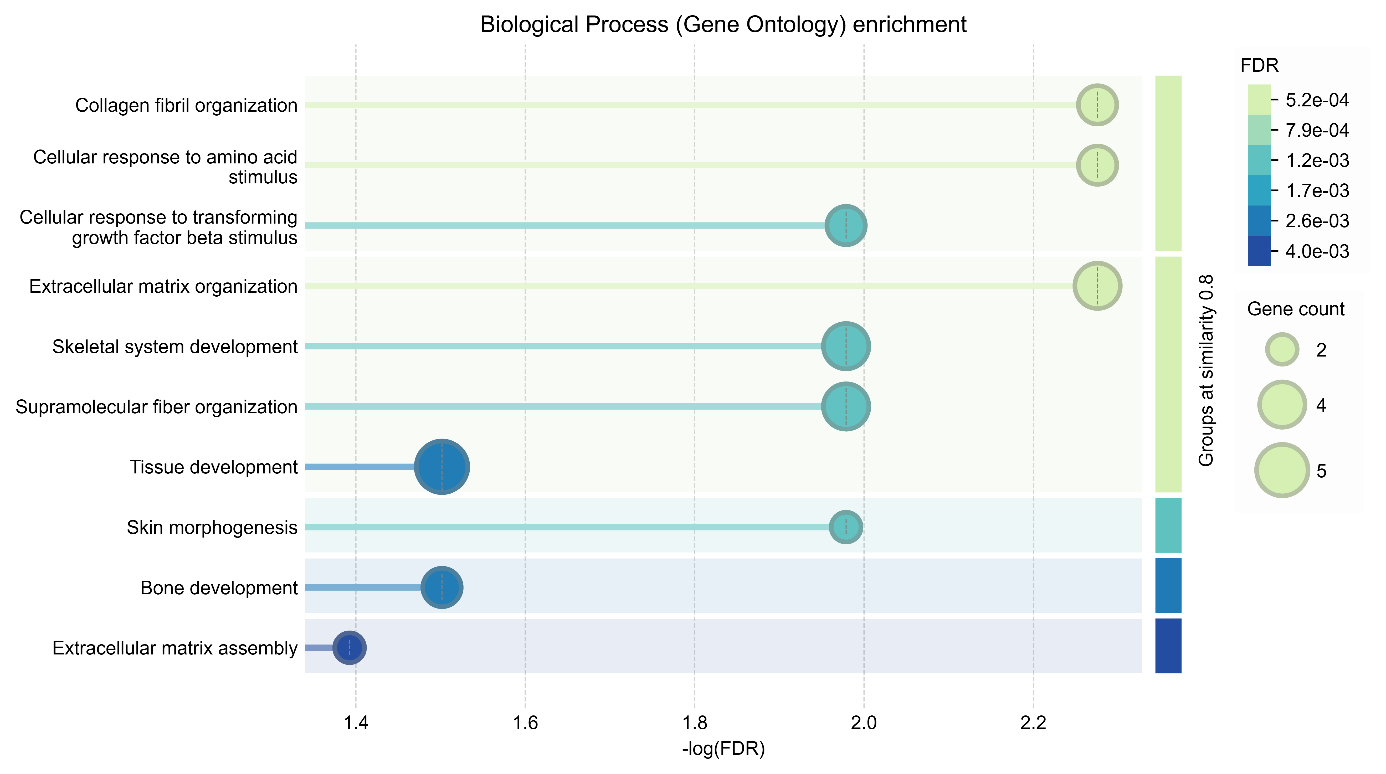

**S2.4: PLX3397+ Anakinra: 108 genes**

| Adap2 | Npl | Slfn8 | Igsf6 | Gmip | Tmem106a | Tyrobp | Slc11a1 | Slc15a3 | Slamf9 |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Plin2_2 | Oas1a | Mafb | Casp1 | Clec4n | Rnase4 | Cxcr4 | Cyba | Cd48 | Gal |
| Fli1 | Lilrb4a | Pbk | Hvcn1 | Ly9 | Clec4d | Cd53 | Pik3cg | Sp110 | Phf11b |
| Cd300a | Ccl7 | Cd5l | Cebpa | Il4ra | Ccl12 | Spp1 | Il10rb | Ctsh | Pirb |
| Klhl6 | Ccdc88b | Lst1 | Tnfaip2 | Gusb | Clec5a | Neurl3 | Apobec1 | Ctsd | Hhex |
| C3 | AI607873 | Lyn | Cmklr1 | Slc7a7 | Fabp4 | Ccl8 | H2-DMb1 | Themis2 | Ptafr |
| Abca9 | Cfp | Tnfsf13 | Trim30a | Gpr157 | Cyp4f18 | Slc37a2 | Dnase2a | Hpse | Plek |
| Lilr4b | Cd300lf | Ifi204 | Cd68 | Csf2rb2 | Ctsc | Cd36 | Pik3r5 | Il2rg | Gpnmb |
| Adam8 | Lgals3 | Csf2rb | Cryba4 | Fcgr4 | Epsti1 | Srgn | Lpcat2 | Ctla2b | Tnfrsf1b |
| Lgmn | Fam46c | Hcst | Gngt2 | Cd180 | Cd72 | Ptprc | Cd300c2 | Adcy7 | Ccl3 |
| Acp5 | Rab7b | C3ar1 | Arhgap19 | Tmem37 | Slfn2 | Naip2 | Trem2 |  |  |

STRING-DB: <https://version-12-0.string-db.org/cgi/network?networkId=b6gXq9nQdEfD>

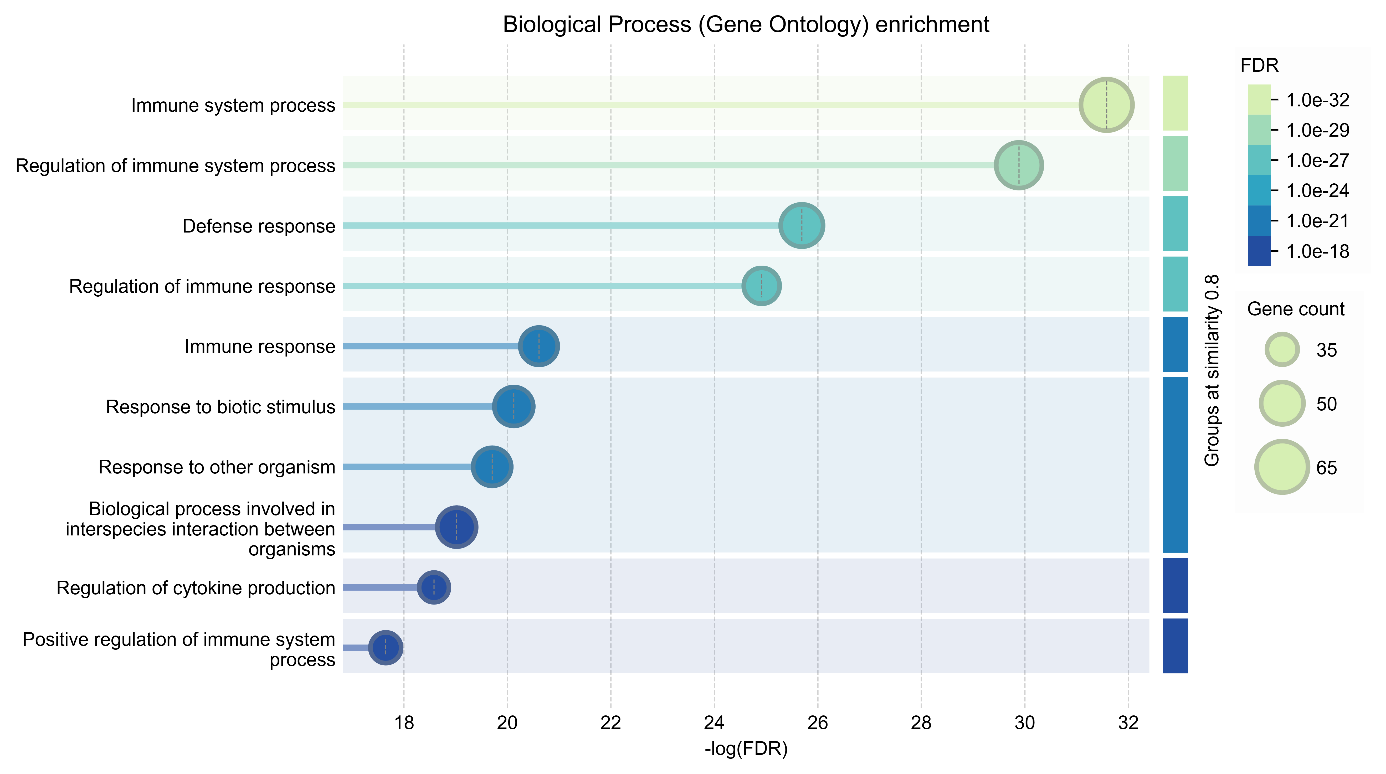

**S2.5: Anakinra: 12 genes**

| Col10a1 | Col6a3 | Thbs2 | Ctsk | Lrrc15 | Actg2 | Mmp12 | Ppic | Lox | Fbn1 |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Rmrp | Loxl2 |  |  |  |  |  |  |  |  |

STRING-DB: <https://version-12-0.string-db.org/cgi/network?networkId=bupDKdqwwpRw>

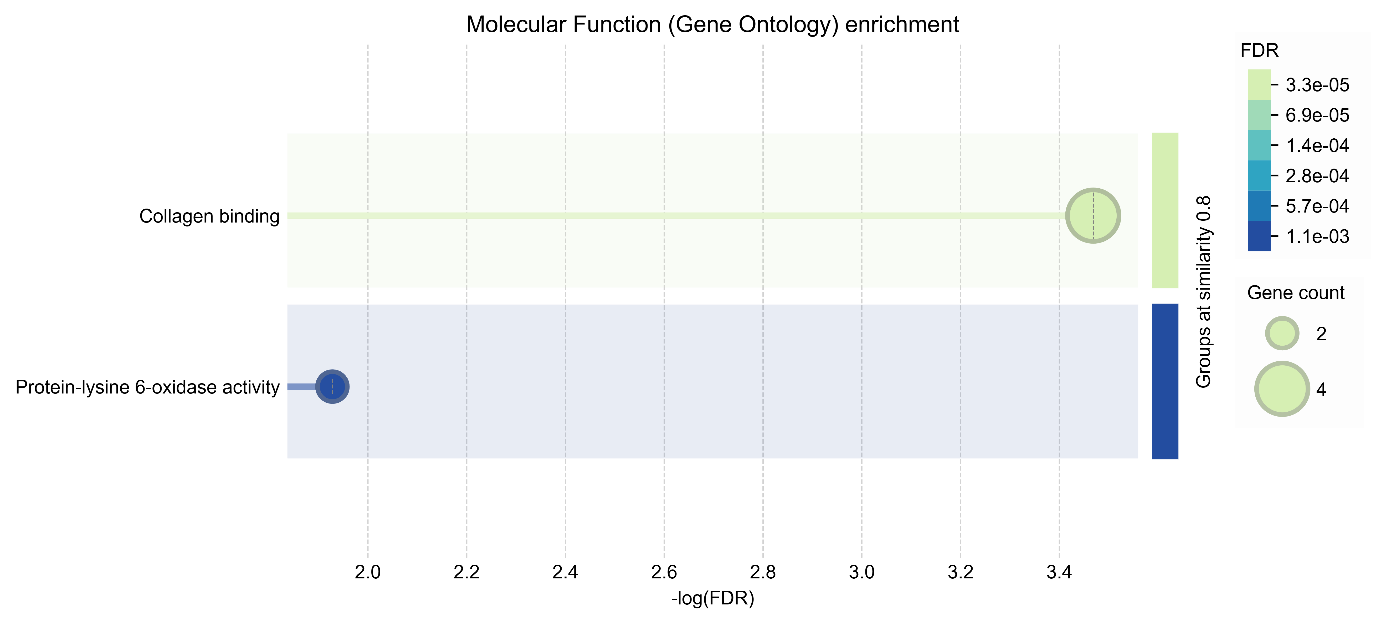

**Table S3:** **DEGs were analysed by STRING-pathway analyses**

| Comparison | STRING-DB permalink | Associated pathway |
| --- | --- | --- |
| PLX3397+Anakinra vs. vehicle | <https://version-12-0.string-db.org/cgi/network?networkId=bPzgifMDmHNr> | immune system process, immune response |
| PLX3397 vs. vehicle | <https://version-12-0.string-db.org/cgi/network?networkId=bsQ3zK84HGJ9> | immune system process, immune response |
| Anakinra vs. vehicle | <https://version-12-0.string-db.org/cgi/network?networkId=bmVVEoHo3MHc> | ECM, collagen synthesis |
| PLX3397+Anakinra vs. PLX3397 | <https://version-12-0.string-db.org/cgi/network?networkId=bXPK4HVjJpSy> | regulation of multicellular organismal processes, regulation of lipid transport |
| PLX3397+Anakinra vs. Anakinra | https://version-12-0.string-db.org/cgi/network?networkId=buSqQalhBlK4 | immune system process, immune response |

**Table S4. Statistics for Fig. 2**

two-way ANOVA (or mixed-effects models following outlier removal)

| Fig. 2A | | | | |
| --- | --- | --- | --- | --- |
| time*treatment: F (12, 69) = 11.61, p<0.0001  time: F (3, 69) = 205.8, p<0.0001  treatment: F (4, 23) = 30.41, p<0.0001 | | | | |
| PLX3397+Anakinra+TBI vs. PLX3397+TBI  pre-score: p>0.9999  1dpi: p=0.0113  3dpi: p=0.0021  5dpi: p=0.0043 | PLX3397+Anakinra+TBI vs. Anakinra+TBI  pre-score: p>0.9999  1dpi: p=0.5946  3dpi: p=0.1447  5dpi: p=0.0654 | PLX3397+Anakinra+TBI vs. vehicle+TBI  pre-score: p>0.9999  1dpi: p=0.0151  3dpi: p=0.0003  5dpi: p=0.0043 | PLX3397+TBI  vs. vehicle+TBI  pre-score: p>0.9999  1dpi: p=0.8793  3dpi: p=0.5440  5dpi: p>0.9999 | Anakinra+TBI  vs. vehicle+TBI  pre-score: p>0.9999  1dpi: p=0.1033  3dpi: p=0.0951  5dpi: p=0.6410 |
| Fig. 2B | | | | |
| time*treatment: F (12, 68) = 10.68, p<0.0001  time: F (3, 68) = 151.3, p<0.0001  treatment: F (4, 23) = 27.44, p<0.0001 | | | | |
| PLX3397+Anakinra+TBI vs. PLX3397+TBI  pre-score: p=0.9997  1dpi: p=0.0331  3dpi: p=0.2102  5dpi: p=0.0249 | PLX3397+Anakinra+TBI vs. Anakinra+TBI  pre-score: p=0.9998  1dpi: p=0.4559  3dpi: p=0.2102  5dpi: p=0.4559 | PLX3397+Anakinra+TBI vs. vehicle+TBI  pre-score: p=0.9997  1dpi: p=0.0007  3dpi: p<0.0001  5dpi: p<0.0001 | PLX3397+TBI  vs. vehicle+TBI  pre-score: p>0.9999  1dpi: p=0.3294  3dpi: p=0.0056  5dpi: p=0.1063 | Anakinra+TBI  vs. vehicle+TBI  pre-score: p=0.9997  1dpi: p=0.0070  3dpi: p=0.0043  5dpi: p<0.0001 |
| Fig. 2C | | | | |
| time*treatment: F (12, 69) = 1.245, p=0.2718  time: F (3, 69) = 2.473, p=0.0689  treatment: F (4, 23) = 0.8790, p=0.4918 | | | | |
| PLX3397+Anakinra+TBI vs. PLX3397+TBI  pre-score: p=0.7969  1dpi: p=0.9016  3dpi: p=0.9931  5dpi: p=0.8484 | PLX3397+Anakinra+TBI vs. Anakinra+TBI  pre-score: p=0.9217  1dpi: p=0.9016  3dpi: p=0.9931  5dpi: p=0.8484 | PLX3397+Anakinra+TBI vs. vehicle+TBI  pre-score: p=0.1102  1dpi: p=0.9882  3dpi: p=0.9931  5dpi: p=0.9992 | PLX3397+TBI  vs. vehicle+TBI  pre-score: p=0.7798  1dpi: p=0.8517  3dpi: p=0.9888  5dpi: p=0.8484 | Anakinra+TBI  vs. vehicle+TBI  pre-score: p=0.4223  1dpi: p=0.8517  3dpi: p=0.9888  5dpi: p=0.8484 |
| Fig. 2D | | | | |
| time*treatment: F (12, 69) = 1.008, p=0,4514  time: F (3, 69) = 5.185, p=0.0027  treatment: F (4, 23) = 1.277, p=0.3078 | | | | |
| PLX3397+Anakinra+TBI vs. PLX3397+TBI  pre-score: p=0.4077  1dpi: p=0.9861  3dpi: p=0.9906  5dpi: p=0.7489 | PLX3397+Anakinra+TBI vs. Anakinra+TBI  pre-score: p=0.4150  1dpi: p=0.9947  3dpi: p=0.6334  5dpi: p=0.2566 | PLX3397+Anakinra+TBI vs. vehicle+TBI  pre-score: p=0.9956  1dpi: p>0.9999  3dpi: p=0.8885  5dpi: p=0.9602 | PLX3397+TBI  vs. vehicle+TBI  pre-score: p=0.6452  1dpi: p=0.9948  3dpi: p=0.6419  5dpi: p=0.9847 | Anakinra+TBI  vs. vehicle+TBI  pre-score: p=0.6530  1dpi: p=0.9986  3dpi: p=0.1500  5dpi: p=0.6565 |

one-way ANOVA or Kruskal-Wallis test depending on parametric or non parametric data

p_1_: PLX3397+Anakinra+TBI vs. PLX3397+TBI

p_2_: PLX3397+Anakinra+TBI vs. Anakinra+TBI

p_3_: PLX3397+Anakinra+TBI vs. vehicle+TBI

p_4_: PLX3397+TBI vs. vehicle+TBI

p_5_: Anakinra+TBI vs. vehicle+TBI

| Fig. 2E | Fig. 2F |
| --- | --- |
| Kruskal-Wallis statistic: 13.02, p=0.0112  p_1_=0.0448  p_2_>0.9999  p_3_=0.0124  p_4_>0.9999  p_5_=0.6802 | treatment: F (4, 23) = 11.45, p<0.0001  p_1=_0.9854  p_2_=0.9854  p_3_=0.0001  p_4_=0.0001  p_5_=0.0002 |
| Fig. 2G | **Fig. 2H** |
| Kruskal-Wallis statistic: 10.63, p=0.0310  p_1_=0.9819  p_2_>0.9999  p_3_=0.0391  p_4_>0.9999  p_5_>0.9999 | Kruskal-Wallis statistic: 9.225, p=0.0557  p_1_>0.9999  p_2_>0.9999  p_3_=0.0867  p_4_=0.1740  p_5_=0.2766 |
| Fig. 2I | **Fig. 2J** |
| Kruskal-Wallis statistic: 9.019, p=0.0606  p_1_=0,0510  p_2_>0.9999  p_3_=0.7697  p_4_>0.9999  p_5_>0.9999 | treatment: F (4, 23) = 3.943, p=0.0140  p_1_=0.9800  p_2_=0.9800  p_3_=0.0274  p_4_=0.0334  p_5_=0.0501 |

**Table S5. Statistics for Fig. 3**

one-way ANOVA

p_1_: PLX3397+Anakinra+TBI vs. PLX3397+TBI

p_2_: PLX3397+Anakinra+TBI vs. Anakinra+TBI

p_3_: PLX3397+Anakinra+TBI vs. vehicle+TBI

p_4_: PLX3397+TBI vs. vehicle+TBI

p_5_: Anakinra+TBI vs. vehicle+TBI

| Fig. 3B | Fig. 3C |
| --- | --- |
| treatment: F (3, 20) = 3.771, p=0.0270  p_1_=0.6768  p_2_=0.4886  p_3_=0.2558  p_4_=0.1180  p_5_=0.0249 | treatment: F (3, 19) = 6.168, p=0.0042  p_1_=0.2609  p_2_=0.1220  p_3_=0.2491  p_4_=0.0210  p_5_=0.0047 |

**Table S6. Statistics for Fig. 4**

one-way ANOVA or Kruskal-Wallis test depending on parametric or non parametric data

p_1_: PLX3397+Anakinra+TBI vs. PLX3397+TBI

p_2_: PLX3397+Anakinra+TBI vs. Anakinra+TBI

p_3_: PLX3397+Anakinra+TBI vs. vehicle+TBI

p_4_: PLX3397+TBI vs. vehicle+TBI

p_5_: Anakinra+TBI vs. vehicle+TBI

| Fig. 4B | Fig. 4C |
| --- | --- |
| treatment: F (3, 20) = 5.431, p=0.0067  p_1_=0.0465  p_2_=0.0108  p_3_=0.0175  p_4_=0.8374  p_5_=0.8374 | treatment: F (3, 20) = 0.7389, p=0.5412  p_1_=0.7555  p_2_=0.9689  p_3_=0.9867  p_4_=0.7555  p_5_=0.9689 |
| Fig. 4D | **Fig. 4E** |
| Kruskal-Wallis statistic: 11.80, p=0.0081  p_1_=0.2421  p_2_>0.9999  p_3_=0.0049  p_4_>0.9999  p_5_=0.2110 | treatment: F (3, 20) = 0.2968, p=0.8273  p_1_=0.9538  p_2_=0.9881  p_3_=0.9881  p_4_=0.9547  p_5_=0.9881 |
| Fig. 4F | **Fig. 4G** |
| treatment: F (3, 20) = 9.200, p=0.0005  p_1_=0.0641  p_2_=0.3477  p_3_=0.0005  p_4_=0.0981  p_5_=0.0041 | treatment: F (3, 20) = 2.357, p=0.1023  p_1_=0.9986  p_2_=0.9886  p_3_=0.2070  p_4_=0.2070  p_5_=0.2070 |

**Table S7. Statistics for Fig. 7**

one-way ANOVA or Brown-Forsythe and Welch ANOVA test depending on SD varience

p_1_: PLX3397+Anakinra+TBI vs. PLX3397+TBI

p_2_: PLX3397+Anakinra+TBI vs. Anakinra+TBI

p_3_: PLX3397+Anakinra+TBI vs. vehicle+TBI

p_4_: PLX3397+TBI vs. vehicle+TBI

p_5_: Anakinra+TBI vs. vehicle+TBI

| Fig. 7B | Fig. 7C |
| --- | --- |
| treatment: F (3, 20) = 19.68, p<0.0001  p_1_=0.0293  p_2_<0.0001  p_3_<0.0001  p_4_=0.0014  p_5_=0.2285 | treatment: F (3, 20) = 0.9613, p=0.4302  p_1_=0.8110  p_2_=0.7173  p_3_=0.8854  p_4_=0.7750  p_5_=0.6323 |
| Fig. 7D | **Fig. 7F** |
| Brown-Forsythe ANOVA test:  F* (DFn, DFd) = 5.389 (3.000, 12.82), p=0.0127  p_1_=0.0499  p_2_=0.2635  p_3_=0.0056  p_4_=0.9144  p_5_=0.8967 | treatment: F (3, 20) = 10.20, p=0.0003  p_1_=0.0003  p_2_=0.0100  p_3_=0.0015  p_4_=0.6107  p_5_=0.6107 |
| Fig. 7G |  |
| treatment: F (3, 20) = 12.02, p=0.0001  p_1_=0.0156  p_2_=0.0008  p_3_=0.0001  p_4_=0.0841  p_5_=0.3433 |  |

**Table S7. Statistics for Fig. S1**

two-way ANOVA

| Fig. S1 male | | | | |
| --- | --- | --- | --- | --- |
| time*treatment: F (16, 36) = 1.895, p=0.0553  time: F (4, 36) = 8.727, p<0.0001  treatment: F (4, 9) = 2.029, p=0.1737 | | | | |
| PLX3397+Anakinra+TBI vs. PLX3397+TBI  1dpi: p=0.9842  2dpi: p=0.4981  3dpi: p=0.8846  4dpi: p=0.9615  5dpi: p=0.9642 | PLX3397+Anakinra+TBI vs. Anakinra+TBI  1dpi: p=0.9952  2dpi: p=0.8871  3dpi: p=0.8846  4dpi: p=0.7304  5dpi: p=0.9642 | PLX3397+Anakinra+TBI vs. vehicle+TBI  1dpi: p=0.9786  2dpi: p=0.8476  3dpi: p=0.0848  4dpi: p=0.9615  5dpi: p=0.4430 | PLX3397+TBI  vs. vehicle+TBI  1dpi: p=0.7179  2dpi: p=0.8871  3dpi: p=0.0218  4dpi: p=0.9615  5dpi: p=0.1750 | Anakinra+TBI  vs. vehicle+TBI  1dpi: p=0.9842  2dpi: p=0.8871  3dpi: p=0.3671  4dpi: p=0.8273  5dpi: p=0.6192 |
| Fig. S1 female | | | | |
| time*treatment: F (16, 36) = 2.263, p=0.0209  time: F (4, 36) = 7.495, p=0.0002  treatment: F (4, 9) = 0.8442, p=0.5312 | | | | |
| PLX3397+Anakinra+TBI vs. PLX3397+TBI  1dpi: p=0.8901  2dpi: p=0.8938  3dpi: p=0.9207  4dpi: p=0.6582  5dpi: p=0.9630 | PLX3397+Anakinra+TBI vs. Anakinra+TBI  1dpi: p=0.9533  2dpi: p=0.8938  3dpi: p=0.9207  4dpi: p=0.9224  5dpi: p=0.9630 | PLX3397+Anakinra+TBI vs. vehicle+TBI  1dpi: p=0.1972  2dpi: p=0.9755  3dpi: p=0.9613  4dpi: p=0.2745  5dpi: p=0.0822 | PLX3397+TBI  vs. vehicle+TBI  1dpi: p=0.6882  2dpi: p=0.9697  3dpi: p=0.9613  4dpi: p=0.9224  5dpi: p=0.1296 | Anakinra+TBI  vs. vehicle+TBI  1dpi: p=0.1773  2dpi: p=0.9697  3dpi: p=0.9613  4dpi: p=0.6424  5dpi: p=0.0526 |

**Table S8. Statistics for Fig. S2**

two-way ANOVA

| Fig. S2 male | | | | |
| --- | --- | --- | --- | --- |
| time*treatment: F (8, 46) = 4.667, p<0.0003  time: F (2, 46) = 2.146, p=0.1285  treatment: F (4, 23) = 5.190, p=0.0040 | | | | |
| PLX3397+Anakinra+TBI vs. PLX3397+TBI  1dpi: p>0.9999  3dpi: p=0.5953  5dpi: p=0.3227 | PLX3397+Anakinra+TBI vs. Anakinra+TBI  1dpi: p=0.9926  3dpi: p=0.7745  5dpi: p=0.7358 | PLX3397+Anakinra+TBI vs. vehicle+TBI  1dpi: p=0.9983  3dpi: p=0.1026  5dpi: p=0.0140 | PLX3397+TBI  vs. vehicle+TBI  1dpi: p=0.9952  3dpi: p=0.0017  5dpi: p<0.0001 | Anakinra+TBI  vs. vehicle+TBI  1dpi: p>0.9999  3dpi: p=0.6671  5dpi: p=0.2561 |
| Fig. S2 female | | | | |
| time*treatment: F (8, 46) = 3.859, p=0.015  time: F (2, 46) = 1.895, p=0.1619  treatment: F (23, 46) = 1.838, p=0.0394 | | | | |
| PLX3397+Anakinra+TBI vs. PLX3397+TBI  1dpi: p=0.7628  3dpi: p=0.9706  5dpi: p=0.8815 | PLX3397+Anakinra+TBI vs. Anakinra+TBI  1dpi: p=0.9936  3dpi: p=0.5710  5dpi: p=0.7628 | PLX3397+Anakinra+TBI vs. vehicle+TBI  1dpi: p=0.5488  3dpi: p=0.0746  5dpi: p=0.0005 | PLX3397+TBI  vs. vehicle+TBI  1dpi: p=0.9968  3dpi: p=0.2709  5dpi: p=0.0106 | Anakinra+TBI  vs. vehicle+TBI  1dpi: p=0.8005  3dpi: p=0.7820  5dpi: p=0.0213 |

How the deposited data were processed for this re-analysis (not part of the article)

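RNA from the upper brain quadrant holding the lesion was sequenced for 24 male mice at 5 dpi, 1 library per mouse. Mice with TBI received vehicle, PLX3397, Anakinra or PLX3397+Anakinra (5 mice each), and 4 mice were sham-operated. Samples were grouped by the treatment in their labels. No mouse was left out and none was pooled. The sample labels give the tissue as cortex, whereas the methods describe a quadrant with cortex, striatum, dorsal hippocampus and thalamus.

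The authors mapped the reads to mm10 in CLC Genomics Workbench and deposited expression as TPM in 3 tables, scaled by gene length and to a sum of 1000000 per library. The full table lists 36333 genes with full precision and was used throughout. A second table holds the same values rounded to 3 decimals. The filtered table holds the rounded values of a subset of genes, and its 8865 empty cells are 0 in the full table. It also carries p-values and F values of tests that the authors ran on these samples. The groups of these tests are not named in its header, and the values were only counted and compared with F statistics computed here. The tables hold neither read counts nor library totals, and TPM could not be turned back into whole reads. The depth per library is therefore unknown, and no counting intervals are given. The precision of every value rests on the spread between 5 mice, or 4 in the sham group.

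Genes with a mean of at least 0.5 TPM over the 24 libraries were tested, 17267 in all. The model was fitted to log2(TPM + 1) in limma 3.58.1 under R 4.3.3, with one mean per group, all 24 libraries in one fit and a trend of the variance on expression. Every p of a single gene comes from limma unless another test is named. A DEG had an unadjusted p below 0.05, a ratio of group mean TPM above 2 and a difference of group mean TPM above 4, after the legend of Fig. 5. The methods name t-tests for these comparisons. The 5 comparisons among the TBI groups and the 4 comparisons with sham were made in this way. Benjamini-Hochberg adjusted p-values over all genes tested are given beside the calls. The interaction is the contrast of PLX3397+Anakinra minus PLX3397 with Anakinra minus vehicle. Differences over the 5 groups were tested with limma's F-test.

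Gene lists were tested with camera (preset correlation of 0.01), with camera and an estimated correlation, and with fry, all from limma. The 4 lists tested for the paper's gene sets were interferon-stimulated genes, microglial genes and the Reactome sets Transmission across Chemical Synapses and Collagen formation, over 5 comparisons, so that 20 tests were adjusted together. Reactome sets were those shipped with fgsea 1.28.0, matched to gene symbols through the RefSeq annotation of GRCm38. The Reactome sets Interferon gamma signaling and Innate Immune System were used too. Further lists held genes of activated phagocytes, monocytes and neutrophils, lymphocytes, red blood cells, collagen and matrix, meninges, choroid plexus, endothelium, astrocytes, oligodendrocytes, neurons and synapses, striatum, thalamus, dentate gyrus, immediate early genes, the interleukin-1 axis and male sex. Their 95 tests in the drug comparisons were adjusted together. A list score is the mean of log2(TPM + 1) over the list minus its mean over all 24 libraries. Scores and distances were compared by exact two-sided permutation of the mice. GO terms came from the annotation in the deposited table and were tested with Fisher's exact test (two-sided) for 7 terms. Genes under more specific terms were not added to a term. The background held the genes with a GO annotation that were expressed highly enough to pass every criterion. The PCA followed the methods, with Z-scores of TPM and genes at 0 in all libraries left out.

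Genes named singly were chosen by a rule. It takes the genes that the text names for RNA sequencing with the drug targets and their ligands, and the 3 up- and 3 down-regulated DEGs with the largest log2 fold change in each drug comparison among those without overlap between the groups. It also takes the 3 genes with the smallest adjusted p of the interaction in each direction, the genes of Tables S2.1, S2.3 and S2.5, and members of the gene lists. The rule, the lists and the alternatives were fixed beforehand, when the tables of the paper had already been read. Genes outside the rule are marked where they are named.

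The alternatives were a pseudocount of 0.1, no filter beyond TPM above 0, a mean of at least 5 TPM, values rescaled by the median ratio to the geometric mean, the other deposited tables, and only the compared groups in the model. For DEGs they were also adjusted p, a difference above 1 TPM, the fold change of the model in place of the ratio of means, and the methods' t-test on TPM with equal or unequal variances. Other set tests, other PCA settings, the interaction on the TPM scale, a block for the animal numbers that vehicle and PLX3397 share, and leaving out each mouse in turn complete them. Calls were tested on 100 simulated data sets, and results of models were compared with 100 groupings of the same mice, for the interaction and the genes called in one comparison also with Anakinra regrouped inside the mice with and inside those without PLX3397.

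The hallmark and GO collections of the enrichment analysis and the gene list from text mining were not available and were left out. Histology, imaging, behavior and protein data have no deposited values and were left out.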

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

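The test of the depth of J17B, the test of the interferon-stimulated against the microglial genes and the regroupings of mice were chosen after the results had been seen. For 9 genes (drug targets, their ligands and markers that the paper names) and 4 list scores, 65 groups of 4 or 5 mice were searched for a single mouse far from the others of its group. This held for 4 groups, where chance gives 3.2, so the number of such mice gives no reason to look beyond chance.

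Vehicle mouse J17B had 209 TPM of Cd68, while the other vehicle mice had 294 TPM or more and up to 321 TPM. It was also far from its group in the score of the interferon-stimulated genes, at 0.112 against 0.392 to 0.495 in the others. J17B was the lowest vehicle mouse in the matrix score (-1.20) and in the activated phagocyte score (0.63) too. A lower depth of the library was argued against, since its relative depth was 1.02 and those of the other vehicle mice ran from 1.00 to 1.42. The authors' scaling left no offset of note in this library, as its median-ratio factor was 1.019 and that of vehicle mouse J01B was 1.017. A swap with a mouse given PLX3397 was also argued against. The lowest microglial score of a TBI mouse without PLX3397 was 0.69, the highest of a mouse given PLX3397 was 0.03, and the gap was 0.66. An exchange with a mouse given Anakinra would not explain its low scores, since the 5 Anakinra mice ran from 0.493 to 0.807 in the interferon score and from 0.419 to 0.985 in the matrix score. Their lowest value of Cd68 was 220 TPM. Less of the lesion in the dissected piece and a milder injury in this mouse stay open, and neither was tested. Without J17B, 18 DEGs were called for Anakinra versus vehicle in place of 31, and the interferon-stimulated genes changed by a median of 0.17 in place of 0.22.

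Sham mouse J08 had 17.8 TPM of Cd68, with 15.1 to 15.5 TPM in the other sham mice. Its relative depth was 1.02, within the sham range of 0.97 to 1.25. Sham mouse J07 had 0.0504 TPM of Il1rn, and the other 3 sham mice were listed at 0. Without read counts it is unknown how many reads stand behind this value. The sham mice do not differ in any condition that the design names, and no biological explanation was tested for J07 or J08.

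The effect of Anakinra on the interferon-stimulated genes differed between mice with and without PLX3397 by the test of the interaction. The median was 0.22 for Anakinra versus vehicle and -0.25 for PLX3397+Anakinra versus PLX3397, an interaction of -0.49 (adjusted p = 0.00548 by fry over 4 lists, with 83 of 86 genes below 0). An even loss of the cells of the microglial list with the combination was argued against as the whole cause. An uneven loss of these cells was not tested. The interaction of the interferon score minus the microglial score had an exact p of 0.00668, by permuting Anakinra within mice with and within mice without PLX3397. No single mouse carried the interaction, which ranged from -0.57 to -0.42 with each mouse left out. Chance can be excluded by regrouping Anakinra inside the mice with and inside those without PLX3397, where 1 of 100 groupings, the real one, gave a median as far from 0. The vehicle mice are the only ones with the ID suffix B, so a separate handling of this group cannot be told apart from the part of the interaction that rests on vehicle. The decrease in mice given PLX3397 involves no vehicle mouse, but its score did not pass (exact p = 0.0635). That PLX3397 turns the response of interferon-stimulated genes to Anakinra around may be taken as a hypothesis, which was formed on these data.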

How the results depend on the processing

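All alternatives in this part were set before the data were examined, and none was added after results had been seen. One alternative was not run, since TPM could not be turned back into whole reads and a test on counts had no input. The cause of a change was not tested unless it is named.

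Of the 24 counts of genes and percentages, all stayed within 1.5 times their value with a pseudocount of 0.1, without the filter on expression, with the rounded table and with the filtered table. With only the compared groups in the model, 22 of 22 did so, and with the methods' t-test with equal variances 20 of 20. The replicate block on the 3 vehicle and 3 PLX3397 mice that share an animal number called 220 genes, and the fit without it on the same 6 mice called 219. With the methods' t-test with unequal variances, 19 of 20 counts stayed and the genes shared by all 3 comparisons with vehicle fell from 12 to 7.

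A lower limit on the difference admits genes of lower expression by construction. With a difference above 1 TPM, DEGs numbered 450 for PLX3397+Anakinra, 270 for PLX3397 and 64 for Anakinra versus vehicle. There were 43 for PLX3397+Anakinra versus PLX3397 and 419 versus Anakinra. Versus sham, up-regulated DEGs numbered 839 with PLX3397+Anakinra, 1023 with PLX3397, 1394 with Anakinra and 1366 with vehicle. Called in a single comparison with vehicle were 190 genes with PLX3397+Anakinra, 17 with PLX3397 and 30 with Anakinra. The 4 results that stayed within 1.5 times of their value under this limit include the percentages versus sham. An adjusted p in place of an unadjusted one is stricter by construction. It left 3 DEGs for Anakinra versus vehicle, 9 for PLX3397+Anakinra versus PLX3397 and 2 genes called with Anakinra only. Genes shared by all 3 comparisons with vehicle fell from 12 to 1, and those shared by the combination and Anakinra from 5 to 0. At unadjusted p, 1395 genes had an interaction. With a mean of at least 5 TPM, fewer genes were tested, and 2 were called with PLX3397 only and 8 with Anakinra only. The increase in up-regulated DEGs with Anakinra versus sham was 1.61% with this filter, 4.23% after rescaling by the median ratio and 5.52% with the fold change of the model.

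For the set tests the medians do not change with the test, only the p-values do. Under camera with an estimated correlation, the interferon-stimulated genes passed only in PLX3397+Anakinra versus Anakinra. They did not pass in PLX3397+Anakinra (-0.47, adjusted p = 0.102), PLX3397 (-0.18, adjusted p = 0.366) and Anakinra versus vehicle (0.22, adjusted p = 0.129) or in PLX3397+Anakinra versus PLX3397 (-0.25, adjusted p = 0.0609). Under fry the change with Anakinra alone did not pass (0.22, adjusted p = 0.0506). The microglial genes did not pass in PLX3397+Anakinra versus PLX3397 with the estimated correlation (-0.11, adjusted p = 0.268) or under fry (-0.11, adjusted p = 0.227). The synaptic genes passed in no comparison with the estimated correlation. Their medians were 0.11 (adjusted p = 0.389) in PLX3397+Anakinra and 0.08 (adjusted p = 0.504) in PLX3397 versus vehicle, and 0.04 (adjusted p = 0.558) and 0.14 (adjusted p = 0.366) in PLX3397+Anakinra versus PLX3397 and versus Anakinra. Under fry the first 3 did not pass either, at 0.11 (adjusted p = 0.0506), 0.08 (adjusted p = 0.248) and 0.04 (adjusted p = 0.462). The collagen formation genes passed nowhere with the estimated correlation, with 0.07 (adjusted p = 0.677) in PLX3397 and 0.16 (adjusted p = 0.156) in Anakinra versus vehicle and -0.12 (adjusted p = 0.558) in PLX3397+Anakinra versus Anakinra. The same 3 comparisons did not pass under fry, with 0.07 (adjusted p = 0.519), 0.16 (adjusted p = 0.0642) and -0.12 (adjusted p = 0.283). By camera with the preset correlation and without the filter on expression, the collagen formation genes passed in PLX3397+Anakinra versus vehicle (0.09, adjusted p = 0.026). By the same test, with only the compared groups in the model, they did not pass in PLX3397 versus vehicle (0.07, adjusted p = 0.0609). The synaptic genes with Anakinra versus vehicle reversed from -0.01 to 0.01 after rescaling by the median ratio (adjusted p = 0.9). The monocyte and neutrophil list in PLX3397 versus vehicle reversed from -0.35 to 0.08 with a mean of at least 5 TPM, where fewer genes of the list are tested. Further lists were compared at the unadjusted p of fry. With only the compared groups in the model, the matrix list no longer passed for PLX3397+Anakinra (0.79) and PLX3397 versus vehicle (0.71), and the meningeal list no longer for PLX3397 versus vehicle (0.28). With a mean of at least 5 TPM the meningeal list did not pass for PLX3397 (0.29) and Anakinra versus vehicle (0.11).

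Of the genes that the paper names, Cd68 and Ptprc had the same calls under every setting that kept all mice. Lgals3 in PLX3397 versus vehicle was -0.57 throughout, with an adjusted p of 0.0555 with a pseudocount of 0.1, 0.073 without the filter and 0.103 with only the compared groups in the model. Spp1 in PLX3397+Anakinra versus PLX3397 was -1.04, with an adjusted p of 0.0776 without the filter and 0.0514 with only the compared groups. The latter setting also took Spp1 in PLX3397 versus vehicle (-0.83) to an adjusted p of 0.0661.

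The PCA on log2 values separated vehicle from PLX3397 (distance 28.8) and PLX3397 from Anakinra (distance 22.8), both with an adjusted exact p of 0.00992. With all dimensions, vehicle was separated from PLX3397 (distance 122) and from Anakinra (distance 108.9), and PLX3397 from Anakinra (distance 117.2), with adjusted exact p-values of 0.00992, 0.0265 and 0.00992. The filter on expression left all 10 pairs on their side of the threshold.

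Leaving out each mouse in turn left 326 of 356 counts and percentages within 1.5 times their value. For Anakinra versus vehicle the DEGs ranged from 18 without vehicle mouse J17B to 44 without vehicle mouse J19B. Genes called with PLX3397 only ranged from 3 to 8, with 8 without PLX3397 mouse J02, 7 without vehicle mouse J17B and 7 without PLX3397+Anakinra mouse J03. Genes called with Anakinra only ranged from 6 to 26. They numbered 6 without Anakinra mice J05 or J22, 8 without vehicle mouse J17B, 9 without PLX3397 mouse J01, 24 without Anakinra mouse J14 and 26 without Anakinra mouse J06. Genes shared by all 3 comparisons with vehicle numbered 6 without PLX3397 mice J02 or J20, 7 without vehicle mouse J17B and 20 without vehicle mouse J18B. Those shared by PLX3397+Anakinra and Anakinra only numbered 3 without vehicle mouse J17B, PLX3397 mice J01 or J19 or PLX3397+Anakinra mouse J03, and 11 without PLX3397 mice J02 or J20. The change in up-regulated DEGs with Anakinra versus sham ranged from -5.53% to 8.12%. It reversed to -5.53% without vehicle mouse J17B and to -1.02% without Anakinra mouse J05. Further values were 8.12% without vehicle mouse J18B, 7.74% without J19B, 1.23% without J20B, 5.33% and 4.76% without Anakinra mice J06 and J14, and 0.78% without sham mouse J15. Genes with an interaction at adjusted p ranged from 0 to 9, and the 9 genes appeared without PLX3397 mouse J01. Without the same mouse the interaction over the genes of Table S2 was -0.31 and passed at the unadjusted p of fry. Its range was -0.31 to -0.14.

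Among the lists, each mouse left out kept the side of the threshold and the direction in 262 of 280 cases. For the comparisons of these lists, passing is by camera with the preset correlation. In the simulated data this setting called an unchanged interferon list in 61 of 100 cases. By fry, with all mice, the collagen formation genes did not pass in PLX3397+Anakinra versus vehicle (adjusted p = 0.472). The microglial genes with Anakinra versus vehicle ranged from -0.08 without vehicle mouse J17B (adjusted p = 0.0352) to 0.01 without J19B. Between PLX3397+Anakinra and PLX3397 they ranged from -0.19 to -0.04, with -0.04 and -0.19 without PLX3397 mice J02 and J12 and -0.18 and -0.07 without PLX3397+Anakinra mice J03 and J09. The interferon-stimulated genes in PLX3397 versus vehicle were -0.11 without PLX3397 mouse J01. The collagen formation genes were 0.09 in Anakinra versus vehicle without vehicle mouse J17B, and -0.07 in PLX3397+Anakinra versus Anakinra without Anakinra mouse J05. The synaptic genes in PLX3397 versus vehicle were 0.05 without vehicle mice J18B or J19B or PLX3397 mouse J01. Those in Anakinra versus vehicle ranged from -0.03 to 0.02, and were 0.01 without vehicle mouse J01B, 0.02 without J17B and 0.01 without Anakinra mouse J05. In PLX3397+Anakinra versus PLX3397 they ranged from 0.02 to 0.07. They were 0.07 without PLX3397 mouse J01 and 0.02 without PLX3397+Anakinra mouse J17, and did not pass without PLX3397 mouse J02 (0.02, adjusted p = 0.0963). The collagen formation genes in PLX3397+Anakinra versus vehicle ranged from 0.06 to 0.10. They passed without vehicle mice J01B (0.08), J18B (0.09) or J19B (0.08) and without PLX3397+Anakinra mouse J17 (0.10). In PLX3397 versus vehicle they ranged from 0.02 to 0.10. They did not pass without vehicle mice J17B (0.02) or J20B (0.06) and without PLX3397 mice J02 (0.04), J12 (0.06) or J20 (0.04). In PLX3397+Anakinra versus PLX3397 they ranged from -0.04 to 0.03, and reversed without PLX3397 mice J01 (-0.04) or J19 (-0.02) and PLX3397+Anakinra mouse J03 (-0.01).

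The monocyte and neutrophil list with Anakinra versus vehicle ranged from -0.18 to 0.13, and reversed without vehicle mouse J17B (-0.18) and Anakinra mouse J14 (-0.11). The erythroid list ranged from -0.29 to 0.05 in this comparison, and reversed without vehicle mice J19B (0.05) and J20B (0.03). In PLX3397+Anakinra versus PLX3397, without PLX3397 mouse J01, the erythroid list reversed to -0.03 (range to 0.18), the matrix list to -0.08 (range to 0.17) and the meningeal list to -0.01. Without PLX3397+Anakinra mouse J03 the matrix list was -0.02 and the meningeal list -0.02 (range to 0.09). The activated phagocyte list with Anakinra versus vehicle passed without vehicle mouse J17B (-0.26). The matrix list with PLX3397+Anakinra versus vehicle did not pass without vehicle mice J17B (0.61) or J20B (0.63) or PLX3397+Anakinra mouse J03 (0.73). With PLX3397 versus vehicle it did not pass without vehicle mice J17B (0.51) or J20B (0.56) or PLX3397 mice J02 (0.62), J12 (0.68) or J20 (0.64). The meningeal list did not pass with PLX3397 versus vehicle without vehicle mice J17B (0.20) or J20B (0.24) or PLX3397 mice J02 (0.24) or J12 (0.25). With Anakinra versus vehicle it did not pass without vehicle mice J17B (0.08) or J20B (0.12) or Anakinra mice J05 (0.10), J14 (0.10) or J22 (0.13). In PLX3397+Anakinra versus Anakinra it passed without PLX3397+Anakinra mouse J17 (0.10). The monocyte and neutrophil list in PLX3397+Anakinra versus PLX3397 was -0.26 without PLX3397 mouse J20.

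Lgals3 in PLX3397 versus vehicle ranged from -0.73 to -0.45. It did not pass without vehicle mice J01B (-0.55), J18B (-0.50), J19B (-0.47) or J20B (-0.59) or PLX3397 mice J01 (-0.45), J12 (-0.57) or J19 (-0.54). Spp1 in PLX3397+Anakinra versus PLX3397 ranged from -1.15 to -0.91. It did not pass without PLX3397 mice J02 (-0.91), J12 (-1.03) or J20 (-1.02) or PLX3397+Anakinra mice J09 (-0.98), J10 (-0.99) or J17 (-1.00). In the same comparison, Ptprc ranged from -0.65 to -0.48 and passed without PLX3397 mouse J01 (-0.60) or PLX3397+Anakinra mouse J03 (-0.65). Lgals3 there ranged from -0.86 to -0.66 and passed without PLX3397 mouse J01 (-0.86). Values near 0 changed sign for Il1r1, Lcn2 and Mmp12. Il1r1 with Anakinra versus vehicle ranged from -0.03 (without vehicle mouse J17B) to 0.15, and in PLX3397+Anakinra versus Anakinra from -0.02 (without PLX3397+Anakinra mouse J09) to 0.10. With PLX3397 versus vehicle, Lcn2 ranged from -0.27 to 0.03 (without vehicle mouse J20B). Mmp12 ranged from -0.06 to 0.16 and was negative without vehicle mice J17B (-0.06) or J20B (-0.01) or PLX3397 mouse J02 (-0.03).

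The distances in the PCA ranged from 217.9 to 237.0 between sham and vehicle, 215.5 to 234.1 between sham and Anakinra and 136.0 to 154.6 between sham and PLX3397+Anakinra. Between vehicle and PLX3397 they ranged from 40.8 to 75.6, between vehicle and PLX3397+Anakinra from 70.8 to 92.8, between PLX3397 and Anakinra from 52.9 to 82.4, and between Anakinra and PLX3397+Anakinra from 68.7 to 91.3. Fewer mice raise the smallest p that the exact test allows, and 13 of 96 distances did not pass for this or another cause that was not tested. For sham and vehicle these were without vehicle mice J18B (217.9), J19B (218.6) or J20B (224.6). For sham and Anakinra it was without Anakinra mouse J21 (219.2), and for sham and PLX3397+Anakinra without PLX3397+Anakinra mice J09 (154.6) or J10 (146.2). For vehicle and PLX3397+Anakinra they were without vehicle mice J18B (70.8), J19B (72.5) or J20B (80.0) or PLX3397+Anakinra mice J09 (73.8) or J10 (76.9). For Anakinra and PLX3397+Anakinra they were without Anakinra mouse J21 (81.1) or PLX3397+Anakinra mouse J10 (83.3). Vehicle and PLX3397 were separated without vehicle mouse J17B (75.6), and PLX3397 and Anakinra without PLX3397 mice J02 (80.0) or J12 (82.4).

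The counts for PLX3397+Anakinra and PLX3397 versus vehicle and versus sham, the genes called with PLX3397+Anakinra only, the microglial genes with PLX3397 and with PLX3397+Anakinra versus vehicle and the interaction of the interferon-stimulated genes stayed on their side with each mouse left out. For the other genes named singly, 1019 of 1185 cases kept their direction and side, 105 no longer passed, 55 newly passed and 6 reversed, all of the latter among the genes given above.

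Without read counts the depth limits no statement by a known amount. Genes near the filter of 0.5 TPM have the least support, and whether a TPM of 0 stands for no transcript or too few reads cannot be decided.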

Differences from the paper's values

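None of the values compared here was chosen after results had been seen. The paper gives 4546 DEGs by ANOVA (the paper's value) and does not name the groups compared for this number. Here 8960 of 17267 genes tested differed over the 5 groups at adjusted p by limma's F-test. Of the 31 alternatives set before the data were examined, all 31 also differ from the paper's value. They gave 7529 genes with a mean of at least 5 TPM, 8781 without the filter, 8949 with a pseudocount of 0.1, 8919 after rescaling by the median ratio, 8958 and 8959 in the rounded and the filtered table and 9902 at unadjusted p. Without single mice they ran from 8186 to 9031. No setting that was run reached the paper's number. None of them set a limit on fold or difference, and the paper does not state whether its number had one. All of them compared the 5 groups, so no count over the TBI groups alone was made here. In the authors' second p column, whose F values matched the 4 TBI groups in 63.4% of genes, 3661 genes are below 0.05.

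The paper names Lgals3 in vehicle as the strongest increase among its microglia-associated genes, a list that was not available. In the 50 genes of the 2 lists tested here, Lgals3 had rank 25 by the percentage of the common mean in vehicle, with 162%. Arg1 had 251%, Lyz2 208%, Msr1 191% and Spp1 189%. The percentage of Lgals3 was 169% relative to the mean of the group means, 136% relative to the mean of the TBI groups and 156% relative to the median of the mice. The fall of Lgals3 from vehicle over PLX3397 (108%) to PLX3397+Anakinra (63.4%) has the paper's order. All 30 alternatives lie below the paper's value of 240%. That value is more than 1.5 times the one here in 7 of them, those without one of the sham mice J07, J08, J15 or J16 (156% each), without vehicle mouse J19B (159%) and without PLX3397+Anakinra mice J09 or J17 (159% each).

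The paper finds no gene called with PLX3397 alone. Here 4 genes were called with PLX3397 only (Gm13308, Gm21541, Gm31003 and LOC108169013, which were looked up after their number was seen). All 9, 158, 6 and 108 genes of Tables S2.1 to S2.4 were called with the combination. Of the 6 genes that Table S2.3 places with the combination and Anakinra, 3 were also called with PLX3397 here.

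Some settings gave the paper's number where the main value was close to it. The paper's 27 DEGs for Anakinra versus vehicle (31 here) were reached with the methods' t-test with unequal variances. The paper's 167 for PLX3397 versus vehicle (176 here) were reached without vehicle mouse J20B. The paper's 15 down-regulated DEGs versus PLX3397 (16 here) were reached with a mean of at least 5 TPM and without PLX3397+Anakinra mouse J17. The paper's 12 genes called with Anakinra only (14 here) were reached without the filter, with only the compared groups in the model, with the fold change of the model, and without vehicle mouse J20B or PLX3397+Anakinra mice J09 or J10. The paper's 9 genes shared by all 3 comparisons (12 here) were reached with the methods' t-test with equal variances. The paper's 6 shared by the combination and Anakinra (5 here) were reached without PLX3397+Anakinra mice J09 or J10. Versus sham, the paper's 620 up-regulated DEGs with PLX3397 (618 here) were reached after rescaling by the median ratio. Fig. S6B of the paper splits this number between up- and down-regulated genes, and both directions together gave 632 here. The paper's 3.4% increase with Anakinra (2.61% here) was reached without Anakinra mouse J21.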

Other observations

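The regroupings of mice, the tests of the suffix B on the microglial and the matrix genes, the built combination and the comparison of phagocyte with microglial genes were chosen after the results had been seen. The other tests of this part were chosen before.

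Each result of a model was compared with 100 groupings of the same mice, the real one included. The numbers of groupings are not adjusted for the many results compared. For the DEGs of the 5 comparisons among TBI groups, for the up-regulated DEGs of the 4 comparisons with sham and for the genes that differ over the 5 groups, 1 grouping gave as many, the real one. Chance can be excluded for these counts. It can also be excluded for the microglial genes with the combination versus vehicle, with PLX3397 versus vehicle and with the combination versus Anakinra (1 grouping each). The same holds for the interferon-stimulated genes in PLX3397+Anakinra versus vehicle (1) and versus Anakinra (1). For 3 further results few groupings gave a median as far from 0, but not every other test passed, so chance is not excluded. The interferon-stimulated genes in Anakinra versus vehicle (2) passed by their score (exact p = 0.0159) but not by fry (adjusted p = 0.0506). The synaptic genes in PLX3397+Anakinra versus Anakinra (1) passed by fry (adjusted p = 0.0361) but not by their score (exact p = 0.0556), and versus vehicle (4) they passed by neither (adjusted p = 0.0506, exact p = 0.0952). By the groupings, chance cannot be excluded for the interferon-stimulated genes in PLX3397 versus vehicle (19) and in the combination versus PLX3397 (8). For the microglial genes this applies to Anakinra versus vehicle (74) and the combination versus PLX3397 (52). For the synaptic genes it applies to PLX3397 (14) and Anakinra versus vehicle (81) and the combination versus PLX3397 (26). In the interferon comparisons with 19 and 8 groupings, the list passed by fry (adjusted p = 0.0481 and 0.0361). It did not pass by its score there (exact p = 0.0873 and 0.0635). By the groupings, chance was not excluded for the collagen formation genes in any comparison. They had 33, 57 and 16 groupings for the combination, PLX3397 and Anakinra versus vehicle. For the combination versus PLX3397 and versus Anakinra they had 94 and 14. With Anakinra versus vehicle they passed by their score (exact p = 0.0397) but not by fry (adjusted p = 0.0642). For the interaction and the genes called in a single comparison with vehicle, Anakinra was regrouped inside the mice with and inside those without PLX3397. Chance can be excluded for the interaction of the interferon-stimulated genes (1), but not for that of the microglial (30), synaptic (32) and collagen formation genes (27). As many genes called with the combination only were found in 3 groupings, with Anakinra only in 3 and with PLX3397 only in 88. Without adjustment for the many results compared, 3 groupings do not exclude chance. These groupings also assume that Anakinra has no effect in either stratum, so they do not test whether a call belongs to 1 comparison only. At unadjusted p, 1395 genes had an interaction, and 11 of these 100 groupings had as many. Groupings of all 20 TBI mice decide nothing about these results, since they spread the effect of PLX3397 over the groups. They gave medians as far from 0 in 8, 83, 40 and 19 cases for these 4 lists and in 68 for the genes of Table S2, which were chosen on the real groups. As many genes called with the combination, PLX3397 or Anakinra only were found in 3, 15 and 11 of them. As 0 genes had an interaction at adjusted p in limma, all 100 had as many.

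With the combination, 285 DEGs were called versus vehicle, and the separate counts of the monotherapies sum to 207. To ask whether this needs an interaction, a combination was built from the log2 changes of both single drugs added up, with residuals drawn from the 15 mice given a drug. Such mice gave a median of 310 DEGs (275 to 341 in 100 draws), and 94 of 100 draws reached the observed number. Their genes called with the combination only numbered 128.5 in the median (105 to 157), and 98 of 100 draws reached the observed 108. Built with the residuals of the combination's own mice, the numbers were 308 and 121. Additive changes under the limits on fold and difference may thus be enough for a DEG count above the sum and for genes called with the combination only. The built means carry the errors of 3 group means, which can add calls, and an interaction of single genes is not excluded by this.

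The vehicle mice are the only ones whose IDs end in B, and what the suffix stands for is unknown. At unadjusted p, 558 genes were set apart in one direction from all 4 other groups in vehicle, 242 in Anakinra, 22 in PLX3397 and 19 in PLX3397+Anakinra. At adjusted p these were 8, 1, 0 and 0 in limma. Vehicle mice are set apart most often, but they are also the only TBI mice without a drug, so a batch cannot be told apart from an effect of both drugs for these genes. For the microglial genes a vehicle batch was argued against as the whole cause, as their median was -1.39 in PLX3397+Anakinra versus Anakinra, where no vehicle mouse enters. If animal numbers shared between vehicle and PLX3397 stood for pairs, their profiles would be closer. The correlations of the residuals were 0.17, -0.13 and -0.07 for 3 such pairs and 0.32 for the 1 pair of vehicle and PLX3397+Anakinra. Other pairs of vehicle and PLX3397 mice ran from -0.41 to 0.40. Other pairs of vehicle and PLX3397+Anakinra mice ran from -0.27 to 0.25, all below 0.32, but 1 pair cannot decide on pairing.

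The matrix genes were higher than in vehicle in all 3 drug groups, by medians of 0.99 with Anakinra, 0.71 with PLX3397 and 0.79 with the combination. The score of 3 vehicle mice lay inside the range of the 15 mice given a drug, and that of J17B and J20B below it. A batch of vehicle mice would have been expected to move all 5, but 2 low mice among 5 are too few to decide. The meningeal list of 18 genes changed by medians of 0.11 with Anakinra, 0.28 with PLX3397 and 0.25 with the combination (means 0.19, 0.21 and 0.25), and by 0.25 in vehicle versus sham. Its score was above every vehicle mouse in 5 of 5 mice with Anakinra (exact p = 0.00794), in 3 with PLX3397 (exact p = 0.0635) and in 4 with the combination (exact p = 0.0317). By fry it passed with the combination only (adjusted p = 0.0119). J17B and J20B were the lowest vehicle mice in this score too (-0.282 and -0.233). More meningeal tissue cannot be told apart from a drug effect on the matrix genes, as the meninges' share of either list in these pieces is not known. The interaction of the matrix scores was -0.89 and did not pass (exact p = 0.0748). Over the genes of this list the median interaction was -0.87, with 34 of 36 genes below 0. It passed at the unadjusted p of fry, and 25 genes passed when adjusted over the list alone and 0 over all genes in limma. The extent of the lesion in the pieces of J17B and J20B stays open.

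From PLX3397 to PLX3397+Anakinra the activated phagocyte score fell by 0.55 (exact p = 0.00794), while the microglial score changed by -0.15 (exact p = 0.262). The difference between both changes was -0.40 (exact p = 0.00794, the smallest p that 5 against 5 mice allow), and the lists share 0 genes. An even loss of microglia with the combination was thus argued against as the whole cause, since the microglial genes would then have fallen as far. A loss mainly of activated microglia is not excluded. The 2 lists also rose by different amounts in vehicle versus sham, with medians of 3.41 for activated phagocyte and 2.17 for microglial genes. The monocyte and neutrophil score changed by -0.46 (exact p = 0.0159). Of the 8 genes of this list that were tested, 1 is in Table S2, and of the 20 genes of the activated phagocyte list 11 are. By fry the monocyte and neutrophil list passed in the combination versus vehicle (adjusted p = 1.25e-05), versus PLX3397 (adjusted p = 0.00804) and versus Anakinra (adjusted p = 3.93e-05). The activated phagocyte list had a median of -0.70 in PLX3397 versus vehicle (adjusted p = 7.29e-05) and of -0.15 in Anakinra versus vehicle (adjusted p = 0.29). The combination may act on activated or infiltrating phagocytes beyond the effect of PLX3397 on microglia. Which cells changed was not measured.

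The 30 microglial genes fell by different amounts with PLX3397 versus vehicle, from -1.74 for P2ry12 to -0.50 for Mertk. The SD over genes was 0.26 and the median standard error of a gene 0.11. Fewer microglia alone would lower genes found only in microglia alike, but Mertk and other members are expressed by further cells. Fewer cells and less expression per cell therefore cannot be told apart here.

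Hemoglobin genes were lower in both groups given PLX3397. Hba-a1 had 867 TPM in sham, 999 in vehicle and 898 with Anakinra, against 270 with PLX3397 (log2 fold change -1.81, adjusted p = 1e-06) and 282 with the combination (-1.72, adjusted p = 1.2e-06). In the red blood cell list 6 of 9 genes were tested, 5 of them in Table S2.2, and the exception was Bpgm with 91.9 TPM in vehicle and 94.4 TPM with PLX3397. The medians of the list were -1.77 with PLX3397 and -1.74 with the combination versus vehicle, -0.06 with Anakinra, 0.07 in the combination versus PLX3397 and -1.62 versus Anakinra. After rescaling by the median ratio they were -1.78 with PLX3397 and -1.75 with the combination. All 10 mice given PLX3397 had a score below that of every other mouse, sham mice included (highest -0.483 with PLX3397, lowest of the others -0.157). Such a separation had been set beforehand to count against less blood in the pieces. It argues against a piece-to-piece difference in blood, which would not follow the groups in this way. It cannot decide on less blood in the pieces of whole groups, which would separate the groups as well. That, or fewer hemoglobin transcripts in circulating cells, may lie behind the change, and these cannot be told apart, since blood was not analysed here.

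Different brain regions in the pieces were weighed with lists for striatum, thalamus and dentate gyrus against the neuronal list. The largest size of a difference between a region list and the neuronal list was 0.16, and some went in opposite directions, such as thalamus (0.12) and neurons (-0.03) with Anakinra versus vehicle. The smallest of 15 adjusted p-values was 0.238 (exact test), and the smallest unadjusted exact p was 0.0159, for the dentate gyrus in PLX3397+Anakinra versus Anakinra. The medians of the synaptic genes in the combination were 0.11 versus vehicle and 0.14 versus Anakinra, and those of the neuronal list 0.20 in both. With shifts of a region list of similar size, different regions cannot be told apart from drug effects for changes as small as these. The medians in the combination, PLX3397 and Anakinra versus vehicle and in the combination versus PLX3397 and versus Anakinra were 0.19, 0.02, -0.10, 0.18 and 0.30 for 10 striatal genes. For 8 thalamic genes they were 0.26, 0.19, 0.10, 0.09 and 0.15, and for 8 genes of the dentate gyrus 0.06, 0.03, -0.06, -0.03 and 0.08. By fry only the thalamic genes in the combination versus vehicle passed (adjusted p = 0.0246, with 4 of 5 mice above every vehicle mouse).

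The remaining lists are given in the order of these 5 comparisons. Medians were -0.12, -0.09, -0.14, -0.04 and 0.03 for 12 astrocyte genes, 0.05, 0.03, 0.05, 0.07 and 0.05 for 12 genes of the choroid plexus and 0.04, 0.09, -0.02, -0.08 and 0.02 for 10 endothelial genes. They were -0.04, 0.08, -0.12, -0.09 and 0.10 for 10 oligodendrocyte genes, which passed with Anakinra versus vehicle only (adjusted p = 0.0246 by fry, with 4 of 5 mice below every vehicle mouse). For 12 immediate early genes they were 0.14, -0.03, -0.03, 0.23 and 0.08, for 4 of 19 lymphocyte genes that were tested 0.06, -0.03, -0.03, 0.07 and 0.11, and for 4 genes of male sex -0.08, -0.07, -0.20, -0.05 and 0.08. Apart from the oligodendrocyte genes, none of these lists passed by fry over 95 tests. With the correlation estimated in camera, none of all 95 tests passed (smallest adjusted p = 0.0551). For the lymphocyte genes the mean differed in sign from the median in the combination versus vehicle (-0.08) and versus Anakinra (-0.04), as it did for the astrocyte genes in the combination versus Anakinra (-0.01) and for the immediate early genes with Anakinra versus vehicle (0.01).

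In the interleukin-1 axis list of 9 genes, medians were 0.03, 0.08, 0.02, -0.18 and -0.12. Median and mean point in opposite directions for the combination (mean -0.32) and for PLX3397 versus vehicle (mean -0.16). The list passed by fry in the combination versus vehicle (adjusted p = 2.52e-05), PLX3397 versus vehicle (adjusted p = 0.00447) and the combination versus PLX3397 (adjusted p = 0.0423) and versus Anakinra (adjusted p = 2.52e-05), but not in Anakinra versus vehicle (adjusted p = 0.915). Its score was lower in 5 of 5 mice with the combination than in every vehicle mouse. Il1a fell by 0.62 and Il1rn by 0.77 with the combination versus vehicle (adjusted p = 6.7e-05 and 0.026). Il1b changed by 0.03 (adjusted p = 0.91) and Il1r1, the receptor that Anakinra blocks, by 0.12 (adjusted p = 0.59). Il1b lay near the filter of 0.5 TPM, at 0.334 to 0.73 TPM in vehicle and 0.42 to 0.789 TPM with the combination. At such values log2(TPM + 1) shrinks any change, so Il1b cannot be called unchanged. The changes of Il1a and Il1rn, which are also low, are understated in the same way.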
